# Single-cell analysis identifies a key role for *Hhip* in murine coronal suture development

**DOI:** 10.1038/s41467-021-27402-5

**Published:** 2021-12-08

**Authors:** Greg Holmes, Ana S. Gonzalez-Reiche, Madrikha Saturne, Susan M. Motch Perrine, Xianxiao Zhou, Ana C. Borges, Bhavana Shewale, Joan T. Richtsmeier, Bin Zhang, Harm van Bakel, Ethylin Wang Jabs

**Keywords:** Bone development, Disease model, Embryology, Multicellular systems, RNA sequencing

## Abstract

Craniofacial development depends on formation and maintenance of sutures between bones of the skull. In sutures, growth occurs at osteogenic fronts along the edge of each bone, and suture mesenchyme separates adjacent bones. Here, we perform single-cell RNA-seq analysis of the embryonic, wild type murine coronal suture to define its population structure. Seven populations at E16.5 and nine at E18.5 comprise the suture mesenchyme, osteogenic cells, and associated populations. Expression of *Hhip*, an inhibitor of hedgehog signaling, marks a mesenchymal population distinct from those of other neurocranial sutures. Tracing of the neonatal *Hhip*-expressing population shows that descendant cells persist in the coronal suture and contribute to calvarial bone growth. In *Hhip*^*−/−*^ coronal sutures at E18.5, the osteogenic fronts are closely apposed and the suture mesenchyme is depleted with increased hedgehog signaling compared to those of the wild type. Collectively, these data demonstrate that *Hhip* is required for normal coronal suture development.

## Abstract (web summary)

Craniofacial development depends on formation and maintenance of sutures between bones of the skull. Here the authors identify enriched expression of the hedgehog inhibitor Hhip, specifically in the mesenchyme of the murine coronal suture, and show sutural dysgenesis in Hhip−/− mutants.

## Introduction

Sutures are critical sites of craniofacial growth and development. During suturogenesis, osteoprogenitors proliferate and differentiate directly from mesenchyme to osteoblasts within the osteogenic fronts (OFs) of adjacent skull bones in a process termed intramembranous ossification, which occurs in the absence of a cartilage template. The OFs are separated by suture mesenchyme (SM), which is maintained for most human sutures into adulthood when they eventually fuse after growth ceases. This process involves multiple interacting signaling pathways, including those for hedgehog (HH), fibroblast growth factor (FGF), ephrin (EPH/EFN), NOTCH, insulin-like growth factor (IGF), retinoic acid (RA), transforming growth factor/bone morphogenetic protein (TGF/BMP), and wingless-related integration site (WNT) signaling^1^. Misregulation of such pathways due to genetic or environmental insult can lead to suture dysgenesis, such as wider spacing or premature fusion between bones. Widening of sutures occurs in cleidocranial dysplasia caused by loss-of-function mutations in *RUNX2*, which encodes the master transcription factor for osteogenic differentiation^2,3^. In contrast, loss of SM between bones results in bony fusion or craniosynostosis and reduces the growth potential of that suture. Craniosynostosis is a significant source of human pathology, occurring in ~1 in 2500 births^4^. Genetic causes have been identified for ~25% of all cases and comprise more than 90 genes involved in a variety of signaling pathways and tissue developmental processes^5–7^. The coronal suture, between the frontal and parietal bones on each side of the skull, is fused in ~25% of craniosynostosis cases and is the suture most commonly affected in syndromic craniosynostosis cases^6,8^.

The coronal suture is a fascinating suture for study due to its unique biological features. It is the earliest calvarial suture to develop, separating the frontal and parietal bones as they grow from the supraorbital mesenchyme just above the eye^1^. In mammals it also lies at the boundary between the neural crest and mesoderm lineages, with the frontal bone derived from neural crest and the parietal bone and SM derived from mesoderm. Little or no mixing occurs between lineages along the length of the embryonic suture^9–11^. The mesoderm extends anteriorly over the neural crest for a short distance, and as the parietal and frontal bones expand, the parietal bone similarly extends to overlap the frontal bone with a narrow SM separating the bones. In contrast, in the frontal, sagittal, and lambdoid sutures the bones of the calvaria are arranged end-to-end and are separated by a wide SM at embryonic stages.

Various studies have compared RNA expression between human normal and synostotic sutures to identify genes with a role in suture dysgenesis^12^. However, these studies often rely on post-fusion tissues or bone-derived cells expanded in culture and may not reflect in vivo transcriptomes. Additionally, such studies cannot address how expression of these genes is organized in cell populations. To better understand suturogenesis at the transcriptional and cell population levels with the goal of identifying genes of developmental significance, we have previously applied single-cell and bulk RNA-seq analyses to the murine frontal suture at embryonic day (E)16.5 and E18.5^13^.

In the current study, we apply these methods to the murine coronal suture. We identify major cell populations comprising SM and OFs of the coronal suture, including populations that differ from those of the frontal suture at the same ages^13^. We find that expression of the gene encoding hedgehog interacting protein (*Hhip*) is highest in a coronal SM population between E16.5 and E18.5. This is specific to the coronal suture because in contrast, *Hhip* expression is highest in the OFs in the other neurocranial sutures (frontal, sagittal, and lambdoid). *Hhip* encodes an inhibitor of HH ligands and is induced by HH signaling as a component of negative feedback loops regulating the pathway^14^. We perform tracing of the neonatal *Hhip*-expressing population showing that descendant cells persist in the wild type (WT) coronal SM and eventually contribute to calvarial bone growth. In *Hhip*^*−/−*^ mutant mice, delays in chondrocyte maturation and subsequent ossification of digits, sternum, and vertebrae, which develop from cartilaginous templates in a process termed endochondral ossification, have been described (see Supplementary Experimental Data in reference 14)^14^, but defects in intramembranous ossification have not been reported. We examine the coronal suture in *Hhip*^*−/−*^ mutants and uncover a phenotype of SM depletion. These findings provide key insights into the role of HH signaling in coronal suturogenesis.

## Results

### Single-cell RNA-seq analysis delineates the wild type coronal suture population structure

The coronal suture assumes its definitive morphology of overlapping parietal and frontal bones in the mouse during late embryonic development, E16.5–E18.5. At E16.5 the overlap of frontal and parietal bones is at an early phase and is fully established by E18.5, the final day of murine embryogenesis in C57BL/6 J, the strain used in this study. 

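Strips of coronal suture from wild-type embryos were dissociated, and their cells were captured in droplets in which each transcript received the barcode of its cell and a unique molecular identifier (UMI). The values are therefore numbers of UMIs per gene and cell. The authors deposited the matrices of barcodes that Cell Ranger had kept, without normalization, for library 1 and library 2 of each age. Each library pooled the sutures of several embryos of both sexes. The E16.5 libraries were made with a later version of the capture chemistry than the E18.5 libraries, so that age and chemistry cannot be told apart, and no level or share was tested between the ages. The matrices held 1530 and 1482 barcodes at E16.5 and 2628 and 1999 barcodes at E18.5 (libraries 1 and 2). More than 800 genes, the minimum in the paper's methods, were detected in 497 and 359 barcodes at E16.5 and in 2625 and 1624 barcodes at E18.5. The names of the E18.5 matrices carry a code for the earlier age, whereas their labels give E18.5, and the numbers 2625 and 1624 are those that the paper gives for its E18.5 libraries (the paper's values). Haemoglobin transcripts made up most of the UMIs in 772, 610, 6 and 450 barcodes, in the same order. The authors removed outlying cells with a package whose limits the paper's text does not give. In its place, cells more than 3 median absolute deviations from the median of their library in log10 UMIs or log10 detected genes, or above it in mitochondrial share, were left out. This left 466 and 337 cells at E16.5 and 2412 and 1577 cells at E18.5, 4792 in all. The gene minimum moved these numbers most, to 642 and 650 cells at E16.5 with a minimum of 500 genes and to 341 and 205 cells with a minimum of 1000 genes.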

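The median cell kept held 2501 UMIs in library 1 of E16.5 (range 1223 to 9439) and 2121 UMIs in library 2 (range 1224 to 6928). At E18.5 the median cell held 18476 UMIs in library 1 (range 8755 to 73995) and 7131 UMIs in library 2 (range 3530 to 38661). Median numbers of detected genes were 1218 and 1113 at E16.5 and 3787.5 and 1919 at E18.5, and median mitochondrial shares were 4.59% and 5.20% at E16.5 and 2.28% and 7.36% at E18.5. The cells of each age were clustered on their 2000 most variable genes with 13 principal components, 100 neighbours and a resolution of 0.8. Cells in clusters of suture classes were then clustered again within each age, with 13 components at E16.5, 15 components at E18.5, 50 neighbours and a resolution of 0.8, as in the paper's second clustering. The 22 genes that the paper names for these populations, or for the hedgehog pathway in them, were left out of both clusterings. They were also left out of the lists that name the clusters of suture cells, so that no such gene defines the cluster in which it is reported. In the first clustering they stayed in the lists that name the clusters. UMIs of each gene were summed over the cells of a cluster within a library, where at least 10 cells were present, and expressed relative to all UMIs in that sum, in the CPM unit of edgeR. For each gene, the cluster with the highest mean CPM was compared with the mean of the other suture clusters of its age by edgeR's quasi-likelihood test (two-sided, library as a block). The fitted fold change averages the other clusters on the log scale. It is therefore not the ratio of the CPM values given beside it and can be larger where some clusters hold few UMIs. The p-values were adjusted by the Benjamini-Hochberg method over 9318 genes at E16.5 and 14636 genes at E18.5, but not for the choice of the cluster. Clusters and tests rest on the same cells of 2 libraries per age, so that an adjusted p speaks for the cells of these pools and not for further embryos. A value for 1 library by itself is the log2 ratio of the cluster's CPM to the mean CPM of the other clusters, each with 1 added, without a test and on a scale other than that of the fitted fold change. In simulated sums with a 3-fold change in 200 genes, 42 of the genes were recovered at E16.5 with 1 false call, and 116 at E18.5 with 9 false calls.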

To identify the cell populations present during this transitional period we analyzed WT coronal suture development by single-cell RNA-seq (scRNA-seq) analysis of four libraries, consisting of two replicates at E16.5 and E18.5. Libraries were derived from strips of coronal sutures spanning the overlapping frontal and parietal bones, including the OFs of each bone and the intervening SM (Supplementary Fig. 1a). Extrasutural tissues were removed to the extent possible to enrich for sutural populations.

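With the cells of each age clustered separately and without integration of the libraries, 9 clusters were found at E16.5 and 13 at E18.5. A cluster was named, with the ending -like, when the markers of 1 class outnumbered those of all other classes among its leading genes, a rule set after the clusters had been seen. At E16.5 the suture classes were represented by 124 hypodermis-like cells (123 of them from library 1), 90 ectocranial mesenchyme-like cells, 61 dura mater-like cells and 38 osteoblast-like cells. A further 155 cells formed a cluster without a name that was kept with the suture cells. At E18.5 there were 474 osteoblast-like cells, 453 ectocranial mesenchyme-like cells, 313 proliferating cells and a pair of dura mater-like clusters with 342 and 329 cells. Unnamed clusters with 521, 507 and 369 cells were kept with the suture cells at that age.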

Analyzing all four libraries combined, we identified 14 cell populations (Supplementary Fig. 1b, d) by reference to published cell type atlases^15–19^ and our previously published study of the murine frontal suture^13^. These populations were broadly consistent with recent analyses of the murine coronal suture at E15.5 and E17.5^20^ and included SM and osteoblast populations as well as hematopoietic lineages, vascular cells, and chondrocytes. 

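Clusters of suture classes, with the unnamed clusters, held 67.6% of the cells of library 1 at E16.5 (315 of 466, 95% Wilson interval 63.2% to 71.7%) and 45.4% of library 2 (153 of 337, 40.2% to 50.7%). The libraries of this age thus differed by more than counting error, and together they gave 58.3%. At E18.5 the shares were 80.6% in library 1 (1945 of 2412, 79.0% to 82.2%) and 86.4% in library 2 (1363 of 1577, 84.7% to 88.0%), and 82.9% in both together. The intervals cover counting error only, as each library is 1 pool of embryos. Cells of unnamed clusters made up 15.2% and 24.9% of all cells at E16.5 and 33.0% and 38.0% at E18.5. With 30 principal components in place of 13, the share at E16.5 fell to 36.0%, the largest change among the alternatives.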

The majority of cells were part of a supercluster that included suture-specific populations (i.e., SM, osteoblasts; denoted as “CS” for “coronal suture” in Supplementary Fig. 1b) and comprised 56% and 86% of cells at E16.5 and E18.5, respectively (Supplementary Fig. 1b, c). Hematopoietic, vascular, and chondrocyte populations were common to both ages. 

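Outside the suture classes, the cells at E16.5 formed an osteoclast-like cluster of 113 cells (42 from library 1 and 71 from library 2), a macrophage-like cluster of 100 cells (63 and 37), an endothelial-like cluster of 72 cells (34 and 38) and a chondrocyte-like cluster of 50 cells (12 and 38). At E18.5 there were 350 macrophage-like cells (277 and 73), 129 chondrocyte-like cells (118 and 11) and 69 endothelial-like cells (42 and 27). A pericyte-like cluster of 56 cells (29 and 27) and an erythroid-like cluster of 77 cells, 76 of them from library 2, were found at E18.5 only. All but the erythroid-like cluster drew at least 10 cells from each library.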

Chondrocytes presumably were derived from the parietal cartilage (tectum transversum) present at the base of the coronal suture^21^.

### Definition and mapping of cell populations at E16.5

To further resolve the composition of the supercluster we performed additional UMAP analyses of the associated cells at each development stage. 

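The 468 suture cells at E16.5 fell into 6 clusters. A hypodermis-like cluster of 123 cells drew 122 of them from library 1. The other clusters were an unnamed cluster of 120 cells (58 from library 1 and 62 from library 2), an ectocranial mesenchyme-like cluster of 82 cells (66 and 16), a dura mater-like cluster of 55 cells (30 and 25), a cluster of 52 proliferating cells (23 and 29) and an osteoblast-like cluster of 36 cells (16 and 20). The unnamed cluster was led by Rgs5, Mmp9, Sparcl1 and Pf4, a mixture of markers of pericytes, osteoclasts and macrophages. By these genes the naming rule placed 5 of the 6 clusters, those with a name, in the suture. The unnamed cluster counted as outside it, but stayed in the tests among the suture clusters. No cluster at this age took its name from the suture mesenchyme or from the osteoblasts that the paper marks with Mmp13. The number of clusters ranged from 4 with 30 principal components to 7 with the libraries aligned by ComBat or with the named genes kept in the clustering. By edgeR's test 426, 73, 85, 133, 133 and 207 genes were markers of these clusters, in the order given, with an adjusted p under 0.05 and a natural-log fold of at least 0.1 over every other cluster in each library that holds the cluster. From these populations and their mapping in sections, the paper concludes that the suture at E16.5 holds a main SM, an ectocranial mesenchyme and several osteogenic populations.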

At E16.5 the suture-specific supercluster consisted of seven distinct populations expressing known markers for two potential mesenchyme populations, osteoblasts, hypodermis, and dura mater^13,16–19^ (Fig. 1a). To determine the spatial relationships of these populations we used multiplexed single-molecule fluorescence in situ hybridization (smFISH) for genes within the top ten significant marker genes of each population (Fig. 1b, Supplementary Fig. 2d, and Supplementary Dataset 1). Marker genes were defined by their relative specificity to a given population compared to all other populations. Additionally, we chose more highly expressed marker genes for mapping to facilitate detection. Two populations comprised the mesenchyme in the suture, CS6-4 (coronal suture E16.5 population 4) and CS6-6. CS6-4 consisted of SM between the frontal and parietal bones and extending beyond the OFs and was enriched for *Sox6* and *Erg* expression (Fig. 1c and Supplementary Fig. 2a). This population also expressed *Hhip* as a lower-ranked marker gene. However, *Hhip* was a highly ranked marker gene for a similar SM population at E18.5, and so its expression also was mapped at E16.5 to provide a point of comparison between the two ages. 

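Sox6 (ENSMUSG00000051910.13) lies on chromosome 7 of mm10 from 115470872 to 116038796 on the minus strand. Its highest CPM at E16.5 was in the unnamed cluster of 120 cells, with 52.3 CPM in library 1 and 98.6 CPM in library 2, from 25 UMIs in all, against a mean of 35.2 CPM in the other clusters. The log2 fold change was 1.78 (standard error 0.55, adjusted p = 0.0501 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted p ranged from 2.61e-05 with a minimum of 500 genes per cell to 0.229 over the alternatives, and it fell under 0.05 in 8 of 10 of them. Erg (ENSMUSG00000040732.20) lies on chromosome 16 of mm10 from 95359169 to 95586593 on the minus strand. With 6 UMIs in the suture clusters at E16.5, 2 of them in the unnamed cluster, it was below the minimum of 10 UMIs for a test. With a minimum of 500 genes per cell it reached that minimum, and its log2 fold change was 2.21 (adjusted p = 0.607 from edgeR). Enrichment of Erg was thus not detectable at this depth.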

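Hhip (ENSMUSG00000064325.4) lies on chromosome 8 of mm10 from 79965851 to 80058006 on the minus strand. At E16.5 its highest CPM was in the same unnamed cluster, with 85.0 CPM in library 1 and 145 CPM in library 2, from 38 UMIs. The naming rule placed this cluster outside the suture. The other suture clusters had a mean of 45.1 CPM, with the proliferating cluster next at 74.2 CPM. The fitted log2 fold change was 1.69 (standard error 0.42, adjusted p = 0.00668 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 0.0401 after multiplication by the number of clusters). In library 1 by itself the log2 ratio was 0.87, and in library 2 by itself it was 1.39. With 30 principal components the gene was highest in the osteoblast-like cluster, at a log2 fold change of 1.55 (adjusted p = 0.876 from edgeR). Adjusted p over all 10 alternatives ranged from 7.57e-06 to 0.876. Cells were also thinned to 2500 UMIs so that depth did not set the share of cells with a UMI, and cells below that depth were left out, 37 of 58 and 37 of 62 in the cluster and 41 of 63 and 35 of 37 macrophage-like cells (libraries 1 and 2). Hhip UMIs were then present in 4 of 21 cells of the cluster in library 1 (19.0%, 95% Wilson interval 7.67% to 40.0%) and in 9 of 25 cells in library 2 (36.0%, 20.2% to 55.5%). The median depth of all cells of the cluster, with those left out, was 2144 and 2217 UMIs. The other suture clusters had shares of 7.26% and 15.4%. Macrophage-like cells, which should lack Hhip, had 0 of 22 cells and 0 of 2 cells with a UMI, and all such cells had median depths of 2030 and 1853 UMIs. The intervals of the cluster and of the other suture cells overlap in both libraries.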

CS6-6 consisted of an ectocranial, or outer, layer of mesenchyme over the frontal and parietal bones and was enriched for *Igfbp3* expression.

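Igfbp3 (ENSMUSG00000020427.11) lies on chromosome 11 of mm10 from 7206086 to 7213923 on the minus strand. In the ectocranial mesenchyme-like cluster at E16.5 it reached 1947 CPM in library 1 and 690 CPM in library 2, against a mean of 113 CPM in the other suture clusters. The fold change was, on the log2 scale, 4.85 (standard error 0.26, adjusted p = 6.39e-76 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from 4.43 to 5.50 over the alternatives. The log2 ratio was 3.11 to 3.82 in each library by itself. In the cells with at least 2500 UMIs, thinned to that depth, 75.7% of the cluster's cells in library 1 and 57.1% in library 2 held an Igfbp3 UMI, against 21.3% and 12.3% of the other suture cells and none of 22 macrophage-like cells in library 1.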

**Fig. 1:**
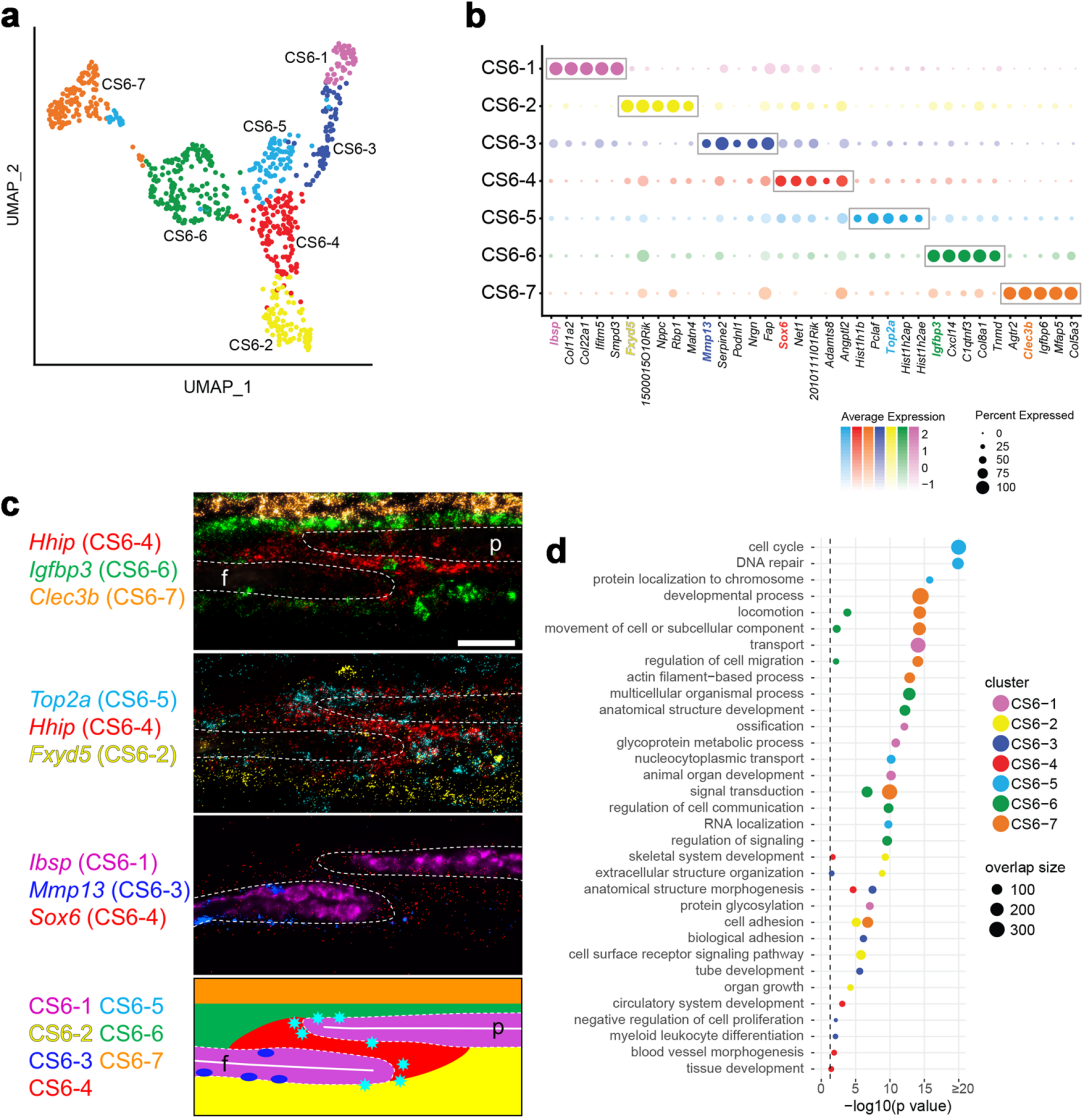
scRNA-seq analysis of the wild-type coronal suture at E16.5. **a** Uniform Manifold Approximation and Projection (UMAP) plot of cell clusters detected by unsupervised graph clustering of suture-specific populations (i.e., suture mesenchyme, osteoblasts) from two replicates at E16.5. **b** Average expression of the top five differentially expressed marker genes (boxed) ranked by fold change (FC) (FDR % 0.01, lnFC R 0.1) for suture-specific populations. Genes selected for smFISH in **c** are colored according to their population membership. **c** Localization of populations by smFISH. Each pseudo-colored panel shows an individual section hybridized with probes for the indicated genes. The schematic summarizes the spatial distribution of populations, color-coded as in smFISH. Dashed outlines indicate frontal (f) and parietal (p) bones; white horizontal lines indicate osteoid. Sections are in the transverse plane. smFISH was performed on three independent samples with similar results. Scale bar, 50 μm. **d** Significant GO BP categories of population-specific expression signatures. Gene Ontology enrichment was performed with ranked query and multiple testing analytical correction (*p* ≤ 0.05, right of dashed line).

Three populations comprised the OFs and osteoblasts. The first consisted of proliferating cells at the leading edge of the frontal and parietal bones and was enriched for *Top2a* expression (CS6-5; Fig. 1c and Supplementary Fig. 2a). 

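Top2a (ENSMUSG00000020914.17) lies on chromosome 11 of mm10 from 98992943 to 99024189 on the minus strand. Its CPM in the cluster of 52 proliferating cells at E16.5 was 800 in library 1 and 786 in library 2, and the mean of the other suture clusters was 68.3. On the log2 scale, this difference was 4.93 (standard error 0.32, adjusted p = 8.17e-49 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a range of 3.92 to 5.34 over the alternatives. The hypodermis-like cluster was next, with 186 CPM.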

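Ibsp (ENSMUSG00000029306.8) lies on chromosome 5 of mm10 from 104299171 to 104311469 on the plus strand. In the osteoblast-like cluster at E16.5 it made up 18715 CPM in library 1 and 24871 CPM in library 2, from 2731 UMIs in 36 cells. The mean of the other suture clusters was 225 CPM. The fitted log2 fold change was 9.71 (standard error 0.21), larger than the ratio of these CPM values, as it averages the other clusters on the log scale. Its adjusted p was below the smallest value that the software writes. Over the alternatives, the fold change ranged from 6.74 with a resolution of 1.2 to 15.42 with 30 principal components, and its direction did not change.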

The second consisted of the major population of the frontal and parietal bones and was enriched for *Ibsp* expression, an early osteoblast marker (CS6-1). 

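Mmp13 (ENSMUSG00000050578.10) lies on chromosome 9 of mm10 from 7272514 to 7283331 on the plus strand. No E16.5 cluster was named after the osteoblasts marked by it. Mmp13 was highest in the unnamed cluster, with 216 CPM in library 1 and 58.0 CPM in library 2, from 43 UMIs. The osteoblast-like cluster followed with 52.3 CPM, and the mean of all other suture clusters was 11.5 CPM. For the unnamed cluster the log2 fold change was 5.76 (standard error 0.65, adjusted p = 6.21e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The osteoblast-like cluster had a log2 fold change of 3.81 (adjusted p = 0.0144 from edgeR). Without library 1, the log2 ratio of the unnamed cluster was 5.88, and without library 2 it was 3.18.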

The third consisted of a smaller population of osteoblasts principally found on the endocranial or inner surface of the frontal bone, enriched for *Mmp13* expression (CS6-3). This was not a frontal bone-specific suture population, as *Mmp13* also was expressed away from the suture in more mature regions of frontal bones, where high *Mmp13* and *Ibsp* expression were inversely correlated on trabecular bone (Supplementary Fig. 2b). Also, in regions of more mature parietal bone distant from the suture, *Mmp13* was expressed on the endocranial surface, while *Ibsp* was expressed on the ectocranial surface (Supplementary Fig. 2b). Two other populations were external to the suture. 

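Clec3b (ENSMUSG00000025784.5) lies on chromosome 9 of mm10 from 123150946 to 123157432 on the plus strand. It was highest in the hypodermis-like cluster at E16.5, of which library 2 held 1 cell, so that its 915 CPM come from library 1 alone. The other suture clusters had a mean of 3.08 CPM. The log2 fold change was 8.21 (standard error 0.47, adjusted p = 2.99e-64 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in a test that takes the spread of this lone sum from the other clusters. Adjusted p ranged from 3.54e-93 to 1 over 11 alternatives, with 30 principal components at a log2 fold change of 6.63 (adjusted p = 1) and DESeq2 on the same sums at 7.80 (adjusted p = 0.857) not past 0.05. In cells of library 1 with at least 2500 UMIs, thinned to that depth, a Clec3b UMI was found in 37 of 45 hypodermis-like cells (82.2%), in 2.00% of the other suture cells and in 0 of 22 macrophage-like cells.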

The hypodermis was superficial to the ectocranial mesenchyme and was enriched for *Clec3b* expression (CS6-7). 

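Fxyd5 (ENSMUSG00000009687.14) lies on chromosome 7 of mm10 from 31032722 to 31042481 on the minus strand. The dura mater-like cluster at E16.5 had 562 CPM of Fxyd5 in library 1 and 523 CPM in library 2, against a mean of 17.2 CPM in the other suture clusters. The fitted log2 fold change was 4.96 (standard error 0.36, adjusted p = 2.63e-40 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the value lay between 4.86 and 6.04 over the alternatives.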

The dura mater was endocranial to the suture and was enriched for *Fxyd5* expression (CS6-2). E16.5 single-cell populations are summarized in Supplementary Table 1.

To characterize the transcriptional programs particular to individual populations we performed Gene Ontology (GO) analysis of the marker genes distinguishing each population (Fig. 1d and Supplementary Dataset 1). The main SM population (CS6-4) was enriched for anatomical structure morphogenesis and skeletal system and tissue development. The ectocranial mesenchyme (CS6-6) was enriched for regulation of cell communication, signal transduction, and positive regulation of insulin-like growth factor receptor signaling pathway. The proliferating OF population (CS6-5) was enriched for cell cycle and related processes. The major osteoblast population (CS6-1) was enriched for ossification, collagen fibril organization, protein glycosylation, and protein hydroxylation. The minor osteoblast population expressing *Mmp13* (CS6-3) was enriched for anatomical structure morphogenesis, biological adhesion, and collagen catabolism.

### Definition and mapping of cell populations at E18.5

At E18.5 the suture-specific supercluster consisted of nine distinct populations (Fig. 2a). 

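At E18.5 the 3308 suture cells fell into 11 clusters, 10 of which were named. Mesenchyme was represented by a suture mesenchyme-like cluster of 209 cells (138 from library 1 and 71 from library 2) and an ectocranial mesenchyme-like cluster of 489 cells (453 and 36). Osteogenic clusters were a cluster of 283 proliferating cells (144 and 139), a periosteal-like cluster of 383 cells (8 and 375), a cluster of 532 cells (510 and 22) named after the markers of Mmp13-expressing osteoblasts, and a pair of osteoblast-like clusters with 424 cells (93 and 331) and 50 cells (21 and 29). A pair of dura mater-like clusters had 400 cells (313 and 87) and 300 cells (248 and 52), a Schwann-like cluster had 15 cells (15 and 0), and 223 cells (2 and 221) stayed unnamed. The naming rule placed 9 of the 11 clusters in the suture. The Schwann-like and the unnamed cluster counted as outside it, but stayed in the tests among the suture clusters. In 5 of the 11 clusters at least 90% of the cells came from 1 library. The number of clusters ranged from 7 at a resolution of 0.4 to 12 at a resolution of 1.2 and after ComBat. Marker genes, by the same criteria as at E16.5, numbered from 49 for the cluster of Mmp13-expressing osteoblasts to 699 for the smaller dura mater-like cluster.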

We determined the spatial relationships of these populations using smFISH for significant marker genes (Fig. 2b, Supplementary Fig. 3b, and Supplementary Dataset 1). Three populations comprised the mesenchyme within the suture. One consisted of the mesenchyme between the overlapping frontal and parietal bones and was enriched for *Hhip* and *Cd34* expression (CS8-2; Fig. 2c and Supplementary Fig. 3a). 

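In the suture mesenchyme-like cluster at E18.5 Hhip reached 165 CPM in library 1 and 249 CPM in library 2, from 579 UMIs. The mean of the other suture clusters was 28.1 CPM, and the proliferating cluster came next with 73.6 CPM. The fold change was, on the log2 scale, 3.22 (standard error 0.15, adjusted p = 7.59e-69 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the alternatives, a resolution of 0.4 moved it most, to 2.68, and in each library by itself the log2 ratio was 2.90 to 2.92. In cells thinned to 2500 UMIs, 35 of 138 cells of the cluster in library 1 (25.4%, 95% Wilson interval 18.8% to 33.2%) and 35 of 71 cells in library 2 (49.3%, 38.0% to 60.7%) held a Hhip UMI. The other suture cells had shares of 5.65% and 8.05%. Macrophage-like cells had 1.44% in library 1 and 0 of 73 in library 2. Median depths before thinning were 13726 and 10236 UMIs in the cluster, 18989 and 6520 in the other suture cells and 18624 and 13598 in the macrophage-like cells. Cd34 (ENSMUSG00000016494.9) lies on chromosome 1 of mm10 from 194938819 to 194961279 on the plus strand. It was highest in the same cluster, with 300 CPM in library 1 and 325 CPM in library 2 against a mean of 88.7 CPM, at a log2 fold change of 2.61 (standard error 0.15, adjusted p = 1.98e-53 from the same test).

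**Figure D1:**
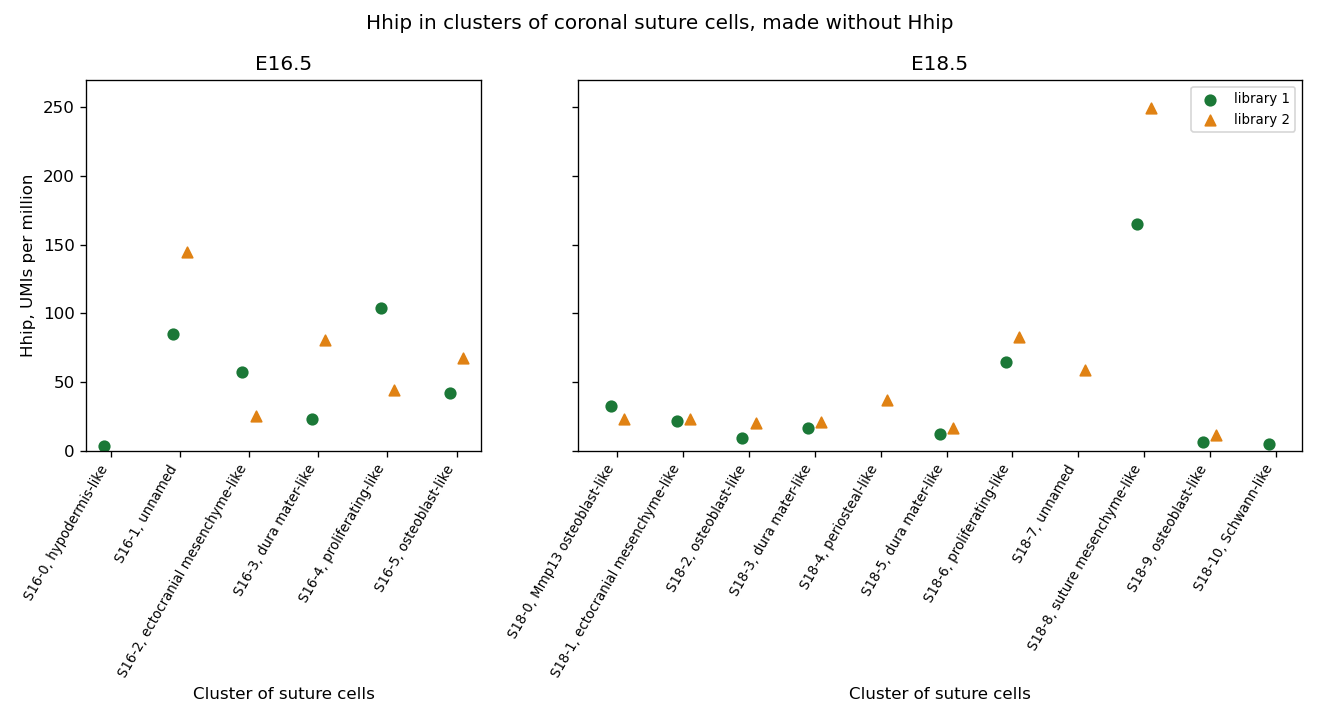
CPM of Hhip in each suture cluster at E16.5 and E18.5, with 1 point per library. A cluster with fewer than 10 cells in a library has no point for it. The suture mesenchyme-like cluster at E18.5 has the highest points, 165 and 249 CPM.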

The second consisted of mesenchyme adjacent to the OFs and the region of overlap between the bones and was enriched for *Mest* expression (CS8-4) that also overlapped the *Hhip* expression domain. 

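Mest (ENSMUSG00000051855.15) lies on chromosome 6 of mm10 from 30723547 to 30748465 on the plus strand. At E18.5 it was highest in the unnamed cluster of 223 cells, of which 221 came from library 2, with 713 CPM. Next came the ectocranial mesenchyme-like cluster with 711 CPM, and the mean of the suture clusters other than the unnamed cluster was 480 CPM. On the log2 scale, this difference was 0.95 (standard error 0.19, adjusted p = 7.71e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cluster entered the test with 1 library, which is assumed to vary like the other clusters. Without library as a block the adjusted p was 0.0751, the highest of 11 alternatives, of which the lowest was 2.00e-11. After thinning, 68.3% of the cluster's cells in library 2 held a Mest UMI, against 50.6% of the other suture cells and 13.7% of macrophage-like cells in that library.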

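Col8a1 (ENSMUSG00000068196.5) lies on chromosome 16 of mm10 from 57624258 to 57754737 on the minus strand. The ectocranial mesenchyme-like cluster at E18.5 had 1622 CPM of it in library 1 and 1581 CPM in library 2. The mean of the other suture clusters was 170 CPM, with 585 CPM in the unnamed cluster next. The log2 fold change was 4.02 (standard error 0.12, adjusted p = 3.62e-124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ranged from 3.59 to 4.06 over the alternatives.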

The third consisted of an ectocranial layer of mesenchyme over the frontal and parietal bones and was enriched for *Col8a1* expression (CS8-7).

**Fig. 2:**
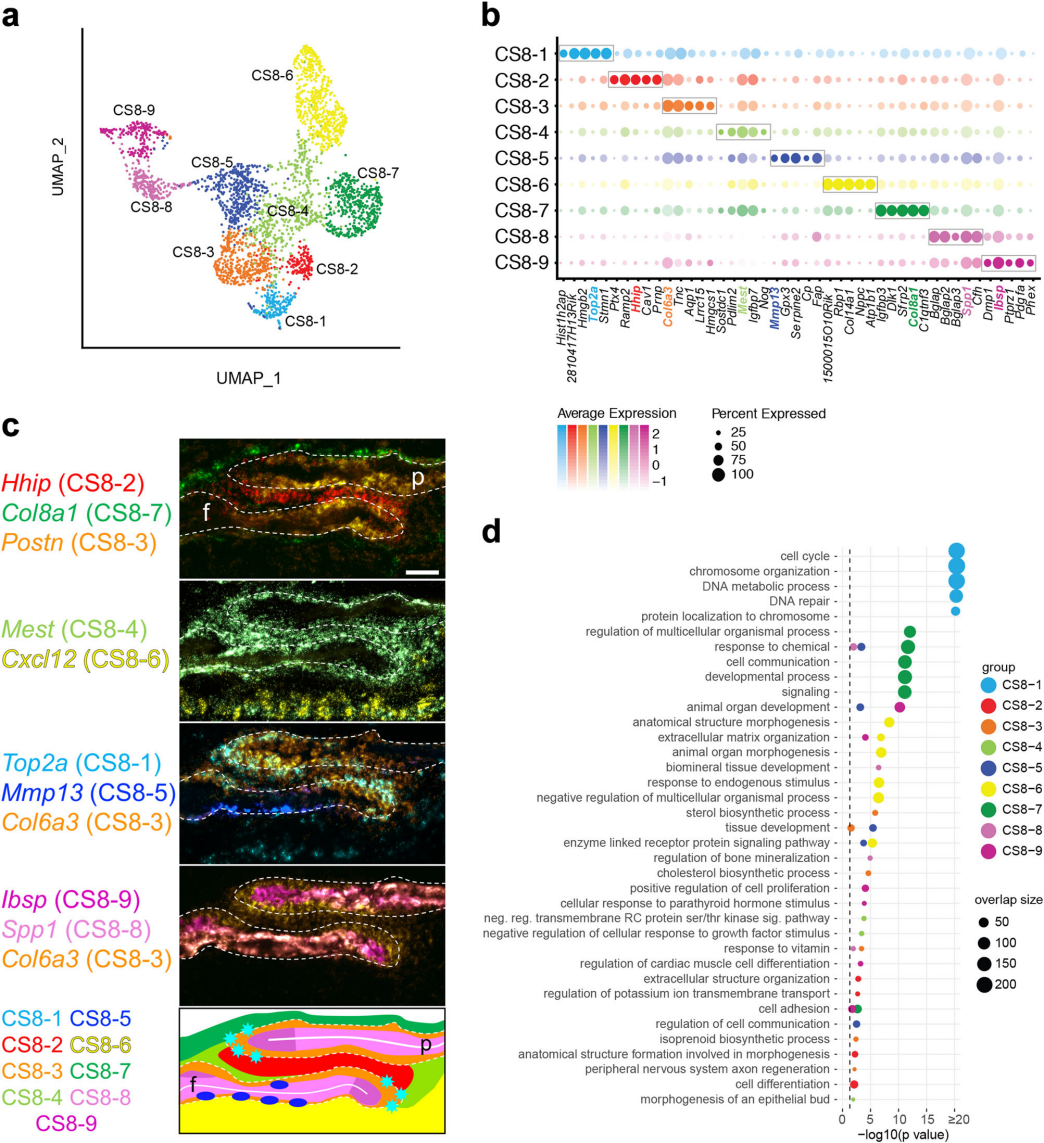
scRNA-seq analysis of the wild-type coronal suture at E18.5. **a** UMAP plot of cell clusters detected by unsupervised graph clustering of suture-specific populations (i.e., suture mesenchyme, osteoblasts) from two replicates at E18.5. **b** Average expression of the top five differentially expressed marker genes (boxed) ranked by FC (FDR % 0.01, lnFC R 0.1) for suture-specific populations. Genes selected for smFISH in **c** are colored according to their population membership. For CS8-6, *Cxcl12*, which is within the top ten markers of this population, was used for its known expression in dura mater^13^. **c** Localization of populations by smFISH. Each pseudo-colored panel shows an individual section hybridized with probes for the indicated genes. The schematic summarizes the spatial distribution of populations, color-coded as in smFISH. Dashed outlines indicate frontal (f) and parietal (p) bones; white horizontal lines indicate osteoid. Sections are in the transverse plane. smFISH was performed on three independent samples with similar results. Scale bar, 50 μm. **d** Significant GO BP categories of population-specific expression signatures. Gene Ontology enrichment was performed with ranked query and multiple testing analytical correction (*p* ≤ 0.05, right of dashed line).

Five populations comprised the OFs and differentiated osteoblasts. 

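Top2a in the proliferating cluster at E18.5 was at 330 CPM in library 1 and 486 CPM in library 2, and the mean of the other suture clusters was 28.9 CPM. The fitted log2 fold change was 4.75 (standard error 0.12, adjusted p = 4.91e-151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).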

The first consisted of proliferating cells at the leading edge of the frontal and parietal bones and was enriched for *Top2a* expression (CS8-1; Fig. 2c and Supplementary Fig. 3a). 

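Col6a3 (ENSMUSG00000048126.16) lies on chromosome 1 of mm10 from 90765923 to 90843971 on the minus strand. Postn (ENSMUSG00000027750.16) lies on chromosome 3 of mm10 from 54361109 to 54391037 on the plus strand. Both were highest at E18.5 in the periosteal-like cluster, with 1576 CPM of Col6a3 and 1904 CPM of Postn. These values come from library 2 alone, since library 1 held 8 of the cluster's cells. The other suture clusters had means of 613 CPM of Col6a3 and 594 CPM of Postn. The fold change was, on the log2 scale, 1.50 for Col6a3 (standard error 0.18, adjusted p = 2.33e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.18 for Postn (standard error 0.18, adjusted p = 5.20e-27 from the same test). With 1 library in this cluster, the test takes its spread from the other clusters and assumes that the lone sum varies like theirs.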

The second was located along the periosteal surfaces, particularly within the region of frontal and parietal overlap and was enriched for *Col6a3* and *Postn* expression (CS8-3). Expression of *Col6a3* appeared stronger than *Postn* towards the OFs. This population also was enriched for expression of *Fgfr2*, which is known to be expressed in OFs and periosteal surfaces of frontal and parietal bones^22–24^ (Supplementary Dataset 1). 

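Fgfr2 (ENSMUSG00000030849.18) lies on chromosome 7 of mm10 from 130162451 to 133123350 on the minus strand. It too was highest in the periosteal-like cluster, with 195 CPM in library 2, followed by the cluster of Mmp13-expressing osteoblasts with 146 CPM. The mean of the other suture clusters was 70.1 CPM. On the log2 scale, this difference was 2.46 (standard error 0.26, adjusted p = 2.02e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with 30 principal components it was 1.03, the lowest of the alternatives. As the cluster rests on 1 library, its sum is assumed to vary like those of the other clusters.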

The third consisted of osteoblasts extending from the OFs along the osteoid of the frontal and parietal bones and was enriched for *Ibsp* expression (CS8-9). 

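At E18.5 Ibsp was highest in the osteoblast-like cluster of 50 cells, with 13671 CPM in library 1 and 24642 CPM in library 2. The osteoblast-like cluster of 424 cells was next with 13178 CPM, and the mean of the suture clusters other than the smaller osteoblast-like cluster was 1759 CPM. The log2 fold change was 5.13 (standard error 0.13, adjusted p = 2.64e-161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).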

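Spp1 (ENSMUSG00000029304.14) lies on chromosome 5 of mm10 from 104435118 to 104441050 on the plus strand. Its highest CPM at E18.5 was in the osteoblast-like cluster of 424 cells, with 20659 CPM in library 1 and 18701 CPM in library 2. The osteoblast-like cluster of 50 cells had 15243 CPM, and the mean of the suture clusters other than the larger osteoblast-like cluster was 2818 CPM. The fitted log2 fold change was 4.16 (standard error 0.13, adjusted p = 2.83e-123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).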

The fourth extended away from the suture along the bone distal to *Ibsp*-expressing osteoblasts and was enriched for expression of *Spp1*, a marker of more mature osteoblasts (CS8-8). 

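Mmp13 at E18.5 had its highest CPM, 167, in the periosteal-like cluster, which library 2 supplied. The cluster of Mmp13-expressing osteoblasts, mostly from library 1, was next with 118 CPM, and the mean of the suture clusters other than the periosteal-like cluster was 27.9 CPM. The fold change was, on the log2 scale, 2.77 for the periosteal-like cluster (standard error 0.21, adjusted p = 2.21e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.79 for the cluster of Mmp13-expressing osteoblasts (adjusted p = 1.37e-46 from the same test). For the periosteal-like cluster, with 1 library, the spread comes from the other clusters. With the libraries aligned by ComBat and with 30 principal components, the gene was highest in the cluster of Mmp13-expressing osteoblasts, at log2 fold changes of 4.30 and 3.80. After thinning, 25.0% of the periosteal-like cells in library 1 and 19.5% in library 2 held a Mmp13 UMI, against 5.94% and 5.36% of the other suture cells and 3.97% and 5.48% of macrophage-like cells.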

The fifth principally extended along the endocranial surface of the frontal bone and was enriched for *Mmp13* expression (CS8-5). The final population comprised the dura mater endocranial to the suture and was enriched for *Cxcl12* expression (CS8-6). 

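Cxcl12 (ENSMUSG00000061353.11) lies on chromosome 6 of mm10 from 117168535 to 117181367 on the plus strand. The dura mater-like cluster of 300 cells had 408 CPM of it in library 1 and 396 CPM in library 2. The mean of the other suture clusters was 63.9 CPM. On the log2 scale, this difference was 3.38 (standard error 0.13, adjusted p = 5.40e-96 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the smallest value among the alternatives was 3.29.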

E18.5 single-cell populations are summarized in Supplementary Table 1.

We further examined the relationship of the proliferating CS8-1 population to the adjacent CS8-2 and CS8-3 and to other populations. While all other populations contained cells expressing proliferation markers such as *Mki67* at a low frequency, CS8-1 was primarily distinguished by the widespread expression of genes related to proliferation (Fig. 2b and Supplementary Fig. 4a). 

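Mki67 (ENSMUSG00000031004.8) lies on chromosome 7 of mm10 from 135689784 to 135716361 on the minus strand. In the proliferating cluster at E18.5 it was at 150 CPM in library 1 and 167 CPM in library 2, against a mean of 16.1 CPM in the other suture clusters, a log2 fold change of 4.43 (standard error 0.15, adjusted p = 3.37e-109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cells thinned to 2500 UMIs, 29.9% of the cluster's cells in library 1 and 30.9% in library 2 held a Mki67 UMI (95% Wilson intervals 23.0% to 37.8% and 23.9% to 39.0%). The other suture cells had 1.33% and 1.96%. The median depth before thinning was 26879 and 8395 UMIs in the cluster and 18099 and 6481 UMIs in the other suture cells. Mki67 UMIs were found in 9.39% and 9.59% of macrophage-like cells, which can divide and give no background level.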

CS8-1 shared expression of a subset of genes with CS8-2 and CS8-3 that distinguished them from the remaining suture populations, suggesting that it may represent a transitional population between the SM population CS8-2 and the periosteal population CS8-3 (Supplementary Fig. 4b). CS8-1 also expressed genes not related to proliferation that distinguished it from both CS8-2 and CS8-3, further indicating that it is a distinct population.

We performed GO analysis of the marker genes distinguishing each population identified through differential expression analysis (Fig. 2d and Supplementary Dataset 1). For the SM populations, the *Hhip*-expressing SM (CS8-2) was enriched for extracellular structure organization, cell adhesion, cell differentiation, and skeletal system development. The *Mest*-expressing SM (CS8-4) was enriched for negative regulation of transmembrane receptor protein serine/threonine kinase signaling pathway and negative regulation of cellular response to growth factor stimulus. The ectocranial mesenchyme (CS8-7) was enriched for cell communication, cell signaling, and cell migration.

For the OF and osteoblast populations, the GO terms confirmed their diverse roles in skeletal development. The proliferating population (CS8-1) was enriched for cell cycle and related processes. The periosteal population (CS8-3) was enriched for sterol, cholesterol, and isoprenoid biosynthetic processes. The *Ibsp*-expressing osteoblast population (CS8-9) was enriched for extracellular matrix organization and positive regulation of cell proliferation. The *Spp1*-expressing osteoblast population (CS8-8) was enriched for biomineral tissue development. The *Mmp13*-expressing osteoblast population (CS8-5) was enriched for tissue development and collagen metabolic process.

### Population complexity in the coronal suture increases between E16.5 and E18.5

We matched the cell populations at E16.5 with those at E18.5 based on significant expression signature overlaps (Supplementary Fig. 3c and Supplementary Table 1). Most SM and osteoblast-related populations were clearly similar between E16.5 and E18.5, including the major *Hhip*-expressing SM populations (CS6-4 and CS8-2), ectocranial SM populations (CS6-6 and CS8-7), *Top2a*-expressing proliferating populations (CS6-5 and CS8-1), *Mmp13*-expressing osteoblasts (CS6-3 and CS8-5), and the dura mater populations (CS6-2 and CS8-6). 

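Markers of the 6 clusters at E16.5 and the 11 at E18.5 were compared over 9091 genes tested at both ages, with Fisher's exact test (one-sided, Bonferroni adjustment over 66 pairs). In 15 pairs more markers were shared than chance allows. The ectocranial mesenchyme-like clusters shared 35 markers (adjusted p = 1.21e-36 from Fisher's exact test) and the proliferating clusters shared 74 (adjusted p = 7.22e-81). The dura mater-like cluster of E16.5 shared 18 markers with the larger dura mater-like cluster of E18.5 (adjusted p = 4.65e-17) and 57 with the smaller (adjusted p = 1.19e-39). The unnamed cluster at E16.5, where Hhip and Mmp13 were highest, shared most with the Schwann-like cluster of 15 cells (23 markers, adjusted p = 3.78e-12), whose markers also overlapped those of the hypodermis-like (56) and proliferating (18) clusters of E16.5. It shared 6 with the periosteal-like cluster (adjusted p = 0.00136) and 4 with the cluster of Mmp13-expressing osteoblasts (adjusted p = 0.0123). It was not matched to the suture mesenchyme-like cluster of E18.5, whose only partner past 0.05 was the hypodermis-like cluster with 17 shared markers (adjusted p = 0.00406). The number of matched pairs fell to 7 with 30 principal components and at a resolution of 0.4. From such overlaps of expression signatures, the paper concludes that most SM and osteoblast-related populations correspond between the ages.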

*Ibsp*-expressing osteoblasts at E16.5 (CS6-1) matched with both *Ibsp*-expressing osteoblasts (CS8-9) and more differentiated *Spp1*-expressing osteoblasts (CS8-8) at E18.5. 

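The osteoblast-like cluster at E16.5 shared 58 markers with the osteoblast-like cluster of 424 cells at E18.5 (adjusted p = 1.33e-65 from Fisher's exact test, one-sided) and 49 markers with that of 50 cells (adjusted p = 3.29e-35 from the same test).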

We did not identify discrete populations of *Mest*-expressing SM cells (CS8-4) or *Col6a3*-expressing periosteal cells (CS8-3) at E16.5, but *Mest* and *Col6a3* are expressed at E16.5 in similar domains as at E18.5 (Supplementary Fig. 2c), and were marker genes for CS6-4 and CS6-3, respectively. These differences may reflect changes in the numbers of cells in each of these populations or a lack of sufficient specificity of marker gene expression at this age. 

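No periosteal-like cluster was found at E16.5. Mest at that age was highest in the ectocranial mesenchyme-like cluster, with 921 CPM in library 1 and 972 CPM in library 2, against a mean of 545 CPM in the other suture clusters (log2 fold change 1.51, standard error 0.23, adjusted p = 7.39e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unnamed cluster was close to it with 906 CPM. Col6a3 at E16.5 was highest in the unnamed cluster, with 1333 CPM in library 1 and 1009 CPM in library 2, against a mean of 714 CPM (log2 fold change 0.83, standard error 0.17, adjusted p = 0.000208 from the same test). With 30 principal components the adjusted p for Col6a3 was 0.251, and over the 11 alternatives it started at 8.94e-12.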

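Clec3b gave 35 UMIs in its highest suture cluster at E18.5, the ectocranial mesenchyme-like cluster, with 0.249 CPM in library 1 and 82.9 CPM in library 2. The mean of the other suture clusters was 0.906 CPM, and the log2 fold change was 5.38 (standard error 0.68, adjusted p = 1.21e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value rests on library 2, since without it the log2 ratio was -0.73, and DESeq2 on the same sums gave an adjusted p of 0.626, the highest of 11 alternatives, of which the lowest was 1.03e-21. After thinning to 2500 UMIs, 0.221% of the cluster's cells in library 1 and 2.78% in library 2 held a Clec3b UMI, with 0.268% and 0.151% of the other suture cells. The share of the cluster was 1 cell in each library. The adjusted p may thus rest on few cells and does not speak for the cluster as a whole. No E18.5 cluster was named hypodermis-like.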

*Clec3b*-expressing hypodermis (CS6-7) was not identified at E18.5. This was likely due to easier and more effective removal of extrasutural tissue such as the hypodermis at E18.5 compared to E16.5.

### Ectocranial, periosteal, and osteoblast populations are enriched for craniosynostosis genes

Approximately 57 genes have been identified that cause coronal craniosynostosis when mutated in humans^5,7^ (Supplementary Dataset 2). We determined the degree of enrichment of these genes among the cell populations at each age. 

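Supplementary Data 2 lists 57 human genes of coronal craniosynostosis, 53 of which were among the 9318 genes tested at E16.5 after matching to mouse symbols. Their number among the markers of each cluster was tested with Fisher's exact test (one-sided, Bonferroni adjustment over the 6 clusters of the age). The ectocranial mesenchyme-like cluster, with 85 markers, held 1 of the genes, Zic1 (adjusted p = 1 from Fisher's exact test). The osteoblast-like cluster, with 207 markers, held Alpl, Fam20c, Irx5 and P4hb (adjusted p = 0.178). The unnamed cluster, where Mmp13 was highest, held Zeb2 among 73 markers (adjusted p = 1). No cluster at E16.5 passed 0.05, and without adjustment the osteoblast-like cluster alone had a p under it (p = 0.0297 from Fisher's exact test). The criterion for a marker moved this result most. With markers called by adjusted p alone, 2 clusters passed, the osteoblast-like cluster with 6 genes (adjusted p = 0.0152 from Fisher's exact test) and the unnamed cluster with Abcc9, Alpl, Fgfr2, Il11ra1 and Zeb2 (adjusted p = 0.0233).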

At E16.5 significant enrichments were found in the ectocranial mesenchyme (CS6-6; *Cyp26b1*, *Igf1r*, *Lmx1b*, *Stat3*, *Twist1*, *Zic1*; *P* = 0.013) and the *Mmp13*-expressing osteoblasts (CS6-3; *Alpl*, *Atr*, *Fgfr2*, *Fgfr3*, *Kat6a*, *Kmt2d*; *P* = 0.006). UMAPs highlighting the expression patterns for each of these genes are shown in Supplementary Fig. 5a. At E18.5 significant enrichments were found in the ectocranial mesenchyme (CS8-7; *Abcc9*, *Cyp26b1*, *Fbn1*, *Gpc3*, *Igf1r*, *Stat3*, *Twist1*, *Zic1*; *P* = 0.007), the *Mmp13*-expressing osteoblasts (CS8-5; *Alpl*, *Fgfr3*; *P* = 0.044), and the periosteal population (CS8-3; *Fgfr2*, *Flna*, *P4hb*; *P* = 0.029). 

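At E18.5 all 57 human genes of coronal craniosynostosis were among the genes tested. The ectocranial mesenchyme-like cluster held 5 of them among 267 markers, Cyp26b1, Fbn1, Lmx1b, Stat3 and Zic1 (adjusted p = 0.0414 from Fisher's exact test, one-sided, over 11 clusters). The adjusted p for this cluster type ranged from 0.000404 to 1 over 11 alternatives. It was not past 0.05 with 30 principal components (0.572), with a minimum of 500 genes per cell (0.0591), at a resolution of 1.2 (0.325), after ComBat (0.806) or with the named genes kept in the clustering (1). The periosteal-like cluster held Fgfr2, Fgfr3 and Zeb2 among 98 markers (adjusted p = 0.0721 from Fisher's exact test) and passed at a resolution of 1.2 (adjusted p = 0.00926). The cluster of Mmp13-expressing osteoblasts held none of the genes among its 49 markers (adjusted p = 1), and the lowest adjusted p over the alternatives was 0.637.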

If we used 96 genes currently associated with craniosynostosis of any suture^5,7^, these five populations also were enriched significantly. In addition, the *Ibsp*-expressing osteoblast population at E18.5 was enriched significantly (CS8-9; *B3gat3*, *Bmp2*, *Fam20c*, *Ihh*, *Irx5*, *Phex*, *Sec24d*, *Sh3pxd2b*; *P* = 0.001). 

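For the 96 human genes of craniosynostosis of any suture, 93 of which were tested at E18.5, no cluster passed 0.05 after Bonferroni adjustment by Fisher's exact test. The osteoblast-like cluster of 50 cells held 7 of them, Bmp2, Fam20c, Fgfr1, Ihh, Irx5, Phex and Sh3pxd2b, among 359 markers (p = 0.00786 from Fisher's exact test, one-sided, adjusted p = 0.0865). The ectocranial mesenchyme-like cluster held the same 5 genes as for the coronal list (adjusted p = 0.304), and the periosteal-like cluster the same 3 (adjusted p = 0.269). At E16.5 the osteoblast-like cluster held Alpl, B3gat3, Fam20c, Irx5, P4hb and Phex (adjusted p = 0.0547) and the ectocranial mesenchyme-like cluster held Ids, Ptprd and Zic1 (adjusted p = 0.225). With markers called by adjusted p alone, 5 clusters passed 0.05 at E18.5. From the enrichment in these and further populations, the paper proposes that craniosynostosis genes act in different sutural populations and through varied mechanisms.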

UMAPs highlighting the expression patterns for each of these human craniosynostosis genes are shown in Supplementary Fig. 5b.

We repeated the enrichment analysis for 23 genes that cause coronal craniosynostosis when mutated in mice, of which 11 are models of human disease^25,26^ (Supplementary Dataset 2). 

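Of the 23 mouse genes of coronal craniosynostosis, 20 were tested at E16.5 with Fisher's exact test. In the ectocranial mesenchyme-like cluster there was 1 of them, Bcl11b (p = 0.168 from Fisher's exact test, one-sided, adjusted p = 1), and the unnamed cluster held 0 (adjusted p = 1). No cluster passed 0.05 with or without Bonferroni adjustment. With markers called by adjusted p alone, the unnamed cluster held Alpl, Fgfr2 and Runx2 (adjusted p = 0.0411) and the proliferating cluster held Alpl, Bcl11b, Fgfr2 and Runx2 (adjusted p = 0.00440), both from Fisher's exact test.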

At E16.5 significant enrichments were found in the ectocranial mesenchyme (CS6-6; *Axin2, Fgf9, Lmx1b, Twist1*; *P* = 0.001) and the *Mmp13*-expressing osteoblasts (CS6-3; *Alpl, Fgfr2, Fgfr3; P* = 0.005*)*. 

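Of the same 23 mouse genes, 22 were tested at E18.5. The cluster of Mmp13-expressing osteoblasts held none of them (adjusted p = 1 from Fisher's exact test, one-sided). It held Alpl, Bcl11b, Fgfr2, Fgfr3, Runx2 and Twist1 when markers were called by adjusted p alone (adjusted p = 0.00848) and Alpl, Fgfr3 and Runx2 with 30 principal components (adjusted p = 0.00547). The periosteal-like cluster held Fgfr2 and Fgfr3 (adjusted p = 0.103) and the larger dura mater-like cluster held Epha4 and Msx2 (adjusted p = 0.164). At p under 0.05 without adjustment, both of these clusters passed and none passed after it.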

At E18.5 significant enrichments were found in the *Mmp13*-expressing osteoblasts (CS8-5; *Alpl*, *Fgfr3, Runx2*; *P* = 0.0002). If we used 31 genes associated with craniosynostosis of any suture in mice^25,26^, only the *Mmp13*-expressing osteoblast populations were enriched significantly. These two populations were common to the human analysis, but our finding of fewer populations enriched for murine craniosynostosis genes compared to human may be due to the lower number of mouse genes available for analysis. 

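For the 31 mouse genes of craniosynostosis of any suture, of which 24 were tested at E16.5 and 27 at E18.5, no cluster of either age passed 0.05 after Bonferroni adjustment by Fisher's exact test. The periosteal-like cluster had the lowest value at E18.5 (p = 0.0140 from Fisher's exact test, one-sided, adjusted p = 0.154). The cluster of Mmp13-expressing osteoblasts passed with markers called by adjusted p alone (adjusted p = 0.0268) and with 30 principal components (adjusted p = 0.0101).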

Overall, these enrichment profiles suggest that genes causing craniosynostosis function in different sutural cell populations and thus through varied mechanisms.

### *Hhip* expression distinguishes the coronal suture mesenchyme from other calvarial sutures

Because the molecular processes and cellular composition of SM are poorly characterized compared to those of osteoblast differentiation, we focused on identifying unique features of the coronal SM populations. The coronal suture is morphologically distinct from the other calvarial sutures in that the bones overlap during the embryonic period studied, which may be reflected by a distinct transcriptional signature. We intersected the significant marker genes from all single-cell, mesenchymal populations (CS6-4, CS6-6, CS8-2, CS8-4, and CS8-7; Supplementary Dataset 1) with our bulk RNA-seq datasets of the calvarial sutures (coronal, frontal, sagittal, and lambdoid sutures)^27,28^. These bulk datasets contain SM and OF gene expression profiles of each suture to allow identification of differential gene expression between SM and OFs. This intersection of single-cell and bulk RNA-seq data ranked single-cell, mesenchymal marker genes by the degree to which their average expression was enriched in the coronal SM compared to other sutures (Fig. 3a). 

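The SM and each OF of the coronal, frontal, lambdoid and sagittal sutures were collected by laser capture microdissection from wild-type embryos at E16.5 and E18.5, and the RNA of each region was amplified before a library was made and sequenced. The authors deposited the number of read pairs counted on each gene of mm10 per library, without normalization. Each of 20 groups, a region of 1 suture at 1 age, held 5 first libraries from 5 embryos. Total counts per first library ranged from 20873549 to 34518477 (median 26943759) in the coronal suture at E16.5 and from 20133332 to 29099736 (median 22696696) at E18.5. They ranged from 10588823 to 18450955 (median 14511006) and from 7487020 to 11934879 (median 9511292) in the frontal suture, from 8098490 to 11294521 (median 9588683) and from 7305627 to 10439953 (median 8598662) in the lambdoid suture, and from 13144810 to 17338803 (median 15519560) and from 13162255 to 16871945 (median 14967517) in the sagittal suture, at E16.5 and E18.5 respectively. The 18 second coronal libraries, with a median of 14013847 counts, and 16 libraries of complete sutures stayed out of the tests. Genes at 1 CPM or more in over 10% of the first libraries, 19768 in all, were scaled by edgeR's TMM method and fitted with 1 mean per group, all groups in 1 model. SM was compared with each OF of the same suture and age by edgeR's quasi-likelihood test (two-sided), which makes 12 comparisons, 4 of them coronal. The authors applied the same filter and TMM but the voom method, over a larger set of sutures. The labels give no preparation batch, so that levels in different sutures cannot be told apart from differences between their libraries, and sutures were compared through the difference between SM and OF within each. Exact permutation tests of 5 against 5 libraries have 252 arrangements, which allow no two-sided p below 0.00794. As a check of the region labels, 9 osteoblast genes were lower in SM than in OF in 106 of 108 tests, 98 of them past an adjusted p of 0.05. Bglap, whose reads can be shared with its near-identical paralogs, gave the 2 exceptions. In simulated counts with 200 changed genes, edgeR called 56 of them with 1 false call for coronal SM against the frontal OF at E16.5. For the difference between SM and OF in the coronal less that in the lambdoid suture, it called 26 with 4 false calls. The simulation gave each gene 1 spread for both sutures and left out the other groups. Its false calls therefore do not carry over to the model of all groups, in which coronal libraries at E16.5 vary more.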

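Supplementary Data 1 as available holds 1999 of 4183 rows for E16.5 and 1999 of 2765 rows for E18.5, so that the full list of mesenchymal markers was not tested as a set and all genes were used instead. Between SM and OF, 683 genes (coronal suture against the frontal OF at E18.5) to 7045 genes (coronal suture against the parietal OF at E16.5) had an adjusted p under 0.05 by edgeR in the 12 comparisons. For the coronal SM against the frontal OF at E16.5, 5995 genes did so, 3053 of them higher in SM. These counts depend on which libraries set the spread. With the groups of each suture and age fitted by themselves, 602 genes passed in that comparison and 1032 in that against the parietal OF, while the sagittal comparison at E16.5 rose from 3506 to 8873. Specificity for the coronal suture was tested as the mean of the 4 coronal differences between SM and OF less the mean of the other 8. It was positive and past 0.05 for 2497 genes and negative and past 0.05 for 1612. Among the 11326 genes with a mean log2 CPM of at least 2, Hhip had the highest positive value. It was followed by Tspan2 with 1.94, Stk26 with 1.63, Dlx6os1_ENSMUSG00000090063 with 1.62 and Gm48308 with 1.58, among genes higher in SM in all coronal comparisons and lower in all others. Cma1 with -4.91, Cpa3 with -3.78, Cpz with -3.20, Col2a1 with -3.20 and Dcn with -3.01 had the largest negative values among genes with the opposite pattern.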

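In the coronal suture at E16.5, Hhip was at 498 ± 87.0 CPM in SM (SD, n = 5), 272 ± 66.4 CPM in the frontal OF and 202 ± 21.8 CPM in the parietal OF. The log2 fold change of SM was 0.87 against the frontal OF (standard error 0.33, adjusted p = 0.0362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.31 against the parietal OF (standard error 0.34, adjusted p = 0.00129 from the same test). At E18.5 SM was at 449 ± 136 CPM, the frontal OF at 324 ± 56.7 CPM and the parietal OF at 234 ± 38.0 CPM. The difference from the frontal OF was not past 0.05 by edgeR (log2 fold change 0.47, adjusted p = 0.607, exact permutation p = 0.0952). Of 10 alternatives, limma-voom, the authors' method, alone put it past 0.05 (0.44, adjusted p = 0.0422). The authors' deposited log2 ratio for this comparison was 0.06. The difference from the parietal OF was past 0.05 by edgeR (log2 fold change 0.94, adjusted p = 0.0364). In the other sutures Hhip was lower in SM than in OF in all 8 comparisons, with log2 fold changes from -4.85 in the sagittal suture at E16.5 (4.52 ± 3.03 CPM in SM and 131 ± 14.7 CPM in OF, adjusted p = 9.76e-18 from edgeR) to -1.68 in the lambdoid suture at E16.5 (40.3 ± 12.7 CPM in SM and 129 ± 16.0 CPM in the interparietal OF, adjusted p = 0.000149 from edgeR). In 11 of the 12 comparisons the SM and OF libraries did not overlap (exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 libraries allow, 0.00866 after Benjamini-Hochberg adjustment). With replicates left out in turn, the coronal fold changes kept their sign, at 0.69 to 1.03, 1.26 to 1.35, 0.32 to 0.55 and 0.72 to 1.05 in the order given. The test against the frontal OF at E16.5 was no longer past 0.05 without replicate 1 (0.88, adjusted p = 0.0814 from edgeR), replicate 3 (0.79, adjusted p = 0.113) or replicate 4 (0.69, adjusted p = 0.149). That against the parietal OF at E18.5 was no longer past 0.05 without replicate 1 (1.01, adjusted p = 0.0657 from edgeR), replicate 2 (0.72, adjusted p = 0.164) or replicate 3 (1.05, adjusted p = 0.0514). With the second coronal libraries in place of the first, the fold change against the frontal OF at E16.5 was 0.85 (adjusted p = 0.111 from edgeR, the highest of 10 alternatives, of which the lowest was 1.32e-06). Of the 19768 genes, 192 were higher in SM in the 4 coronal comparisons and lower in the other 8, and for 2 of these, Hhip and 2010111I01Rik, all 8 were past 0.05.

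**Figure D2:**
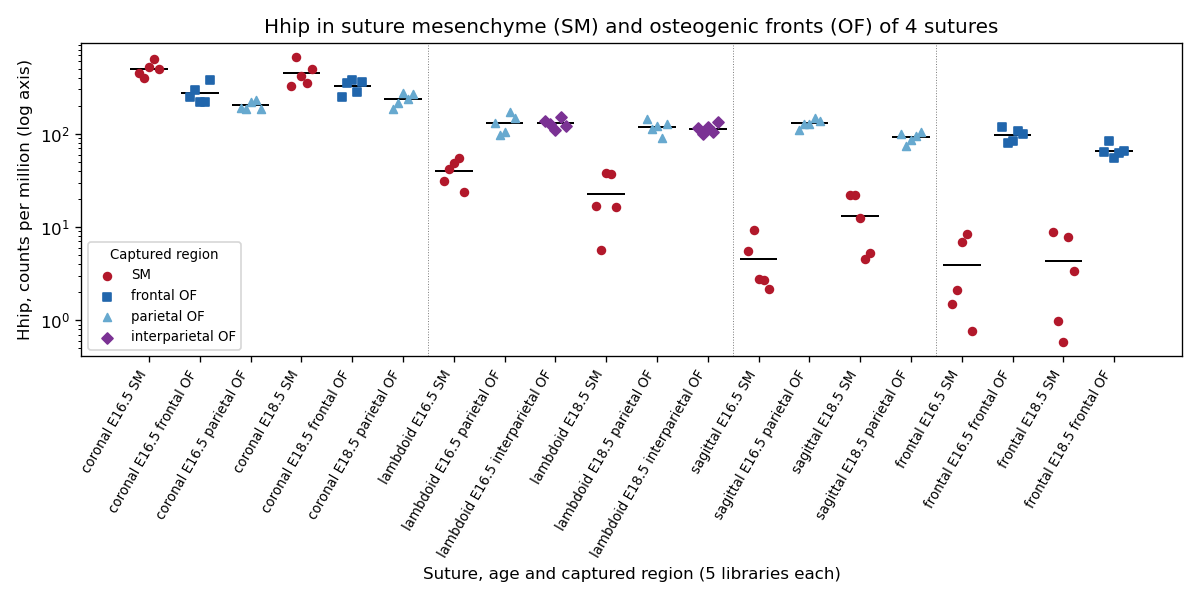
Hhip in CPM on a log axis in each first library of the 20 groups, with a black line at the mean of each group and regions in different colours. Coronal SM lies above both coronal OFs on average, at 498 CPM at E16.5 and 449 CPM at E18.5, whereas SM of the other sutures lies below their OFs.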

*Hhip*, a marker of CS6-4 and CS8-2, was unique in that it was enriched only in the SM of the coronal suture whereas it was enriched in the OFs of the other calvarial sutures (Fig. 3a). In contrast, the other mesenchymal genes typically were enriched in the SM of all or most calvarial sutures, and therefore were not transcriptionally distinct markers of coronal SM. 

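The 19 genes among the leading 10 markers of CS6-4 or CS8-2 in Supplementary Data 1 were followed across the 12 comparisons. Adamts8, Angptl2, Cd34 and Itgb5 were higher in SM in all 12, Erg in 11, Ets2, Ptx4 and Tpm1 in 10, Dpt, Prnp and Ramp2 in 9 and Cav1 in 8. Fhl1 was higher in SM in 6 comparisons, Sox6 in 5, and Isyna1 and Tppp3 in 2. Hhip, Net1 and 2010111I01Rik were each higher in SM in 4 comparisons, which for all of them were the 4 of the coronal suture. Of these 4, 3 were past 0.05 for Hhip, 4 for Net1 and 0 for 2010111I01Rik by edgeR, and in the other sutures 8, 4 and 8 of 8 were past 0.05 in the opposite direction.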

We repeated this analysis with an aggregate list of the combined top ten marker genes of the major SM populations, CS6-4 and CS8-2. 

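The coronal specificity of Hhip, a log2 difference of differences, was 3.93 (standard error 0.24, adjusted p = 2.57e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes), with a mean of 0.90 over the coronal and -3.03 over the other comparisons. Over 9 alternatives it lay between 3.89 and 4.19, and with replicates left out in turn between 3.79 and 4.06. It was rank 15 among the positive values of all 19768 genes, and ranks above it were held by genes of lower expression such as Mmp13 with 4.14. Among the 19 leading markers it ranked first by size. Dpt (ENSMUSG00000026574.5, chromosome 1, 164796644 to 164824266) followed with -1.70 (standard error 0.44, adjusted p = 0.00260 from edgeR), then Ptx4 (ENSMUSG00000044172.7, chromosome 17, 25120760 to 25125292) with 1.43 (standard error 0.71, adjusted p = 0.149) and Net1 (ENSMUSG00000021215.15, chromosome 13, 3882018 to 3918220) with 1.41 (standard error 0.10, adjusted p = 2.91e-20). Of the 19 genes, 13 were past 0.05 over all genes tested and 15 when adjusted over the list alone, a list the study drew from its single cells and not from these libraries. The specificity was positive for 14 of the 19. From the direction of Hhip in the coronal suture and in the other sutures, the paper concludes that its enrichment in SM is specific to the coronal suture.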

*Hhip* was the gene most significantly enriched in coronal SM (Fig. 3b). In contrast, other genes such as *Angptl2*, *Adamts8*, *Cd34*, *Erg*, *Ets2*, and *Itgb5* were enriched in the SM of all calvarial sutures (Fig. 3b). 

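Angptl2 (ENSMUSG00000004105.8, chromosome 2, 33216069 to 33247717), Adamts8 (ENSMUSG00000031994.13, chromosome 9, 30942562 to 30963838), Ets2 (ENSMUSG00000022895.16, chromosome 16, 95702075 to 95721051) and Itgb5 (ENSMUSG00000022817.15, chromosome 16, 33829665 to 33949338), together with Cd34 and Erg, were higher in SM in 69 of 72 tests, and 49 of these had an adjusted p under 0.05 by edgeR. None of the 72 was past 0.05 in the opposite direction. The log2 fold changes ranged from 0.90 to 3.67 for Adamts8 (9 of 12 past 0.05), from 0.50 to 2.21 for Cd34 (10 of 12), from 0.07 to 1.42 for Angptl2 (8 of 12), from -0.22 to 2.61 for Erg (8 of 12), from -0.08 to 1.24 for Ets2 (8 of 12) and from 0.03 to 0.76 for Itgb5 (6 of 12). In the 4 coronal comparisons, none was past 0.05 for Angptl2 and Itgb5. The number past 0.05 lay between 43, with the second coronal libraries in place of the first, and 58, with DESeq2, over the alternatives.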

*Hhip* is a component of the HH pathway. To explore this pathway further we made a similar comparison between a list of key members of the HH pathway and bulk SM and OF gene expression in all calvarial sutures. Expression of the Indian hedgehog (*Ihh*) ligand, its receptors *Ptch1* and *Ptch2*, and the HH transcriptional target *Gli1*, was enriched in the osteogenic fronts of all calvarial sutures (Fig. 3c). 

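Ihh (ENSMUSG00000006538.12) lies on chromosome 1 of mm10 from 74945315 to 74951672 on the minus strand. It was lower in SM than in OF in all 12 comparisons, each past an adjusted p of 0.05 by edgeR, with log2 fold changes from -6.65 to -2.12. The smallest was in the coronal suture at E16.5, with 1.84 ± 2.31 CPM in SM (SD, n = 5) and 8.17 ± 4.27 CPM in the frontal OF (adjusted p = 0.00388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptch1 (ENSMUSG00000021466.12, chromosome 13, 63508328 to 63573598) was also lower in SM in all 12, each past 0.05, from -3.32 to -0.61. The smallest difference was again in the coronal suture at E16.5, where SM was at 553 ± 65.5 CPM and the frontal OF at 847 ± 93.4 CPM (adjusted p = 0.0213 from edgeR). Gli1 (ENSMUSG00000025407.7, chromosome 10, 127329882 to 127341974) was lower in SM in all 12 comparisons and past 0.05 in 7, with log2 fold changes from -3.18 to -0.05. In the coronal suture 1 of 4 passed, against the parietal OF at E18.5 (-0.91, adjusted p = 0.0233 from edgeR), and at E16.5 SM with 49.3 ± 25.9 CPM could not be separated from the frontal OF with 51.0 ± 19.9 CPM. From these directions the paper concludes that hedgehog signaling genes are enriched in the OFs of all calvarial sutures.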

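In single cells at E18.5, Ihh was highest in the osteoblast-like cluster of 50 cells, with 70.5 CPM in library 1 and 71.6 CPM in library 2 from 54 UMIs. The osteoblast-like cluster of 424 cells was next with 30.0 CPM, and the mean of the suture clusters other than the smaller osteoblast-like cluster was 6.13 CPM. The log2 fold change was 4.80 (standard error 0.37, adjusted p = 4.84e-32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for the smaller and 3.59 (adjusted p = 3.27e-34 from the same test) for the larger osteoblast-like cluster. At E16.5 Ihh was below the minimum of 10 UMIs for a test.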

In agreement with this finding, *Ihh* was enriched in single-cell osteoblast populations CS6-1 and CS8-9 (Supplementary Dataset 1).

**Fig. 3:**
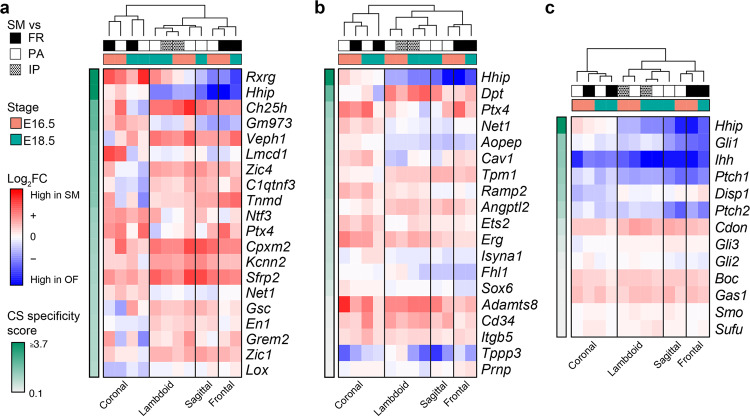
Enrichment of *Hhip* expression in SM is specific to the coronal suture. **a** Average bulk gene expression changes of the significant marker genes (rows) of all SM populations across the four calvarial sutures. Expression changes are shown as the log2FC between the SM and osteogenic fronts (OF) at E16.5 and E18.5, ranked by their ‘coronal specificity score’ (CS), representing the difference between the average expression across the coronal suture data and the average expression across the remaining sutures (lambdoid, sagittal, and frontal). Frontal OF (FR), parietal OF (PA), interparietal OF (IP). **b** Average bulk gene expression changes of the combined top ten marker genes of SM populations CS6-4 and CS8-2 across the four calvarial sutures. Expression changes are shown as in **a**. **c** Average bulk gene expression changes of key hedgehog pathway genes across the four calvarial sutures. Expression changes are shown as in **a**.

### The *Hhip*-expressing population persists postnatally and contributes to calvarial bone growth

We explored the potential relationships between the *Hhip*-expressing and other coronal suture single-cell populations. We first identified potential ligand/receptor interactions between populations by their gene expression using CellPhoneDB^29^ at E18.5, when more cell populations were defined (Supplementary Fig. 6). *Hhip*-expressing CS8-2 had the most potential interactions with dura mater (CS8-6), ectocranial mesenchyme (CS8-7), and early osteoblasts (CS8-9), but CS8-2 showed fewer interactions overall compared to other populations (Supplementary Fig. 6a). Dura mater (CS8-6) and ectocranial mesenchyme (CS8-7) had the largest number of potential mutual interactions, but are also the most widely separated populations. However, both had similar numbers of potential interactions with the mesenchymal (CS8-4) and osteoblast (CS8-9, CS8-8) populations. We then focused on potential ligand/receptor interactions specifically involving genes expressed in CS8-2 (Supplementary Fig. 6b). Prominent potential interactions, particularly with populations nearest to CS8-2, included a variety of collagen/integrin complexes and members of the FGF and TGF signaling pathways. With regards to HH signaling, IHH and HHIP showed a notable interaction. We then inferred an approximate graph abstraction at E18.5 (Fig. 4a). The trajectory graph from CS8-2 consisted of two main branches. One branch extended through CS8-5 and connected to proliferating CS8-1, periosteal CS8-3, and osteoblastic CS8-8 and CS8-9. The other branch extended through CS8-4 before bifurcating into ectocranial mesenchyme CS8-7 and dura mater CS8-6. Both these analyses suggest complex interactions between coronal suture populations during development.

**Fig. 4:**
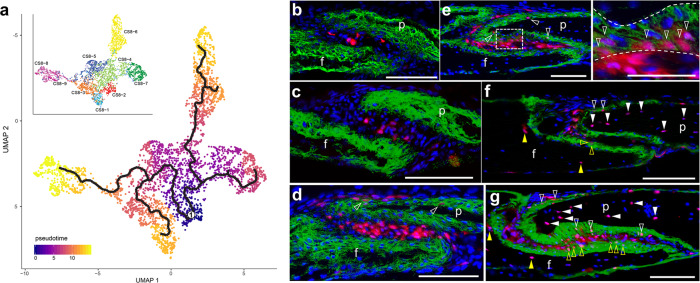
Fate mapping of *Hhip*-CreERT2-expressing suture mesenchyme. **a** Graph abstraction of the relationships between CS8-1 to CS8-9. Inset shows coloring by cluster identity. The root state of the inferred trajectory is indicated by the number 1 at the center of the cells with the earliest pseudotime. **b** TdTomato-expressing (tdTomato + ) cells at postnatal day (P)2 after 1 day of induction. *n* = 3. **c** TdTomato+ cells at P3 after two consecutive days of induction. *n* = 3. **d** TdTomato+ cells at P6 after five consecutive days of induction. *n* = 1. **e** TdTomato+ cells at P30 after 1 day of induction at P1. Dashed box is enlarged at right to show cluster of tdTomato+ osteoblasts within ALPL domain (dashed lines). *n* = 1. **f** TdTomato+ cells at P90 after two consecutive days of induction at P1 and P2. *n* = 3. **g** TdTomato+ cells at P90 after five consecutive days of induction between P1-P5. *n* = 2. White and yellow empty/solid arrowheads indicate tdTomato+ osteoblasts/osteocytes in parietal and frontal bones, respectively. f frontal bone, p parietal bone. Sections are in the sagittal plane. Scale bars, 100 μm except inset in **e**, 50 μm.

To elucidate the connection between the *Hhip*-expressing and other coronal suture populations in vivo we crossed *Hhip*-CreERT2 mice with the Ai14 reporter line^30^ and induced recombination in early postnatal pups by tamoxifen induction. Daily tamoxifen induction starting at P1 for one, two, or  five days showed that *Hhip*-CreERT2 activity was dose responsive and highly specific to the SM (Fig. 4b–d). Furthermore, after five days of induction there was negligible labeling of alkaline phosphatase (ALPL)-expressing preosteoblasts and osteoblasts despite widespread labeling of adjacent SM that extended around the parietal OF into ectocranial mesenchyme. These findings suggested that labeled SM cells did not differentiate rapidly to osteoblasts during the early postnatal period (Fig. 4d). Thirty days after induction at P1, the frequency of labeled cells in the SM was increased greatly but relatively few cells had differentiated to osteoblasts (Fig. 4e). Ninety days after induction at P1 and P2, labeled cells were present still in the SM but now were incorporated as osteoblasts and osteocytes in the frontal and parietal bones (Fig. 4f). Similarly, 90 days after daily induction between P1 and P5, labeled cells were widespread in the SM, osteoblasts, and osteocytes (Fig. 4g).

### *Hhip* is required for normal coronal suture development

We reasoned that *Hhip* expression in the SM is necessary for normal coronal suture development and loss of its function may lead to suture dysgenesis. Thus, we examined the coronal suture in *Hhip*^*−/−*^ mice and found a previously unreported coronal suture defect. At E16.5, staining for ALPL activity showed that the overlap of frontal and parietal bones seen in the WT was reduced or absent in mutant sutures so that the OFs are more closely apposed (Fig. 5a). In the WT suture, RUNX2, a marker of osteoprogenitors and more differentiated osteoblasts, was expressed in the SM, OFs, and more differentiated osteoblasts (Fig. 5b) while SP7, a marker of committed preosteoblasts, was expressed in the OFs and more differentiated osteoblasts (Fig. 5c). RUNX2 and SP7 expression in mutant sutures localized to the same sutural regions as in WT, despite the altered morphology of the bones (Fig. 5b, c). No difference in proliferation of frontal or parietal OFs or SM was seen between WT and mutant sutures (Fig. 5d, e). Total cell numbers in the frontal and parietal OFs were similar between WT and mutant sutures, but there was a trend toward lower cell numbers in mutant SM (Fig. 5f). Mutant OFs appeared broader than the more tapered WT OFs (Fig. 5a–c). To quantify this broadening, the area of OF ALPL activity within 50 μm of the edge of frontal and parietal bones was measured. Mutant frontal OFs showed no difference compared to WT (1193 ± 184 μm^2^, *n* = 3, compared to 1282 ± 216 μm^2^, *n* = 3, *p* = 0.62) but mutant parietal OFs had a significantly greater area compared to WT (1207 ± 45 μm^2^, *n* = 3, compared to 723 ± 8 μm^2^, *n* = 3, *p* = 0.000054). Assessment of apoptosis by the TUNEL assay found no apoptotic cells in WT or mutant sutures (Fig. 5g).

**Fig. 5:**
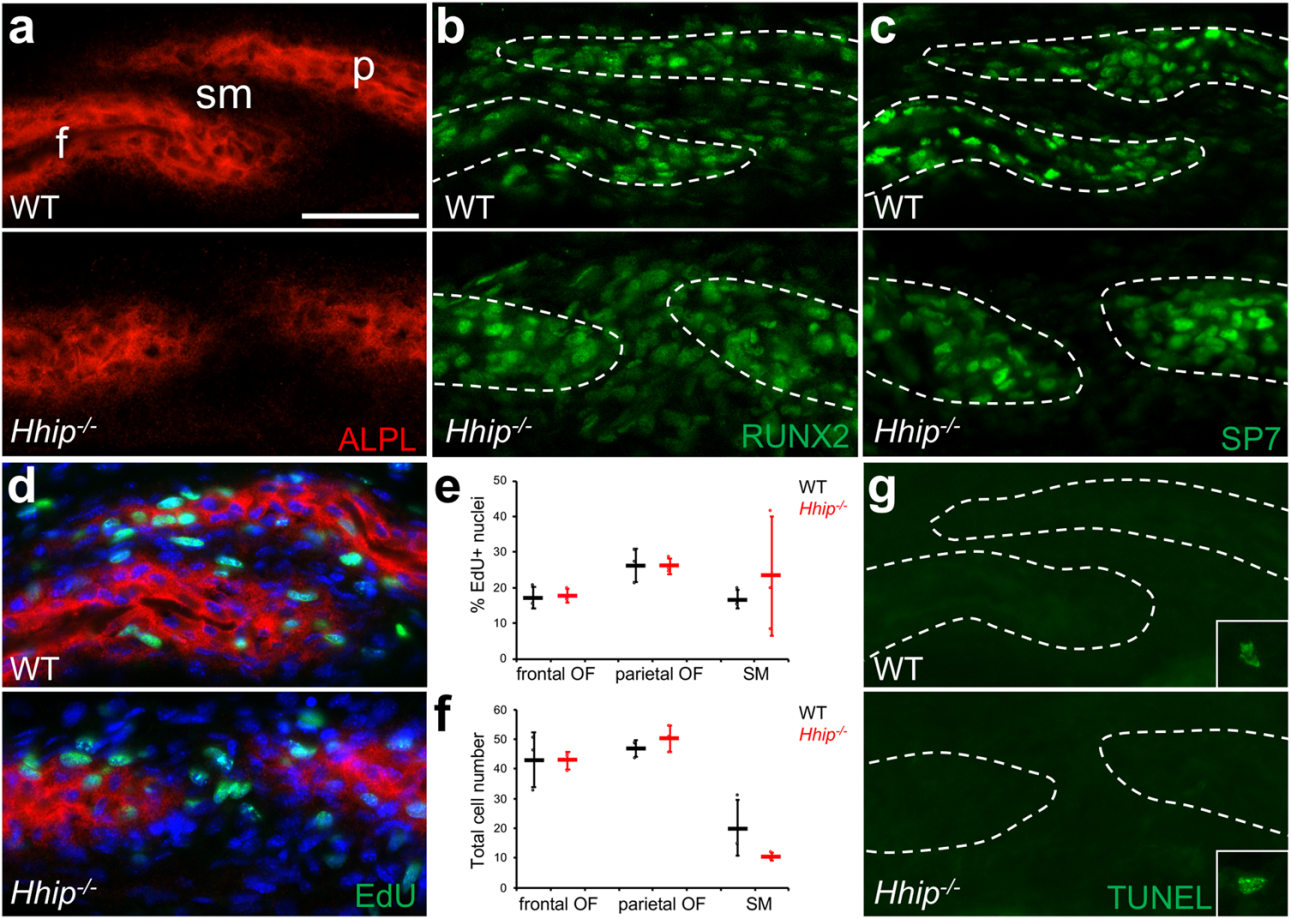
Coronal suture dysgenesis in *Hhip*^*−/−*^ mice at E16.5. **a** Staining for alkaline phosphatase activity (ALPL, red) in preosteoblasts and osteoblasts for wild type (WT) and mutant (*Hhip*^*−/−*^) coronal sutures. f frontal bone; p parietal bone, sm suture mesenchyme. **b** Immunohistochemistry for RUNX2 (green). Sections are the same as shown in **a**. **c** Immunohistochemistry for SP7 (green). **d** Proliferation detected by EdU incorporation (green). Sections are counterstained for ALPL activity (red) and DAPI (blue). **e** Quantification of EdU incorporation in osteogenic fronts (OF) and suture mesenchyme (SM). WT and *Hhip*^*−/−*^ are indicated in black and red, respectively. *n* = 3 WT and three *Hhip*^*−/−*^. **f** Quantification of cell numbers per section in OFs and SM. *n* = 3 WT and three *Hhip*^*−/−*^. **g** TUNEL assay for apoptotic cells. Inset, example of an apoptotic cell in non-sutural tissue on the same slide. White dashed outlines, frontal and parietal bones. Data in **e** and **f** are presented as dot plots showing mean ± standard deviation. Results presented in **a**, **b**, **c**, **d**, and **g** are representative of *n* = 3 WT and three *Hhip*^*−/−*^ independent samples. Sections are in the transverse plane. Scale bar, 50 μm. Source data are provided as a Source Data file.

At E18.5 the abnormal *Hhip*^*−/−*^ phenotype was more severe. Coronal sutures still had little or no overlap of frontal and parietal bones along the length of the suture, and in some regions ALPL expression showed that the OFs were so closely apposed that there was little or no intervening SM (Fig. 6a). RUNX2 expression in mutant sutures localized to the same sutural regions as in WT (Fig. 6b). Where the mutant phenotype was more pronounced, SP7 expression was lower and less distinct between the OFs and presumptive SM than in WT sutures (Fig. 6c). A trend toward decreased preosteoblast proliferation in mutant OFs compared to WT was seen but only reached significance in the frontal OF (Fig. 6d, e). Total cell numbers in the mutant frontal and parietal OFs were significantly increased compared to WT, while there was a significant decrease in cell numbers in mutant SM (Fig. 6f). The increase in mutant OF cell numbers was associated with an apparent broadening of mutant OFs compared to WT. To quantify this broadening, the area of OF ALPL activity within 50 μm of the edge of frontal and parietal bones was measured. Mutant frontal OFs showed a trend of greater area compared to WT (2053 ± 411 μm^2^, *n* = 6, compared to 1562 ± 381 μm^2^, *n* = 6, *p* = 0.06), and mutant parietal OFs had a significantly greater area compared to WT (1773 ± 281 μm^2^, *n* = 6, compared to 1231 ± 355 μm^2^, *n* = 6, *p* = 0.02). Assessment of apoptosis by the TUNEL assay found no apoptotic cells in WT or mutant sutures (Fig. 6g). At P0, a narrow region of cells expressing ALPL activity between frontal and parietal bones could be found in the most severely affected regions of the coronal suture (Supplementary Fig. 7). However, neonatal lethality of *Hhip*^*−/−*^ mice due to lung hypoplasia precluded observation of later phenotypes^14^. *Hhip* clearly was required for normal coronal suture development.

**Fig. 6:**
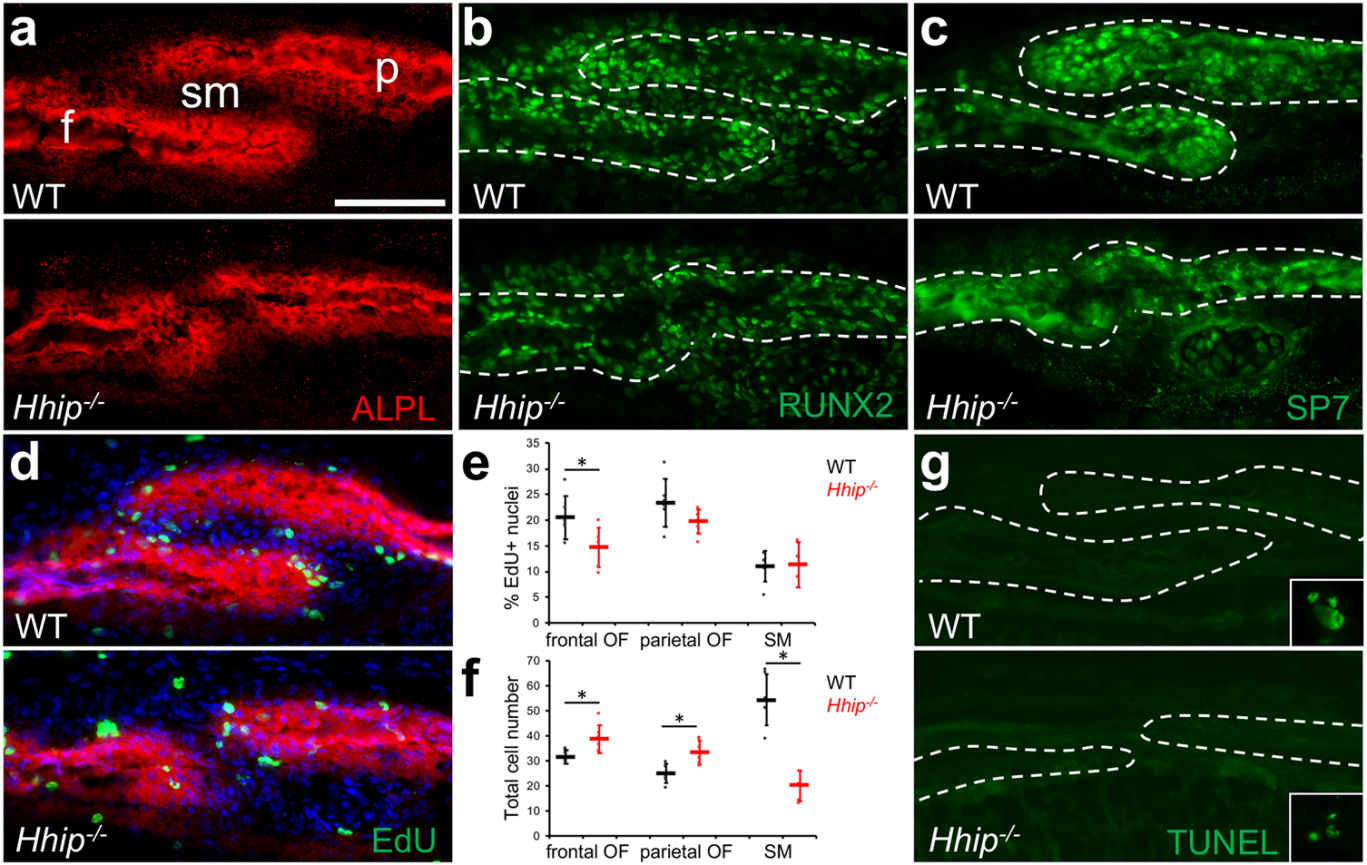
Coronal suture dysgenesis in *Hhip*^*−/−*^ mice at E18.5. **a** Staining for alkaline phosphatase activity (ALPL, red) in preosteoblasts and osteoblasts for WT and *Hhip*^*−/−*^ coronal sutures. f, frontal bone; p, parietal bone; sm, suture mesenchyme. **b** Immunohistochemistry for RUNX2 (green). Sections are the same as shown in **a**. **c** Immunohistochemistry for SP7 (green). **d** Proliferation detected by EdU incorporation (green). Sections are counterstained for ALPL activity (red) and DAPI (blue). **e** Quantification of EdU incorporation in osteogenic fronts (OF) and suture mesenchyme (SM). WT and *Hhip*^*−/−*^ are indicated in black and red, respectively. Asterisk indicates a significant difference using the two-tailed Student’s *t*-test (*P* = 0.030). *n* = 6 WT and six *Hhip*^*−/−*^. **f** Quantification of cell numbers per section in OFs and SM. Asterisk indicates a significant difference using the two-tailed Student’s *t*-test (*P* = 0.018, 0.008, and 0.00004, respectively). *n* = 6 WT and six *Hhip*^*−/−*^. **g** TUNEL assay for apoptotic cells. Inset, example of an apoptotic cell in non-sutural tissue on the same slide. White dashed outlines, frontal and parietal bones. Data in **e** and **f** are presented as dot plots showing mean ± standard deviation. Results presented in **a**, **b**, **c**, and **g** are representative of *n* = 3 WT and three *Hhip*^*−/−*^ independent samples. Sections are in the transverse plane. Scale bar, 100 μm. Source data are provided as a Source Data file.

The morphology of WT and *Hhip*^*−/−*^ calvaria was compared at E18.5 by microcomputed tomography (microCT) using the three-dimensional (3D) coordinates of the locations of 39 anatomical landmarks (Supplementary Table 2). Principal component analysis showed that WT and mutant calvaria segregated by both form (size and shape, Fig. 7a) and shape (normalized for size, Fig. 7b) according to genotype. The mineralization fronts of frontal and parietal bones within all WT and mutant coronal sutures were separated and not fused (Fig. 7c).

**Fig. 7:**
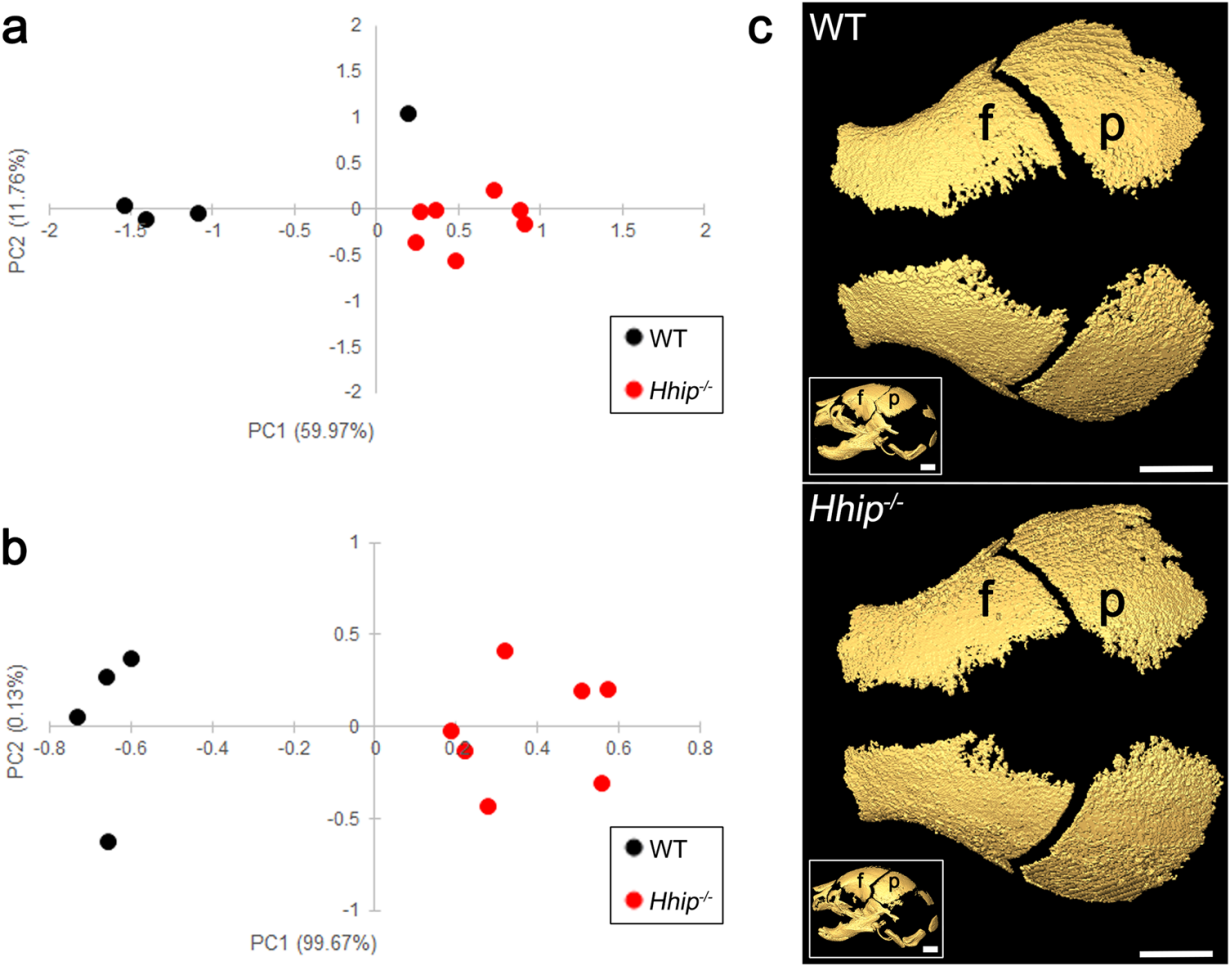
Results of principal components analyses (PCA) of data from microcomputed tomography (microCT) imaging of *Hhip*^*−/−*^ heads at E18.5. Scatter plots of results of PC1 and PC2 scores based on PCA analysis of unique linear distances among 3D landmarks for **a** form and **b** shape (adjusting for the effects of allometry) of WT (*n* = 4) and *Hhip*^*−/−*^ (*n* = 7) skulls. **c** 3D reconstruction of microCT images showing dorsal views of the frontal (f) and parietal (p) bones of WT and *Hhip*^*−/−*^ calvaria. Insets show lateral views of the whole skull. Images are representative *n* = 4 WT and seven *Hhip*^*−/−*^ skulls. Scale bars, 1 mm.

### Population mapping of *Hhip*^*−/−*^ coronal sutures identifies a positional change in the *Mmp13*-expressing osteoblast population

To assess cell population changes in *Hhip*^*−/−*^ coronal sutures we mapped the expression of the WT population markers at E16.5 and E18.5 (Fig. 8 and Supplementary Figs. 8 and 9). As *Hhip* is not expressed in *Hhip*^*−/−*^ mice we used expression of *Cd34* as a marker of CS8-2. At both ages most population markers showed similar relative expression patterns compared to WT (Figs. 1c and 2c). *Cd34* expression remained present between frontal and parietal OFs at E18.5 but its restricted domain clearly reflected the loss of bone overlap in the mutant coronal suture (Fig. 8 and Supplementary Figs. 3a and 9). The most notable difference was in the position of the *Mmp13*-expressing population. At both ages *Mmp13*-expressing cells were found closer to the *Hhip*^*−/−*^ parietal OF and present in the SM in contrast to the WT (Fig. 8 and Supplementary Figs. 8 and 9).

**Fig. 8:**
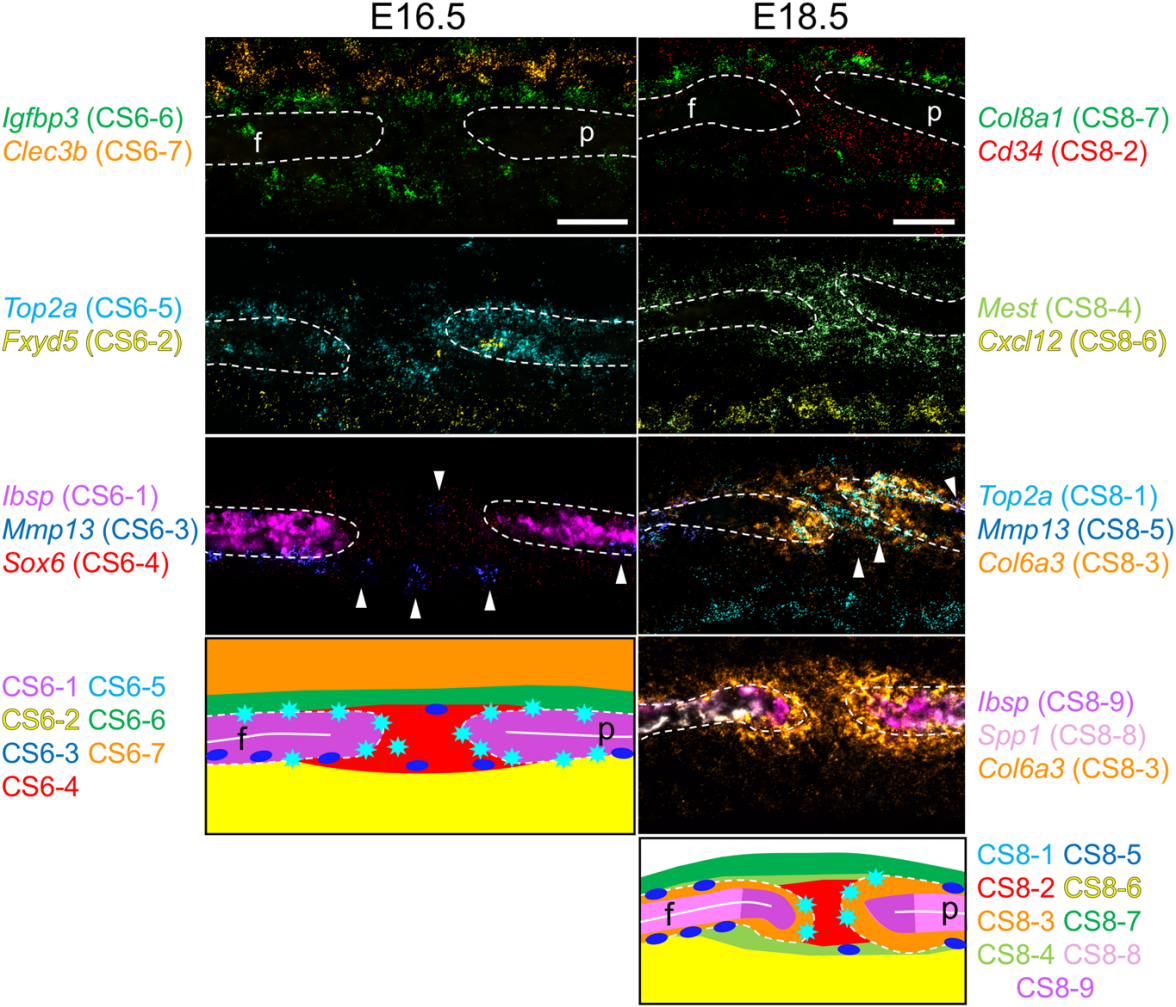
Localization of *Hhip*^*−/−*^ coronal suture populations by smFISH. Each pseudo-colored panel shows an individual section hybridized with probes for the indicated genes at each age. Expression of the E18.5 CS8-2 marker, *Cd34*, can be compared to WT in Supplementary Fig. 3a. Schematics summarize the spatial distribution of populations, color-coded as in smFISH. White arrowheads indicate novel *Mmp13* expression. Dashed outlines indicate frontal (f) and parietal (p) bones; white horizontal lines indicate osteoid. Sections are in the transverse plane. smFISH was performed on three independent samples with similar results. Scale bars, 50 μm.

### Hedgehog signaling is altered in *Hhip*^*−/−*^ coronal sutures

We next investigated changes in the expression of downstream HH pathway components. The *Hhip* mutant locus contains a LacZ reporter, present in one copy in *Hhip*^*+/−*^ mice and two copies in *Hhip*^*−/−*^ mice^14^. Expression of this reporter at E18.5 was increased disproportionately in homozygous compared to heterozygous mutant coronal sutures and was more widely expressed, indicating that HH signaling at the *Hhip* locus was increased in *Hhip*^*−/−*^ coronal sutures (Fig. 9a). We next assessed the expression of *Ptch1* and *Gli1*. In WT sutures at E16.5, *Ptch1* expression was highest in OFs but extended into adjacent mesenchyme and SM at lower levels (Fig. 9b). *Gli1* expression overlapped *Ptch1* but extended further into the adjacent mesenchyme and throughout the SM (Fig. 9c). In WT sutures at E18.5, *Ptch1* expression was highly enriched in the OFs and absent from SM (Fig. 9d). *Gli1* expression was enriched in the OFs and extended a short distance into the surrounding mesenchyme (Fig. 9e) but was absent in the SM where *Hhip* expression was highest (Fig. 2c). In mutant sutures at E16.5, *Ptch1* and *Gli1* expression were similar to WT (Fig. 9b, c). In mutant sutures at E18.5, expression levels of *Ptch1* and *Gli1* were not notably altered (Fig. 9d, e), but their expression now extended throughout the SM between the closely apposed OFs.

**Fig. 9:**
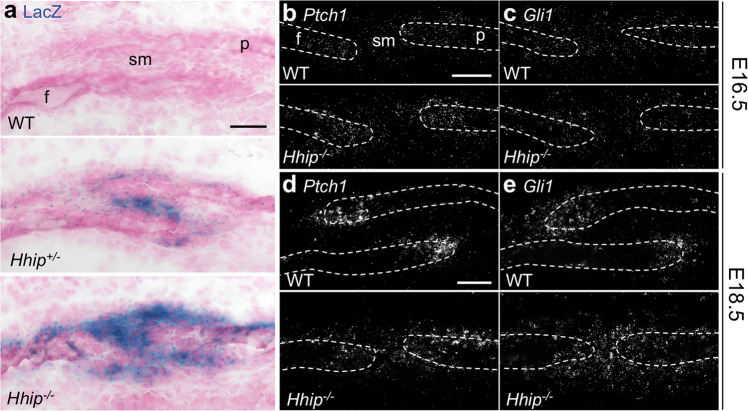
Altered HH signaling in the *Hhip*^*−/−*^ coronal suture. **a** LacZ staining (blue) in WT, *Hhip*^*+/−*^, and *Hhip*^*−/−*^ coronal sutures at E18.5, counterstained with nuclear fast red. **b**–**e** smFISH for **b**, **d** *Ptch1*, and **c**, **e** *Gli1* in WT and *Hhip*^*−/−*^ coronal sutures at **b**, **c** E16.5 and **d**, **e** E18.5. Dashed outlines indicate frontal (f) and parietal (p) bones; sm, suture mesenchyme. Sections are in the transverse plane. Results presented in **a** are representative of *n* = 2 WT, two *Hhip*^*+/−*^, and two *Hhip*^*−/−*^ independent samples. Results presented in **b**–**e** are representative of *n* = 3 WT and three *Hhip*^*−/−*^ independent samples. Scale bars, 50 μm.

In addition to the HH pathway, coronal suture formation is regulated by many other signaling pathways. The FGF pathway is the pathway most frequently affected by mutations in syndromic craniosynostosis involving the coronal suture. TGF pathway mutations also result in coronal suture fusion^7,8^. IHH signaling may also upregulate BMP signaling^31^. To determine whether these pathways are affected in the *Hhip*^*−/−*^ coronal suture we performed immunohistochemistry for phosphoproteins indicative of pathway activation. No difference was seen between the level or relative location of phospho-ERK1/2 and phospho-p38 (FGF signaling), phospho-SMAD2 (TGF signaling), or phospho-SMAD1/5/9 (BMP signaling) between WT and *Hhip*^*−/−*^ coronal sutures at E18.5 (Supplementary Fig. 10).

## Discussion

Using single-cell with bulk RNA-seq analysis we have better defined the distinctive composition of the coronal suture at the transcriptional and cell population levels. By scRNA-seq we identified five and eight major cell populations with mesenchymal or osteoblast identities present at E16.5 and E18.5, respectively; these do not include hypodermis or dura mater populations. There were five populations common to both ages: *Hhip*-expressing SM (CS6-4 and CS8-2), ectocranial SM (CS6-6 and CS8-7), proliferating preosteoblasts at both frontal and parietal OFs (CS6-5 and CS8-1), and differentiated *Ibsp*- and *Mmp13*-expressing osteoblasts (CS6-1 and CS8-9; CS6-3 and CS8-5, respectively). The differences between the two ages were the addition at E18.5 of one mesenchyme population and two osteoblast populations. The mesenchyme between the overlapping frontal and parietal bones (CS8-2) was distinguished from the mesenchyme extending beyond this overlap, adjacent to osteogenic fronts (CS8-4). Within osteoblast populations, a distinct periosteal population (CS8-3) and a more differentiated *Spp1*-expressing population were present (CS8-8).

Populations found in the frontal and parietal bones potentially may differ in their gene signatures because of the division of the coronal suture between the frontal bone derived from neural crest and the parietal bone and SM derived from mesoderm. By comparing the spatial locations of populations with respect to the known boundary of neural crest and mesoderm, we found that the *Hhip*-expressing SM populations (CS6-4, CS8-2, and CS8-4) and ectocranial mesenchyme (CS6-6 and CS8-7) are located in tissue of the mesoderm lineage. The possibility of lineage-specific expression differences also is suggested by previous studies showing that neural crest has increased osteogenic capacity compared to mesoderm. Postnatal frontal bone has an enhanced osteogenic capacity compared to the parietal^32,33^, and embryonic and postnatal frontal bone has increased expression of pro-osteogenic FGF ligands and receptors compared to the parietal^34^. Our analysis identified such a difference in populations between frontal and parietal bones. This was the presence of an *Mmp13*-expressing osteoblast population principally on the endocranial surface of the frontal bone (CS6-3 and CS8-5), which was not present on the parietal bone near the suture. This could represent a lineage-specific difference. However, this may be a difference in bone formation processes between frontal and parietal bones in the suture region because *Mmp13*-expressing osteoblasts, known to be involved in bone remodeling^35,36^, were present in more mature regions of both bones away from the suture. Expression of *Mmp13* also has been reported in the human embryonic calvaria in more mature endocranial and trabecular bone^37^. Indeed, we did not identify lineage-specific distinctions for other populations common to neural crest- and mesoderm-derived tissue. We found only one proliferating osteoblast population that localizes to both OFs at each age (CS6-5 and CS8-1). Similarly, the *Ibsp*-, *Spp1*-, and *Postn*/*Col6a3*-expressing osteoblast populations (CS6-1, CS8-9, CS8-8, and CS8-3) are present in frontal and parietal bones.

Many genes have been identified that cause craniosynostosis when mutated in humans. In the coronal suture populations that we identified, expression of such genes was enriched in the ectocranial mesenchyme population at both ages (CS6-6 and CS8-7) and the periosteal (CS8-3) and *Ibsp*-expressing (CS8-9) osteoblast populations at E18.5, suggesting that genetic dysregulation within various cell types can lead to suture fusion. Significant enrichment of craniosynostosis gene expression also was found in the *Mmp13*-expressing osteoblast (CS6-3 and CS8-5) population. As this population was located in more mature bone away from the SM and OFs, some caution must be used in interpreting this particular finding. At one or both ages, this population expresses the craniosynostosis-related genes *Alpl*, *Fgfr2*, and *Fgfr3* as marker genes. While these genes may be more highly expressed in the *Mmp13*-expressing osteoblast population in comparison to others, these genes also are expressed in the osteoblast populations closer to and within the OFs. Mutations in these genes therefore may result in craniosynostosis through their action in more than one or other cell populations. In addition, we have assessed the coronal suture populations at E16.5 and E18.5, but mutated genes may act on other cell populations to perturb suture development if expressed at earlier stages.

We noted differences between the coronal and other calvarial sutures. Coronal suture cell populations differed from the frontal suture, which we previously characterized by single-cell and bulk RNA-seq^13^. The major differences were between the SM populations of each suture. *Hhip* expression was a feature of coronal SM at E16.5 and E18.5, while its expression was enriched in OFs in the frontal suture at these ages. The coronal ectocranial mesenchyme expressed genes such as *Col8a1* and *Igfbp3*. The frontal suture contained a population with a similar gene expression profile that also extended ectocranially over the frontal bones, but in contrast to the coronal suture it comprised the majority of the frontal SM. A mesenchymal population in the frontal suture, enriched for expression of *Acta2* and other genes involved in cell contractility or tendon and ligament development, was not identified in the coronal SM. This suggests differences in the mechanical environment of the frontal suture, in which frontal bones are apposed end-to-end, and the coronal suture, in which frontal and parietal bones overlap. This differing morphology may be influenced by or shape responses to potential differences in tension forces at each suture during expansion of the skull and brain. Finally, the *Mmp13*-expressing osteoblast population was not identified in the frontal suture, but this may represent a difference in the extent of differentiation processes at each suture.

Our neonatal tracing studies of the *Hhip-*CreERT2-expressing SM revealed interesting features of the relationship between CS8-2 and other coronal suture populations. Previous *ex utero* labeling studies of the embryonic frontal and parietal bone primordia suggested that bone growth towards the skull apex is sustained by the proliferation of osteoprogenitors within the OFs with minor recruitment of adjacent midline mesenchymal cells, but these studies did not directly target coronal SM cells^10,38^, whose fate was otherwise undetermined. Trajectory analysis of our single-cell populations did not place CS8-2 within a direct line of differentiation through proliferating osteoprogenitors, periosteal cells, and osteoblasts. Indeed, *Hhip-*CreERT2-labeling showed that descendant cells do not appear to contribute directly to frontal and parietal bone growth during approximately the first month of postnatal development, during which time they may function to maintain separation of the frontal and parietal bones, and only become incorporated appreciably into bone after this period. Various recent studies have identified adult suture stem cells (SSCs) that develop postnatally within the SM of all calvarial sutures and are necessary to maintain and repair calvarial bone^39–47^. The earliest age at which these stem cells have been suggested to be present is P6 in the sagittal suture, when slow-cycling cells, indicative of potential stem cells, have been identified^40^. Expression of *Axin2* and *Gli1*, which mark SSC populations, is enriched centrally in SM by P9 and P14, respectively^39,40,42^. It is therefore likely that descendants of neonatal, *Hhip*-expressing cells contribute to the SSC population that develops in the postnatal coronal SM, and thereafter are able to contribute directly to calvarial bone growth.

HH signaling plays an important role in embryonic suturogenesis, where it is believed to have pro-osteogenic functions in the OFs and SM^48^. *Ihh* is expressed in OFs^49,50^ and appears to be the only functional HH ligand during calvarial development^39,51^. In *Ihh*^*−*/*−*^ calvaria, intramembranous ossification is decreased resulting in wider sutures^51–54^. In humans and mice, duplication of regulatory elements driving *Ihh* expression results in fusion of various sutures including the coronal^55–57^. Mutations in other HH pathway members such as *Ptch1*, *Smo*, *Gli3*, and *Rab23* also cause craniosynostosis in humans and/or mice^58–61^. HH signaling also is important for the function of the SSC population in the maintenance and repair of calvarial bone^39,42^.

*Hhip* expression in SM populations (CS6-4 and CS8-2) suggests that inhibition of functional HH signaling is required in SM at least in later embryonic stages for normal suturogenesis. Indeed, we found that homozygous loss of *Hhip* results in altered coronal suture morphology by E16.5 and depletion of SM at E18.5 and P0, so that OFs were closely apposed or even bridged by osteogenic cells expressing ALPL. We did not find differences in apoptosis between WT and mutant sutures to explain this defect. Decreased proliferation was seen only in the frontal OF at E18.5, suggesting that it was not a direct effect of altered HH signaling but is consistent with a loss of osteoprogenitors in favor of osteogenic differentiation, as is the broadening of osteogenic fronts between E16.5 and E18.5. HH signaling as measured by expression of the LacZ reporter at the *Hhip* locus was increased in *Hhip*^*−/−*^ SM, consistent with loss of inhibition by HHIP. Importantly, *Gli1* expression, which may represent the extent of osteogenic HH signaling, now extended throughout the remaining mutant SM. In addition, no change in the activity of FGF, TGF, or BMP pathways was noted in *Hhip*^*−/−*^ coronal sutures. Taken together, this suggests that the loss of spatial restriction of HH signaling in *Hhip*^*−/−*^ sutures deregulates osteoprogenitor recruitment from the SM leading to loss of SM and closer approximation of the OFs.

During embryonic suture development there is essentially no mixing between neural crest and mesoderm lineages within the coronal suture^9–11^. Osteoprogenitors forming the neural crest-derived frontal bone must be restricted to the region of neural crest-derived mesenchyme at the OF. In contrast, the mesoderm-derived parietal bone and SM are contiguous, and so the SM, which expresses the master osteogenic transcription factor RUNX2, potentially provides a large pool of osteoprogenitors along the parietal bone surface. However, the presence of similar proliferating osteoprogenitor populations at the frontal and parietal OFs suggests a common mechanism for spatially limiting recruitment of osteoprogenitors to the OFs that is independent of lineage. This mechanism could in part consist of IHH expressed by osteoblasts at the OFs (CS6-1 and CS8-9) acting on an adjacent pool of osteoprogenitors (CS6-5 and CS8-1). Osteoprogenitor recruitment from the SM between the frontal and parietal bones would be inhibited by the presence of HHIP to maintain a non-ossifying SM.

The source of osteoprogenitors during embryonic and early postnatal growth may lie within the *Gli1*-expressing cells adjacent to the OFs. The descendants of *Gli1*-Cre-expressing cells labeled and traced from E13.5 occupied both the SM and calvarial bones at P60^62^. However, *Gli1* expression potentially spans osteoblasts, OFs, and adjacent SM, and the extent of *Gli1* expression at E13.5 or the region of origin of labeled cells was not determined in that study. As postnatal growth continues, *Gli1*-expressing cells arise in the central mesenchyme as part of the SSC population^39,42^.

Another study analyzed the WT, murine coronal suture by scRNA-seq at earlier stages of E15.5 and E17.5, and the dissections included the hypodermis and meninges^20^, which were largely excluded from our study. Within the isolated suture tissue common to both studies, similar proliferating, mesenchymal, and osteoblast populations were identified. Both studies compared the transcriptome of the coronal suture with our previously published transcriptome data of the frontal suture^13^ and identified distinctions between the two sutures. Importantly, our study differed in the identification of enriched *Hhip* expression in a specific mesenchyme population, CS8-2. In their study^20^, *Hhip* was a marker of a proliferative population (PO1), rather than the progenitor population (OG1) that corresponds to our CS8-2 population. Various factors may contribute to differences of identified marker genes within populations between the two studies. These include differences in the extent of inclusion of bone adjacent to coronal suture and presence or absence of hypodermal and meningeal tissues, which may alter the ranking of marker genes in comparing smaller or larger numbers of individual populations. Also, differences in the number of cells analyzed and in the parameters used for bioinformatic analysis may alter relative gene expression among populations.

In conclusion, we define transcriptionally cell populations of the murine coronal suture and their constituent marker genes during embryonic development using scRNA-seq. We found that enriched *Hhip* expression was a feature of a specific SM population distinguishing the coronal suture from other calvarial sutures. This discovery led us to identify a coronal suture phenotype in *Hhip*^*−/−*^ mice, in which potential osteoprogenitors are depleted from the SM. Descendants of the neonatal *Hhip*-expressing population do not appear to contribute directly to bone growth during the first month of postnatal development, but after this period can be incorporated into the frontal and parietal bones. We propose a revised view of the role of HH signaling during coronal suturogenesis in which functional HH signaling is excluded from the majority of the SM by HHIP to spatially restrict osteoprogenitor induction and recruitment during embryonic and early postnatal development, preserving the SM as a barrier between the frontal and parietal bones. Our transcriptomic approach greatly expands opportunities for hypothesis-driven research in coronal and other suture development.

## Methods

### Mice

Mouse procedures were in compliance with animal welfare guidelines mandated by the Institutional Animal Care and Use Committee (IACUC) of the Icahn School of Medicine at Mount Sinai and the Pennsylvania State University. Timed matings of C57BL/6J mice (The Jackson Laboratory, 000664), heterozygous *Hhip*^*tm1Amc*^/J mice (The Jackson Laboratory, 006241; on a mixed C57BL/6, Swiss-Webster, 129 background; homozygotes referred to as *Hhip*^*−/−*^), or heterozygous *Hhip*-EGFP_T2A_CreERT2 mice (referred to as *Hhip*-CreERT2; European Mouse Mutant Archive, 12335; on a mixed C57BL/6NTac and C57BL/6J background) and homozygous Ai14 mice (The Jackson Laboratory, 007914; on a C57BL/6J background) were performed to obtain embryos or postnatal mice at the required ages. Water and food were available ad libitum, and mice were maintained on a 12:12 h light:dark cycle at a temperature of 20–22° Celsius and 30–70% humidity. Genotyping was performed by polymerase chain reaction of tail DNA. Sex genotypes were identified as described previously^63,64^. *Hhip* genotypes were identified as described by The Jackson Laboratory. *Cre* genotypes were identified using previously published primers MG-cre800 and MG-cre1200^65^.

### Tamoxifen induction and fate mapping

Tamoxifen (Sigma-Aldrich, T5648) was dissolved in corn oil (Sigma-Aldrich, C8267) at a concentration of 20 mg/ml. *Hhip*-CreERT2 activity was induced in pups by intraperitoneal injection of lactating dams with 2 mg (100 μl) of tamoxifen solution on the days specified and chased for the length of time indicated. Calvaria were dissected, fixed in 4% paraformaldehyde (PFA) overnight, and demineralized in 10% EDTA for up to 3 weeks depending on age, equilibrated in phosphate-buffered saline (PBS)/30% sucrose, and embedded in Tissue-Tek Optimal Cutting Temperature (OCT) compound (Sakura, 4583). Calvaria were sectioned at 10 μm, stained for alkaline phosphatase (ALPL) activity with p-nitroblue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP) (Sigma-Aldrich, 11681451001) by standard methods and counterstained with DAPI. ALPL staining was imaged by brightfield microscopy and tdTomato-expressing cells and DAPI-stained nuclei were imaged by fluorescent microscopy. Compound images were created in Adobe Photoshop by inverting the ALPL brightfield image and converting it to a green channel in combination with tdTomato (red channel) and DAPI (blue channel) images.

### scRNA-seq library preparation

Coronal sutures, encompassing the SM, OFs, and frontal and parietal bones in the region of overlap, were dissected from C57BL/6J mice (Supplementary Fig. 1a). Ectocranial and endocranial membranes were removed to the extent possible, and frontal and parietal bones were separated with forceps to expose the SM. Sutures of both sexes were combined for processing. Two libraries each at E16.5 and E18.5 were created. The E16.5 libraries each consisted of pooled sutures from 13 embryos obtained on the same day; the E18.5 libraries each consisted of pooled sutures from eight and 13 embryos obtained on separate days. Pooled E16.5 sutures were digested at 37 °C in αMEM (Gibco, 32571-036) with 0.2% collagenase type II (Worthington, LS004176), 0.2% dispase II (Sigma-Aldrich, 4942078001), and 1 U/μl DNase (Qiagen, 79254). Sutures were serially digested with agitation five times for 10 min each in a shaking incubator. Successive fractions were pooled on ice with the addition of FBS to 2%. Cell suspensions were strained through a 40 μm filter (Falcon, 352340), pelleted at 400 g for 7 min, washed in PBS/1% BSA, and resuspended in PBS/1% BSA. Pooled E18.5 sutures were similarly processed and red blood cell lysis (Miltenyi Biotec, 130-094-183) was performed after pelleting filtered cells. scRNA-seq 3' expression libraries were prepared on a Chromium instrument (10X Genomics, model GCG-SR-1) using the Chromium Single Cell Gene Expression kit (version 3 for E16.5 libraries; version 2 for E18.5 libraries) by the Technology Development Facility at the Icahn School of Medicine at Mount Sinai. Sequencing was conducted by the Genetic Resources Core Facility, Johns Hopkins Institute of Genetic Medicine. Libraries were first run on an Illumina MiSeq at 26x8x98 and analyzed to confirm the number of captured cells and assess capture efficiency prior to sequencing. E16.5 libraries were sequenced in a single pool on an Illumina NovaSeq S1. E18.5 libraries were sequenced separately on an Illumina HiSeq 2500. Sequencing used standard Illumina primers, where read 1 was the UMI, read 2 was the library index, and read 3 was the transcript. E16.5 libraries consisted of a final number of 941 and 1185 cells. E18.5 libraries consisted of a final number of 2625 and 1624 cells.

### scRNA-seq analysis

Preprocessing of 10X Genomics scRNA-seq data, clustering, and cell type identification was performed using 10X Genomics Cellranger v3 software as previously described with a few modifications^13^. Cells with >800 genes detected, and genes detected in >5 cells were included. Cells with outlier numbers of detected genes and/or high expression of mitochondrial genes were detected using mvoutlier R package v2.0.8^66^ and removed. The cells from both replicates and both embryonic days were normalized using regularized binomial negative regression^67^ and integrated based on common transcripts or ‘anchors’^68^. The cleaned and integrated data contained 19,903 genes and 5142 cells across all samples, and was then used for initial clustering. Thirteen principal components (PCs) were used to perform unsupervised shared nearest neighbor graph-based clustering (*k* = 100) as implemented in the package Seurat v3.1.1^68,69^. Differential gene expression analysis among cell clusters and stages was tested by logistic regression using replicate as a latent variant, an FDR ≤ 0.05 and lnFC expression threshold ≤0.25. Mitochondrial and erythroid-specific gene expression were treated as covariates as previously described^13^.

### Identification of populations within the coronal suture

To analyze the relationship between the SM, osteoblasts, and adjacent populations in the initial UMAP plot (Supplementary Fig. 1b), we performed a second unsupervised clustering (*k* parameter = 50, resolution = 0.8) and differential gene expression analysis for these cell types separately for each embryonic day, using the 13 and 15 top PCs for E16.5 and E18.5 respectively. In addition, we used a combined Fisher *p*-value of 0.01 and a minimum lnFC threshold of 0.1 to determine significant markers^70^.

### Gene ontology enrichment analyses

Gene ontology (GO) biological process (BP), molecular function (MF), and/or cellular component (CC) enrichment analyses for each single-cell cluster were performed using the gProfileR v0.6.4 package^71^ as previously described^13^.

### Gene enrichment analysis

Lists of 96 human and 31 mouse genes associated with craniosynostosis and subsets of genes associated with coronal synostosis^5,7,25,26^ (Supplementary Dataset 2) were tested for significant (*p* ≤ 0.05) gene set enrichment against the single-cell CS populations, determined by scRNA-seq analysis using Fisher’s exact test and using Bonferroni correction for multiple comparisons. This method also was used to match the single-cell CS populations identified at E16.5 with those identified at E18.5.

### Comparative analysis of calvarial suture RNA-seq data

To compare gene expression profiles of calvarial sutures we leveraged RNA-seq data that we generated for SM and OF regions of 11 craniofacial sutures as part of the Transcriptome Atlases of the Craniofacial Sutures FaceBase2 project^27,28^. Briefly, count-per-million (CPM) values for 629 SM and OF RNA-seq libraries for coronal, frontal, sagittal, lambdoid, intermaxillary, internasal, interpremaxillary, interpalatine, maxillary-palatine, premaxillary-maxillary, and squamoparietal sutures at E16.5 and E18.5 (up to five replicates each) were filtered to retain genes with ≥1 CPM in more than 10% of samples, and then normalized using the weighted trimmed mean of M-values (TMM) method^72^. Finally, we applied the Voom transformation^72^ to the data, which included transforming the matrix to log2 CPM data, estimating the mean-variance relationship, and computing appropriate observation-level weights using this relationship. Differential gene expression analysis was then performed between the OF and SM regions of the calvarial sutures as described previously^13^.

### Cell communication analysis

Cell communication analysis was performed with CellPhoneDB v2.0 on the scRNA-seq suture-specific populations at the E18.5 stage^29^. Physical interactions with IHH were downloaded from String, manually curated, and added to the CellPhoneDB default database.

### Monocle3 analysis

Trajectory analysis with UMAP and approximate graph abstraction with Monocle3 was performed for the CS populations of the E18.5 data^73^. For this analysis, cell cycle related genes (GO:0007049) were removed. The trajectory and pseudotime estimates were inferred, using ten dimensions and setting the CS8-2 population as the root state.

### Histochemical staining

Alkaline phosphatase (ALPL) staining with fast red TR (Sigma-Aldrich, F8764) was performed as described previously^13^. Nuclei were counterstained with DAPI. LacZ staining was performed by standard methods and sections counterstained with nuclear fast red (Vector Laboratories, H-3403).

### Immunohistochemistry and cytochemistry

Immunohistochemistry and EdU staining were performed on 10 μm sections from either fresh frozen or 4% PFA-fixed cryoembedded heads prepared as previously described^74^. Antibody staining for RUNX2 (1:200; rabbit anti-RUNX2, Sigma-Aldrich, HPA022040) and SP7 (1:500; rabbit anti-SP7/Osterix, Abcam, ab22552) was performed after ALPL staining using standard procedures, and primary antibodies were detected with donkey anti-rabbit IgG Alexa Fluor 488 (1:400; Thermo Fisher Scientific, A-21206). Antibody staining for phospho-P42/44 MAPK (ERK1/2) (1/100; Cell Signaling Technology, 4376), phospho-p38 MAPK (1/200; Cell Signaling Technology, 4631), phospho-SMAD2 (1/100; Cell Signaling Technology, 3108), and phospho-SMAD1/5/9 (1/100; Cell Signaling Technology, 9511) was performed on fresh frozen sections without antigen retrieval, and primary antibodies were detected with goat anti-rabbit IgG Alexa Fluor Plus 555 (1:400; Thermo Fisher Scientific, A-32732). For EdU quantification, pregnant mice were injected with EdU (250 μg/10 kg body weight) 2 h before sacrifice. EdU staining was performed with the Click-iT Plus EdU Alexa Fluor 488 Imaging Kit (Thermo Fisher Scientific, C10637) as described by the manufacturer. Sections were counterstained with DAPI. EdU-positive nuclei and total nuclei were counted within the OFs and SM of five non-consecutive sections per coronal suture and averaged. In OFs nuclei were counted within the ALPL-positive domain between the SM and the start of the osteoid, or within a 50 μm distance if the osteoid was not apparent. SM was defined as ALPL-negative cells between the ends of the ALPL-positive OFs. OF thickness was compared between WT and mutants by determining the area of the ALPL-positive domain within 50 μm from the edge of the frontal or parietal bone. Cell counts and area measurements were performed in Adobe Photoshop. TUNEL staining was performed using the In Situ Cell Death Detection Kit, Fluorescein (Roche, 11684795910) as described by the manufacturer. Images of histological sections were taken using a Nikon Eclipse E600 microscope equipped with a Nikon DS-Ri2 digital camera and NIS Elements (F4.30.01) software.

### Single-molecule fluorescent RNA in situ hybridization (smFISH)

smFISH was performed using the RNAscope Fluorescent Multiplex Reagent Kit (Advanced Cell Diagnostics, 320850) with modifications as described previously^13^. Probes (Advanced Cell Diagnostics) were for *Cd34* (319161-C3), *Clec3b* (539561-C2), *Col6a3* (552541-C2), *Col8a1* (518071), *Cxcl12* (422711-C3), *Erg* (546491), *Fxyd5* (527721-C2*)*, *Gli1* (311001-C2), *Hhip* (448441-C3), *Ibsp* (415501), *Igfbp3* (405941*), Mest* (405961), *Mmp13* (427601-C3), *Postn* (418581-C2), *Ptch1* (402811-C2), *Sox6* (472061-C2), *Spp1* (435191-C3), and *Top2a* (491221). Images were acquired on an AxioImager Z2M equipped with a 20x/0.8NA Zeiss Plan-Apochromat objective, a monochrome Axiocam 503 camera (Zeiss, 1936 × 1460 pixels, 4.54 µm × 4.54 µm per pixel, sensitivity ~400 nm–1000 nm) and Zen 2 Blue Edition software (version 2.0). Z-stack images were acquired at optimal sampling rate meeting Nyquist frequency requirements, as calculated by the software. Pseudo-colored images were made by converting grayscale images using the Color/Merge Channels function of Fiji (ImageJ, v2.1.0/1.53c).

### Microcomputed tomography (microCT)

The upper torso and head of embryos at E18.5 were fixed in 4% PFA for 48 h, equilibrated in PBS, and stored in PBS/0.1% sodium azide before microCT analysis at the Pennsylvania State University. Immediately prior to scanning, samples were embedded in a 50:50 mix of polyester and paraffin waxes (Electron Microscopy Sciences, 19312 and 19302-01, respectively) to prevent motion artifacts and desiccation. MicroCT images were acquired by the Center for Quantitative Imaging at the Pennsylvania State University on the General Electric v|tom|x L300 nano/microCT system using the 300-kV tube at 80 kV and 180 uA using a 0.2 mm aluminum filter and image voxel size of 0.015 mm isotropic. Image data were reconstructed on a 2024 × 2024-pixel grid as a 32-bit volume and were reduced to 16-bit. A minimum threshold of 70–100 mg/cm^3^ partial density hydroxyapatite (HA) based on HA phantoms imaged with the specimens was used to reconstruct three-dimensional (3D) isosurfaces of skulls for image analysis using Avizo 2019.3 (Thermo Fisher Scientific).

### Statistical evaluation of shape differences

3D coordinates of 39 biologically relevant landmarks (Supplementary Table 2) were collected from the isosurfaces. Landmark data were collected twice, data were checked for obvious measurement errors, and after correction, measurement error was minimized by averaging the coordinates of the two trials. Maximum accepted error in landmark placement was 0.05 mm. Variation in global skull shape was assessed by principal components analysis (PCA) using SAS 9.4 (SAS Institute). Variation in skull shape was assessed using PCA of 741 unique inter-landmark distances estimated from 39 landmarks representing the global shape of each skull. Inter-landmark distances were *ln*-transformed, and their variance-covariance matrix was used as the basis for the PCA following previously described methods^75^. The captured variation was projected onto a lower-dimensional space defined by principal components axes that are mutually orthogonal, linear combinations of the measurement data. The scores of an observation along the principal axes map that observation into the lower-dimensional space. Two types of PCA were performed: a PCA based on variation in form (size and shape together), followed by a PCA based on shape variation alone.

### Statistical analysis

Sample sizes (*n*) are given in the text or figure legends, with measurements being taken from distinct samples. For quantification of EdU incorporation and cell number, statistical analysis and dot plotting were performed with Microsoft Excel for Mac, version 16.16.27. Dot plots show the mean and standard deviation. Statistical significance was determined using the two-tailed Student’s *t*-test. *P*-values below 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Data for single-cell and bulk RNA-seq libraries reported in this study are available in the Gene Expression Omnibus (GEO) database and as part of the Transcriptome Atlases of the Craniofacial Sutures FaceBase2 project in the FaceBase data repository (facebase.org). The GEO accession number is “GSE178899”. The FaceBase accession numbers are “FB00000970 [10.25550/3TYP]” (single-cell RNA-seq) and “FB00000903 [10.25550/TJC]”, “FB00000902 [10.25550/TJY]”, “FB00000805 [10.25550/VHE]”, “FB00001076 [10.25550/1-71HY]”, and “FB00000998 [10.25550/1-3X0M]” (bulk RNA-seq). The CellPhoneDB default database is available at https://www.cellphonedb.org/. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Single-cell analysis identifies a key role for Hhip in murine coronal suture development
**Source:** Nat Commun. 2021 Dec 8;12:7132. doi: 10.1038/s41467-021-27402-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Single-cell analysis identifies a key role for *Hhip* in murine coronal suture development**

Greg Holmes et al.

**Supplementary Figures and Legends**

**Supplementary Tables**

**Supplementary Datasets**

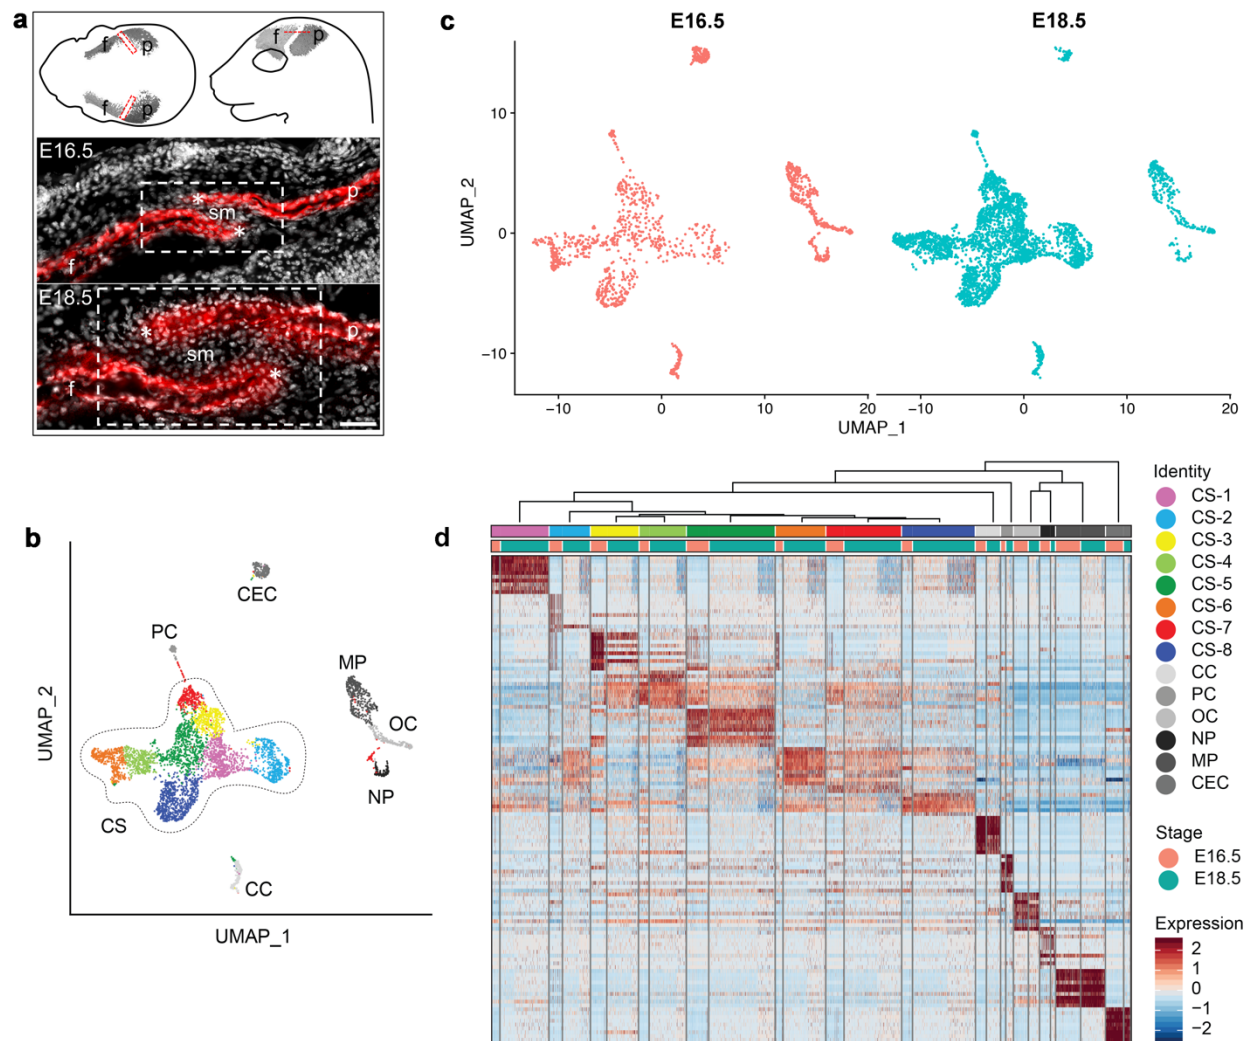

**Supplementary Figure 1 Overview of coronal suture and combined analysis of single-cell populations at E16.5 and E18.5.** **a** Isolation of coronal suture tissue for scRNA-seq analysis. At the top left, the schematic shows a top view of the E16.5 mouse head with the mineralized regions of the frontal (f) and parietal (p) bones represented by microcomputed tomography (microCT) images. At the top right, the schematic shows a side view of the E16.5 head. The lower two panels show transverse histological sections of the coronal suture at E16.5 and E18.5, stained for alkaline phosphatase activity (red) and DAPI (gray). Red dashed rectangles, regions between mineralized bone dissected

for single-cell analysis; red dashed line, transverse plane of sectioning for histological sections; white dashed rectangles, region of bone overlap included in suture dissections; white asterisks, osteogenic fronts; sm, suture mesenchyme. Scale bar, 50  $\mu$ m. **b** Uniform Manifold Approximation and Projection (UMAP) plot of cell-type clusters detected by unsupervised graph clustering of cells from all replicates at E16.5 and E18.5. CS, coronal suture; CC, chondrocytes; CEC, capillary endothelial cells; MP, macrophages; NP, neutrophils; OC, osteoclasts; PC, pericytes. The supercluster of suture-specific cell populations (CS) is demarcated by a dashed line. Color code key is given in **d**. **c** Same as **b**, but with cells colored by developmental stage. **d** Heatmap of normalized expression of the top ten most significant marker genes for each identified cell population at E16.5 and E18.5 ( $\text{FDR} \leq 0.05$ ,  $\text{lnFC} \geq 0.25$ ). Columns represent individual cells and rows represent genes with increased (red) or decreased (blue) expression compared to the average (white) (see Supplementary Dataset 1).

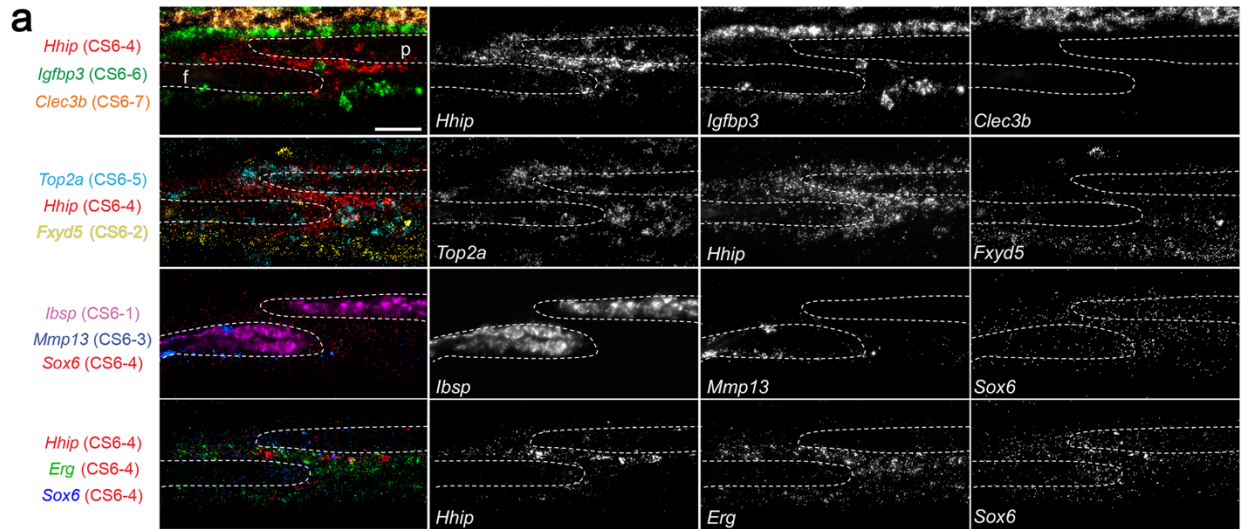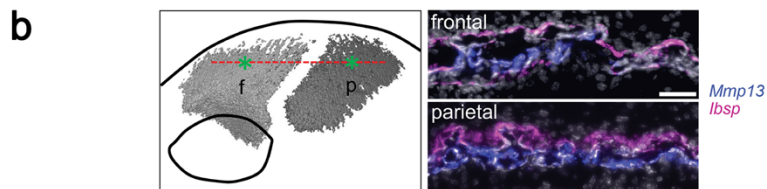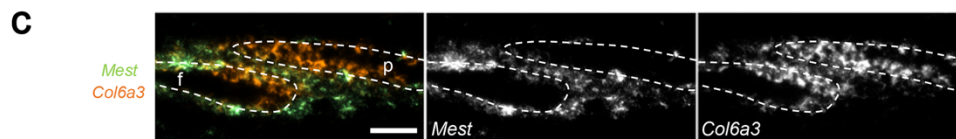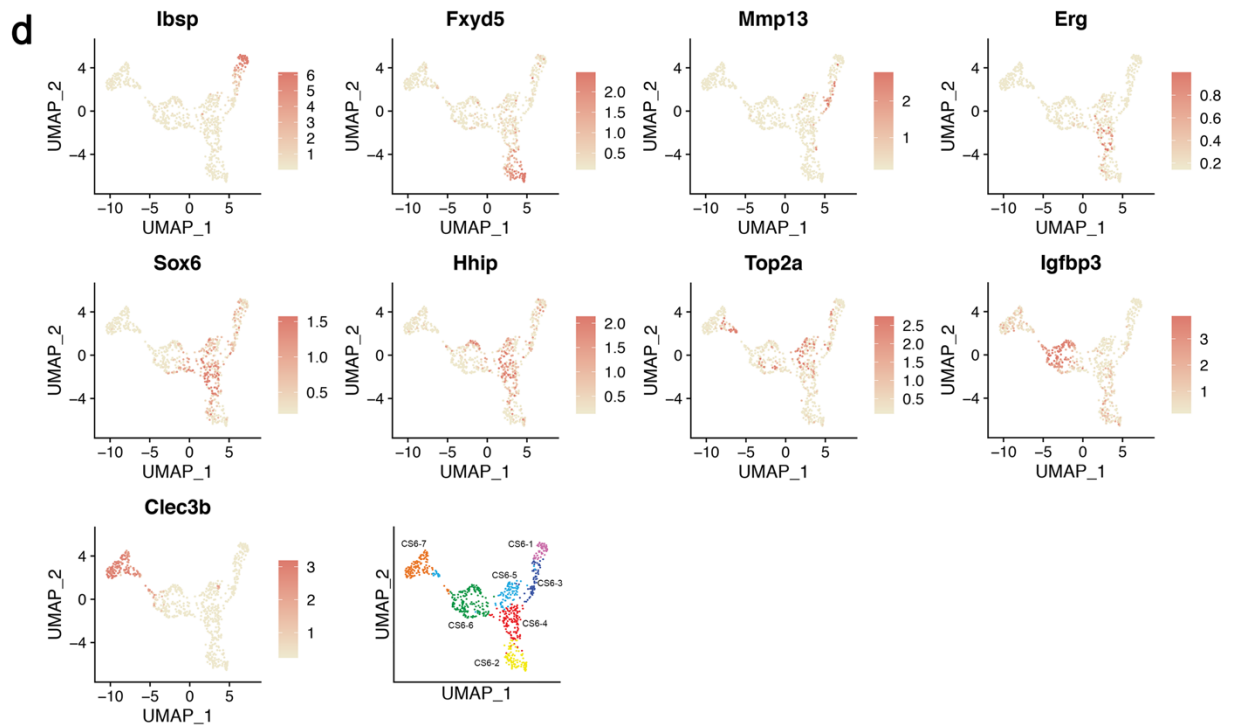

**Supplementary Figure 2 Population expression mapping at E16.5.** **a** Pseudo-colored images with indicated marker genes shown in Fig. 1c are reproduced at left. At bottom left, an additional panel showing markers for SM population CS6-4 is included. Grayscale images of smFISH expression for each marker gene are shown at right. f, frontal bone; p, parietal bone. Scale bar, 50  $\mu$ m. **b** At left, the schematic shows the approximate level and position of transverse sections at right (red dashed line and green asterisks, respectively). Pseudo-colored images show *Mmp13* (blue) and *Ibsp* (magenta) expression in more central regions of the frontal and parietal bones at E16.5. DAPI-stained nuclei are shown in gray. The ectocranial and endocranial surfaces are at the top and bottom of each section, respectively. Scale bar, 50  $\mu$ m. **c** Pseudo-colored image of *Mest* and *Col6a3* expression. Grayscale images of smFISH expression for each marker gene are shown at right. Scale bar, 50  $\mu$ m. **d** UMAP plots showing expression of mapped, population-specific marker genes at E16.5 in order of CS6-1 to CS6-7. The color-coded UMAP plot of suture-specific populations (Fig. 1a) is included for reference. smFISH in **a-c** was performed on three independent samples with similar results.

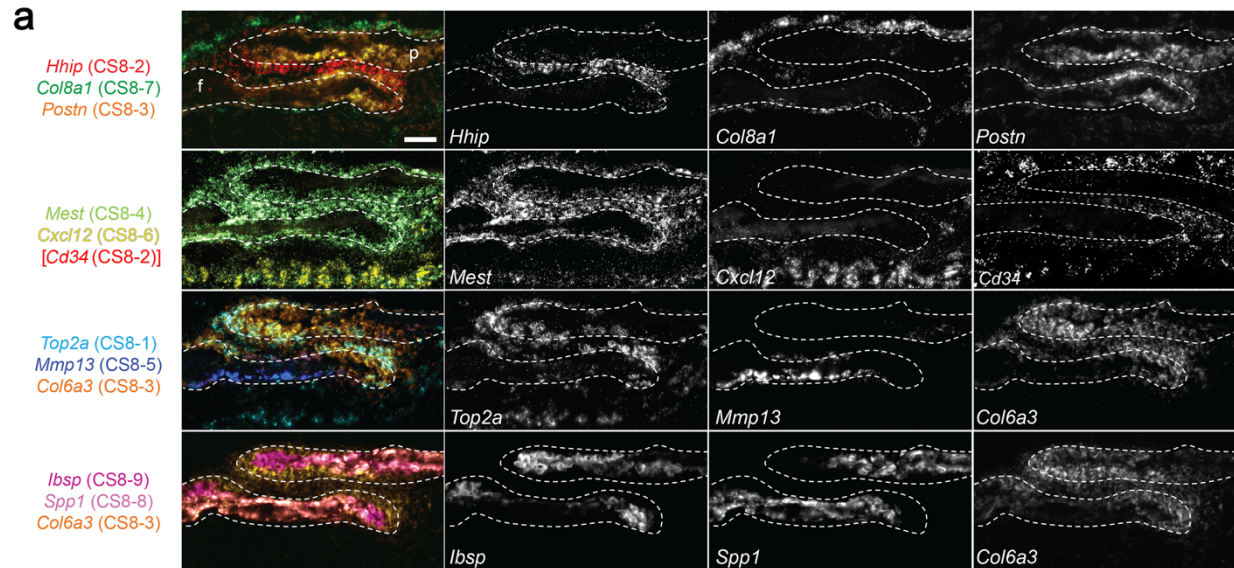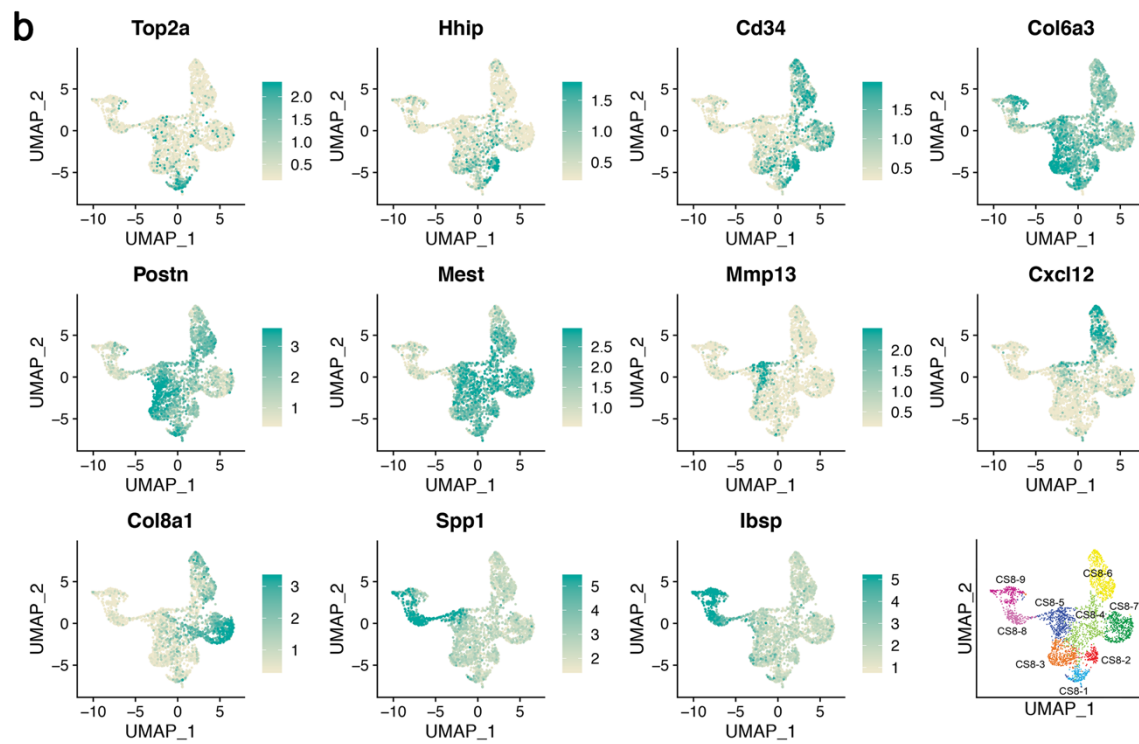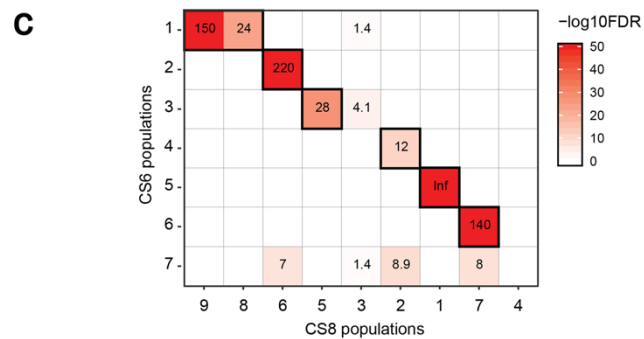

**Supplementary Figure 3 Population expression mapping at E18.5.** **a** Pseudo-colored images with indicated marker genes shown in Fig. 2c are reproduced at left. Grayscale images of smFISH expression for each marker gene are shown at right. *Cd34*, an additional marker of CS8-2, is included in the second row. f, frontal bone; p, parietal bone. smFISH was performed on three independent samples with similar results. Scale bar, 50  $\mu$ m. **b** UMAP plots showing expression of mapped, population-specific marker genes at E18.5 in order of CS8-1 to CS8-9. The color-coded UMAP plot of suture-specific populations (Fig. 2a) is included for reference. **c** Enrichment of gene expression signatures of the CS populations identified at E16.5 (*y*-axis, CS6) in those identified at E18.5 (*x*-axis, CS8). The  $-\log_{10}(p\text{-value})$  is shown for the significantly enriched populations ( $\text{FDR} \leq 0.05$ ).

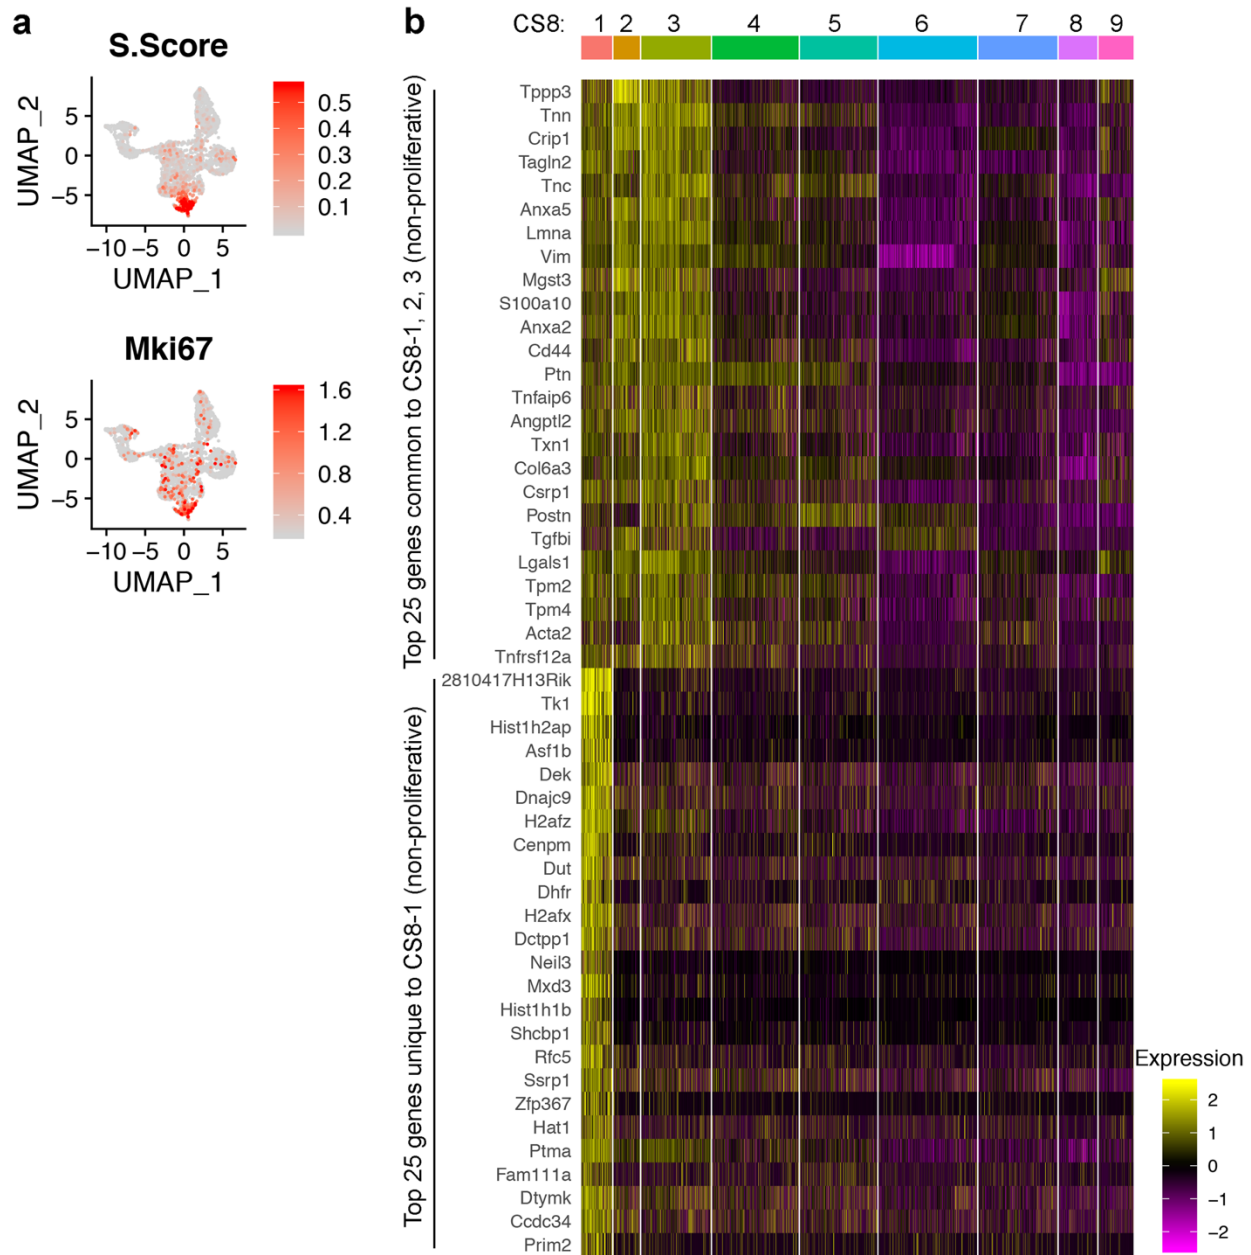

**Supplementary Figure 4 Relationship of CS8-1, 2, and 3.** **a** Distribution of proliferation (S) scores (top) and Mki67 expression (bottom) projected on a UMAP plot. **b** Heatmap of normalized expression of the top 25 most significant marker genes common to populations CS8-1, 2, and 3, and of the top 25 most significant marker genes exclusive to CS8-1, after removal of proliferation marker genes at E18.5 ( $\text{FDR} \leq 0.05$ ,  $\text{InFC} \geq 0.25$ ).

Columns represent individual cells and rows represent genes with increased (yellow) or decreased (purple) expression compared to the average (black).

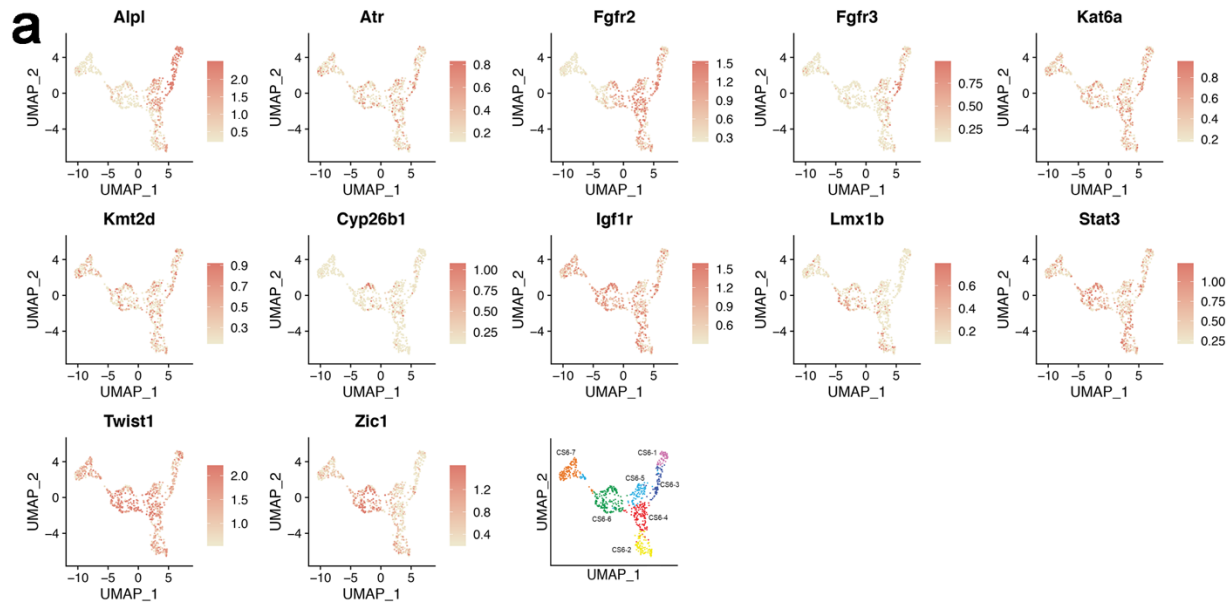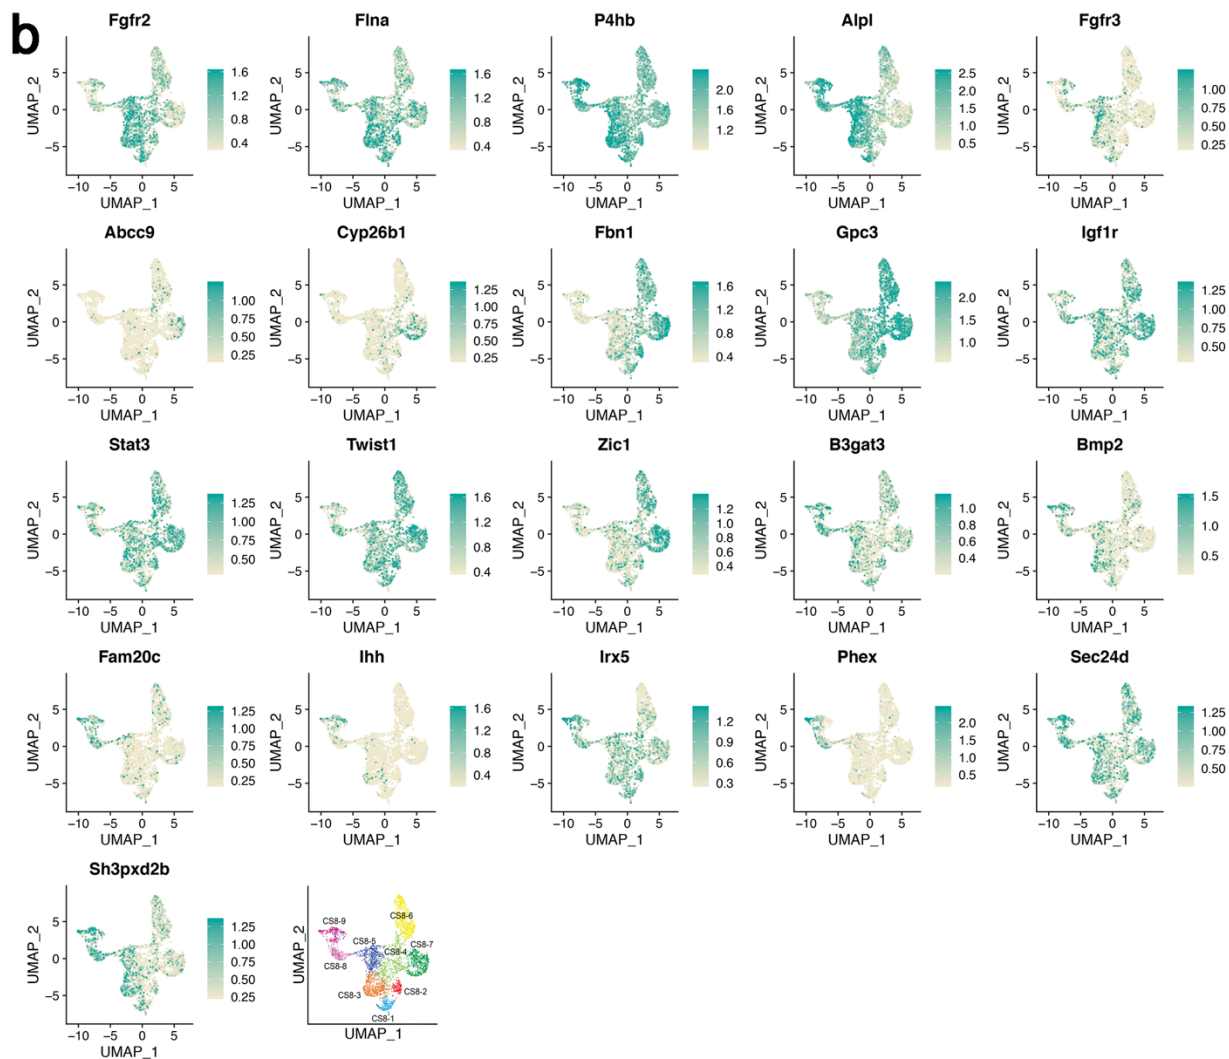

**Supplementary Figure 5 UMAPs of human craniosynostosis genes.** **a** Expression distribution of craniosynostosis genes in specific coronal suture populations at E16.5 projected on a UMAP plot. The color-coded UMAP plot of suture-specific populations (Fig. 1a) is included for reference. **b** Expression distribution of craniosynostosis genes in specific coronal suture populations at E18.5 projected on a UMAP plot. The color-coded UMAP plot of suture-specific populations (Fig. 2a) is included for reference.

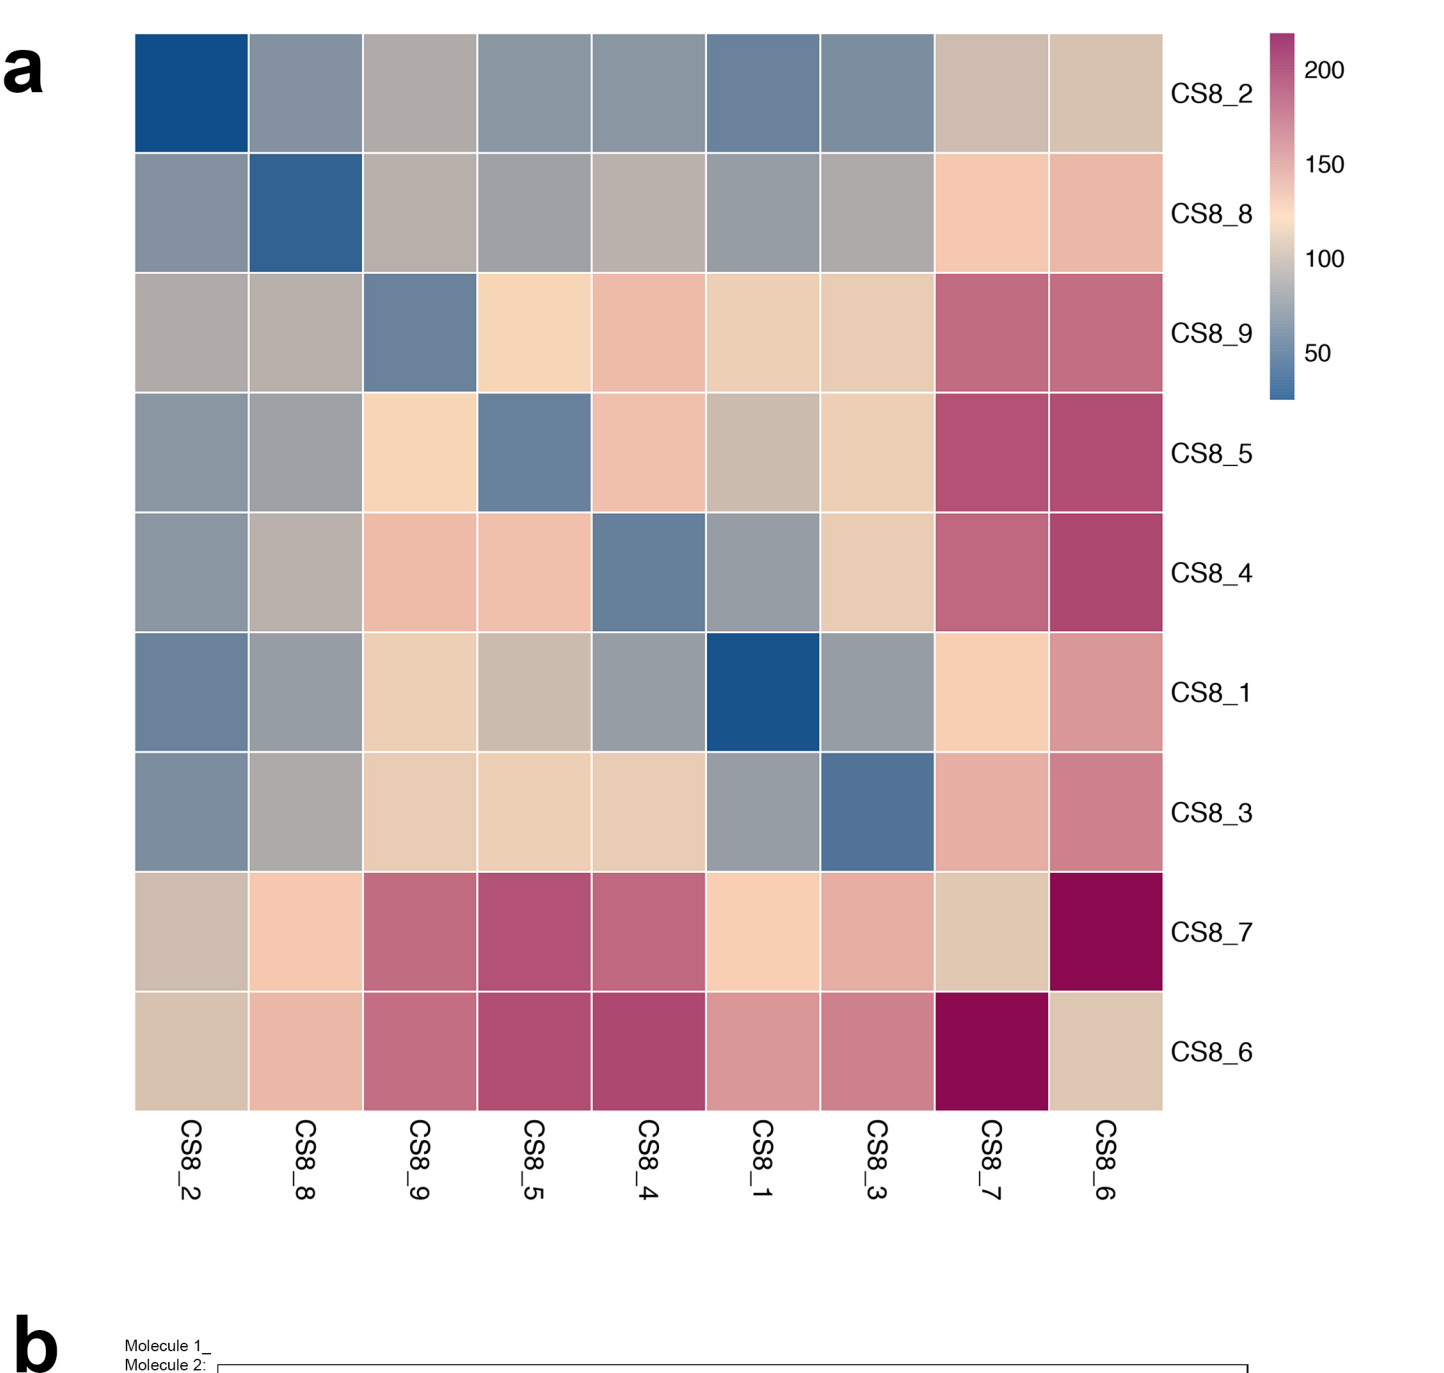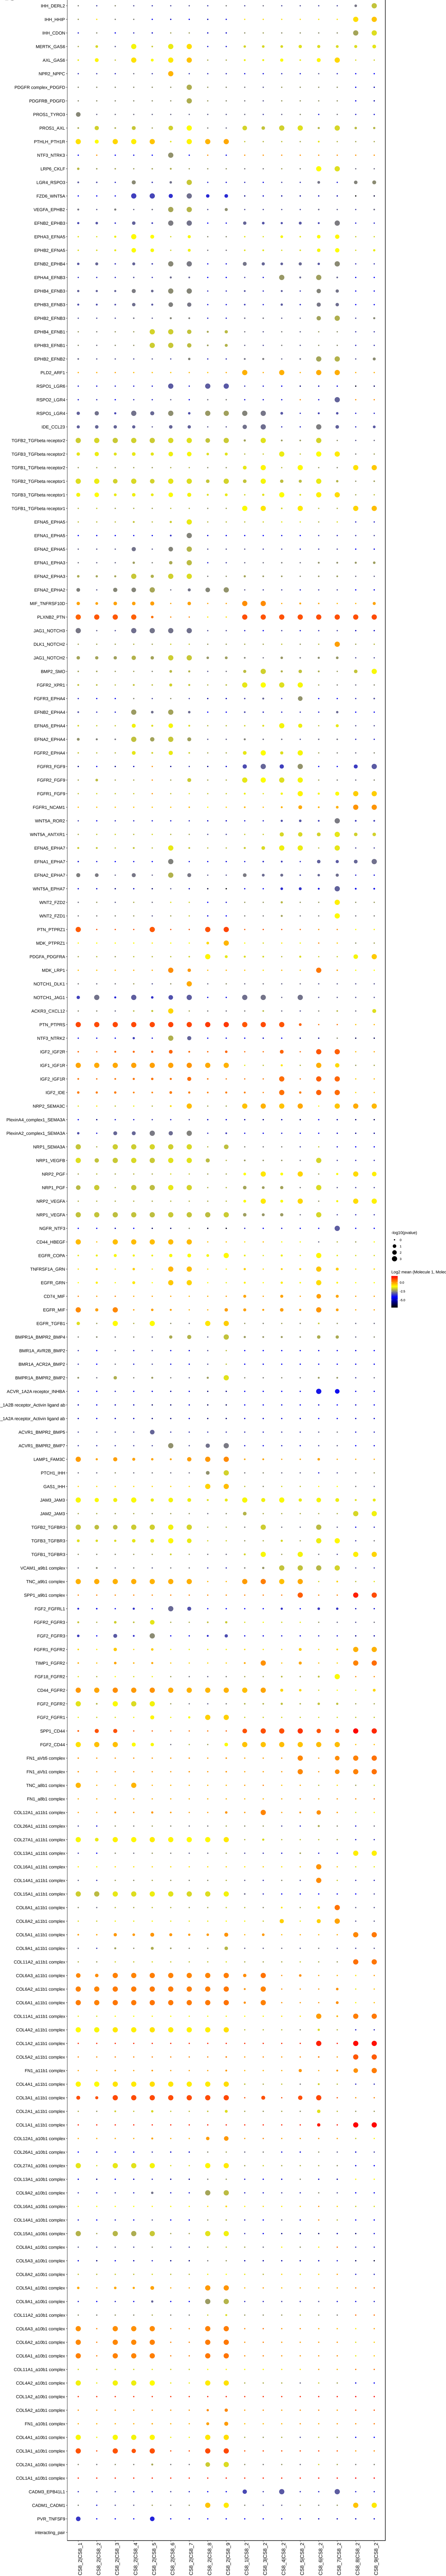

**Supplementary Figure 6 Ligand/receptor analysis of E18.5 single-cell populations.**

**a** Heatmap showing the total number of ligand/receptor interactions (key at right) between cell types identified with CellPhoneDB. **b** Ligand/receptor interactions for genes expressed in CS8-2 (rows) between CS8-2 and the indicated populations (columns).

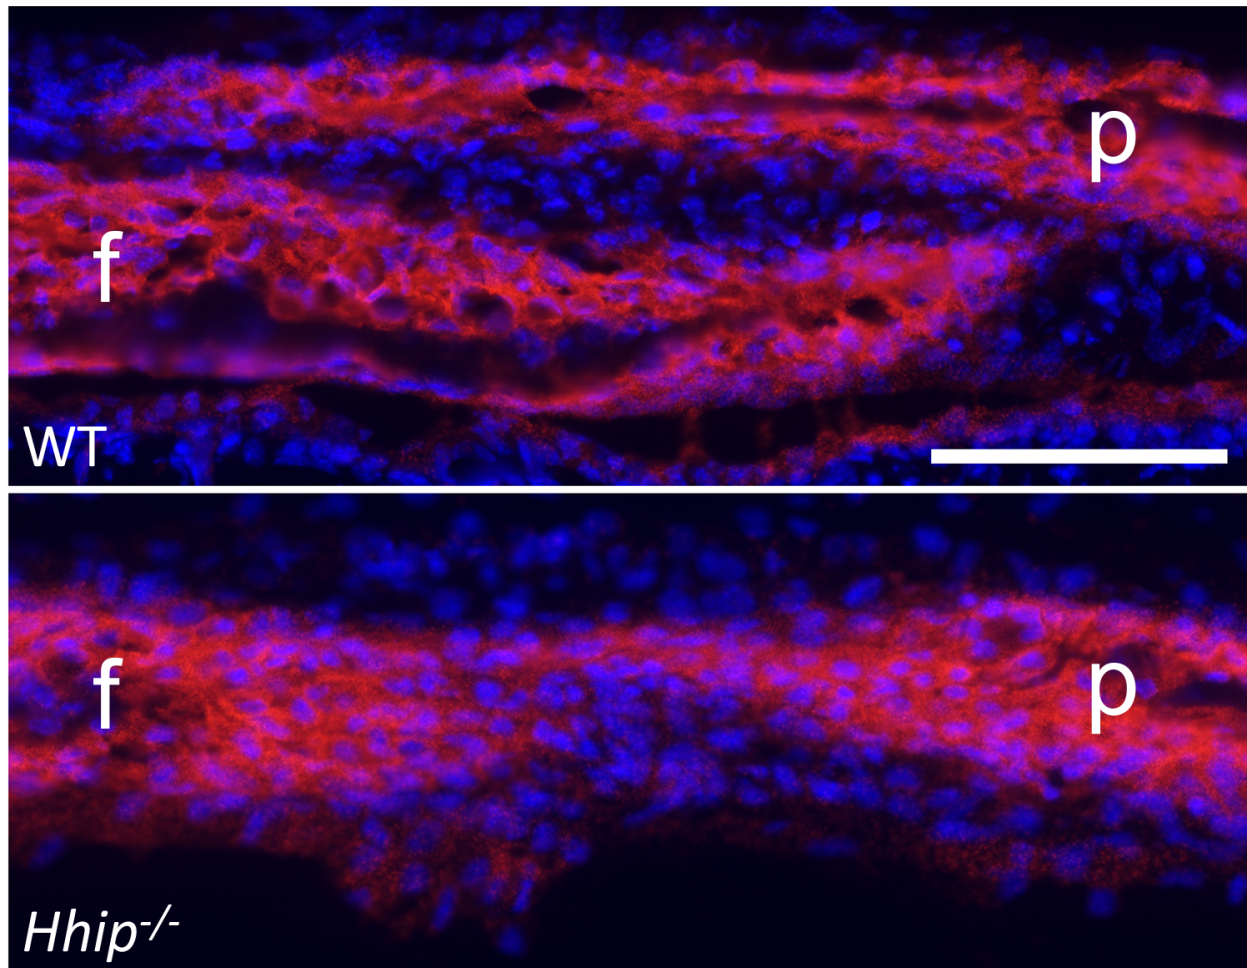

**Supplementary Figure 7 *Hhip*<sup>-/-</sup> phenotype at P0.** Staining for ALPL (red) in preosteoblasts and osteoblasts and for nuclei (DAPI, blue) for wild type (WT) and *Hhip*<sup>-/-</sup> coronal sutures. f, frontal bone; p, parietal bone. Results are representative of  $n = 3$  WT and 3 *Hhip*<sup>-/-</sup> independent samples. Scale bar, 100  $\mu\text{m}$ .

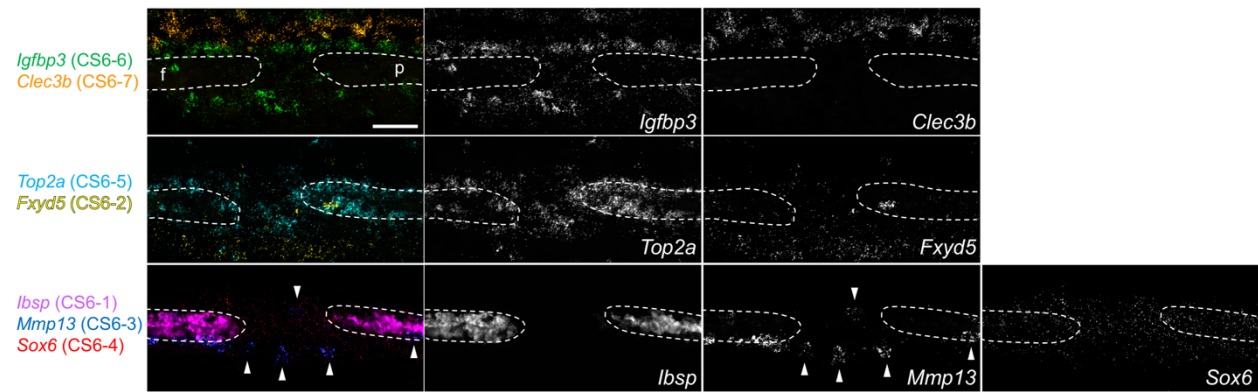

**Supplementary Figure 8 Localization of E16.5 *Hhip*<sup>-/-</sup> coronal suture populations by smFISH.** Pseudo-colored images with indicated marker genes shown in Fig. 8 are reproduced at left. Grayscale images of smFISH expression for each marker gene are shown at right. White arrowheads indicate novel *Mmp13* expression. Dashed outlines indicate frontal (f) and parietal (p) bones. Sections are in the transverse plane. smFISH was performed on three independent samples with similar results. Scale bar, 50  $\mu$ m.

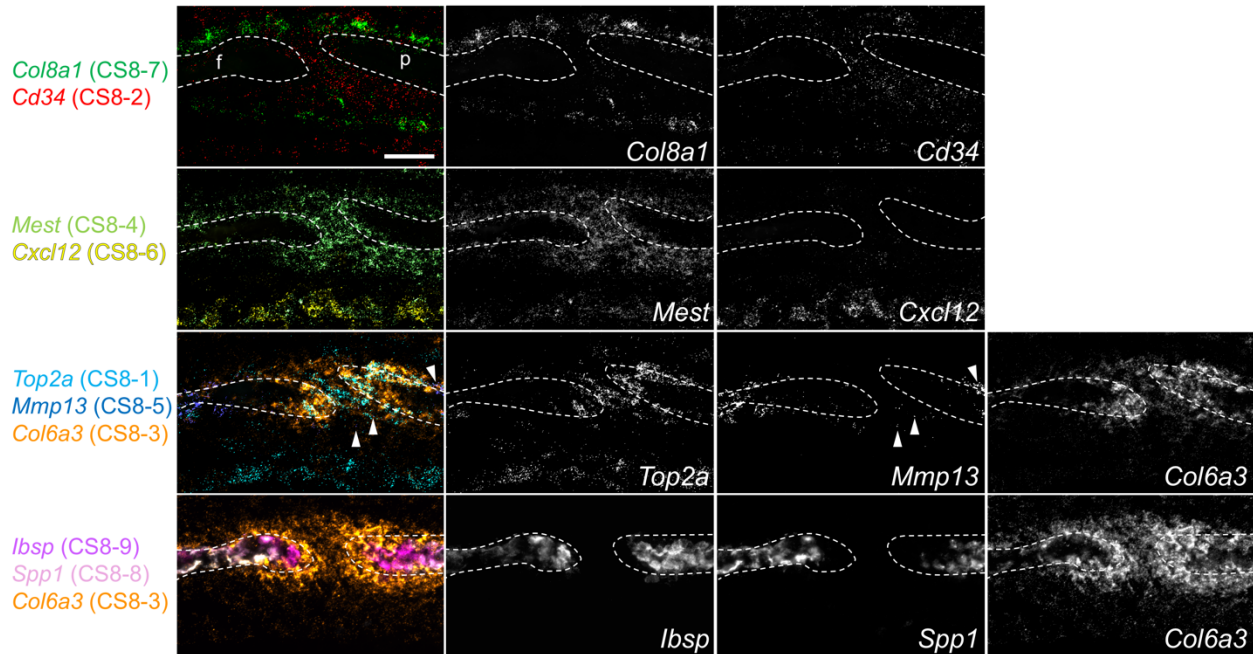

**Supplementary Figure 9 Localization of E18.5 *Hhip*<sup>-/-</sup> coronal suture populations by smFISH.** Pseudo-colored images with indicated marker genes shown in Fig. 8 are reproduced at left. Expression of the E18.5 CS8-2 marker, *Cd34*, can be compared to WT in Supplementary Fig. 3a. Grayscale images of smFISH expression for each marker gene are shown at right. White arrowheads indicate novel *Mmp13* expression. Dashed outlines indicate frontal (f) and parietal (p) bones. Sections are in the transverse plane. smFISH was performed on three independent samples with similar results. Scale bar, 50  $\mu$ m.

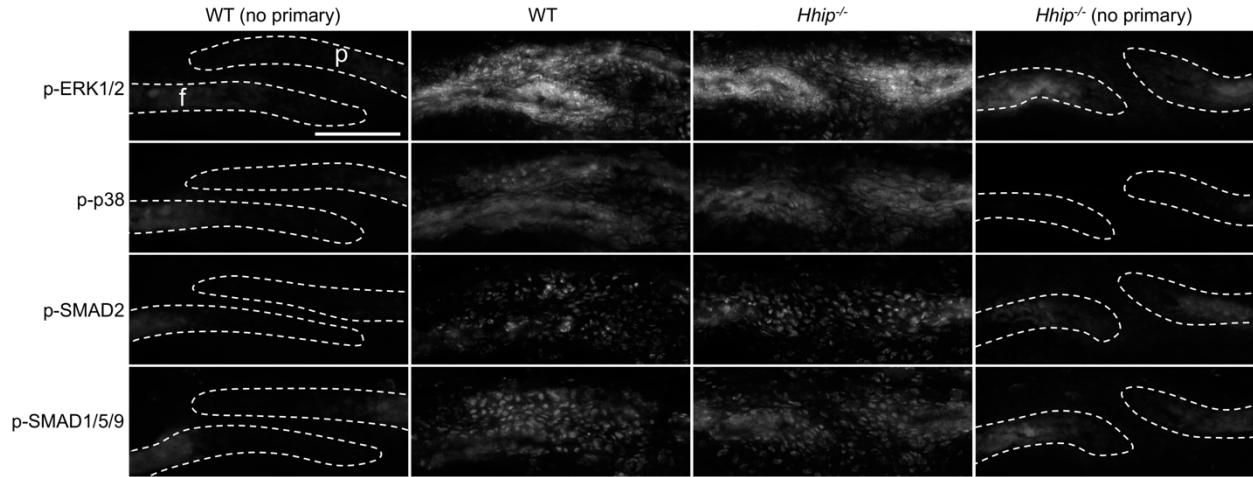

**Supplementary Figure 10 FGF, TGF, and BMP signaling in the E18.5 *Hhip*<sup>-/-</sup> coronal suture.** Immunohistochemistry for phospho (p)-ERK1/2 and p-p38 (FGF signaling), p-SMAD2 (TGF signaling), and p-SMAD1/5/9 (BMP signaling). Images are shown in grayscale. The first and last columns show background staining without primary antibody (no primary) from a section on the same slide as those in the second and third columns, respectively. Dashed outlines indicate frontal (f) and parietal (p) bones. Sections are in the transverse plane. Results presented are representative of  $n = 3$  WT and 3 *Hhip*<sup>-/-</sup> independent samples. Scale bar, 100  $\mu\text{m}$ .

**Supplementary Table 1. Summary of E16.5 and E18.5 coronal suture populations.**

| <b>Population</b>                   | <b>E16.5</b> | <b>E18.5</b> |
|-------------------------------------|--------------|--------------|
| suture mesenchyme                   | CS6-4        | CS8-2        |
| peripheral suture mesenchyme        | -            | CS8-4        |
| ectocranial suture mesenchyme       | CS6-6        | CS8-7        |
| proliferating preosteoblast         | CS6-5        | CS8-1        |
| early osteoblast                    | CS6-1        | CS8-9        |
| periosteal osteoblast               | -            | CS8-3        |
| mature osteoblast                   | -            | CS8-8        |
| <i>Mmp13</i> -expressing osteoblast | CS6-3        | CS8-5        |
| hypodermis                          | CS6-7        | not isolated |
| dura mater                          | CS6-2        | CS8-6        |
| chondrocyte                         | CC           | CC           |
| capillary endothelial cell          | CEC          | CEC          |
| macrophage                          | MP           | MP           |
| neutrophil                          | NP           | NP           |
| osteoclast                          | OC           | OC           |
| pericyte                            | PC           | PC           |

**Supplementary Table 2. Anatomical definitions of skull landmarks used for PCA.**

| <b>Bilateral Landmarks</b>  | <b>Anatomical Definition</b>                                                                                   |
|-----------------------------|----------------------------------------------------------------------------------------------------------------|
| Inasapl, rnasapl            | Most supero-anterior point of the premaxilla accounting for the lateral part of the nasal aperture             |
| lfppm, rfppm                | Most supero-posterior point of the premaxilla accounting for the lateral part of the nasal aperture            |
| Inslp, rnspl                | Most postero-medial point of the nasal bone                                                                    |
| Insla, rnsla                | Most antero-medial point of the left nasal bone                                                                |
| liohtd, riohtd              | Most distal point of the infraorbital hiatus                                                                   |
| lflac, rflac                | Intersection of frontal process of maxilla with frontal and lacrimal bones, taken on the maxilla               |
| lzyt, rzyt                  | Intersection of zygoma with zygomatic process of temporal, taken on zygoma                                     |
| lpfl, rpfl                  | Most lateral intersection of the frontal and parietal bones, taken on the parietal                             |
| lsqu, rsqu                  | Most superior point on the squamous temporal, intersection of the coronal suture                               |
| lpsq, rpsq                  | Most posterior point on the posterior extension of the forming squamosal                                       |
| lpfm, rpfm                  | Most medial intersection of the frontal and parietal bones, taken on the parietal                              |
| lpto, rpto                  | Most postero-medial point on the parietal                                                                      |
| loci, roci                  | The superior posterior point on the ectocranial surface of the occipital lateralis on the foramen magnum       |
| lva, rva                    | Most posterior point on the ala of the vomer                                                                   |
| lalf, ralf                  | Most anteromedial point on the frontal bone                                                                    |
| lasph, rasph                | Postero-medial point of the inferior portion of the alisphenoid                                                |
| lsyn, rsyn                  | Most antero-lateral point on the corner of the basioccipital                                                   |
|                             |                                                                                                                |
| <b>Individual Landmarks</b> | <b>Anatomical Definition</b>                                                                                   |
| ethma                       | Anterior most point on the body of the vomer, taken on the ventral surface                                     |
| intpar                      | Most anterior point on the ectocranial surface of the interparietal on the midsagittal plane                   |
| ans                         | Anterior nasal spine is the most anterior point of interpremaxillary suture at base of nasal aperture, midline |
| amsph                       | Most antero-medial point on the body of the sphenoid                                                           |
| bas                         | Mid-point on the anterior margin of the foramen magnum, taken on basioccipital                                 |

**Supplementary Dataset 1. scRNA-seq analysis of the coronal suture at E16.5 and E18.5.**

**Supplementary Dataset 2. Human and murine craniosynostosis genes.**

# Supplementary material for: Single-cell analysis identifies a key role for Hhip in murine coronal suture development
**Source:** Nat Commun. 2021 Dec 8;12:7132. doi: 10.1038/s41467-021-27402-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Title: Supplementary Data 1**

**Description:** Coronal suture scRNA-seq analysis of cell type identification and gene ontology

### **Title: Supplementary Data 2**

**Description:** Human and murine craniosynostosis genes

# Supplementary material for: Single-cell analysis identifies a key role for Hhip in murine coronal suture development
**Source:** Nat Commun. 2021 Dec 8;12:7132. doi: 10.1038/s41467-021-27402-5
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | 10X Genomics Cellranger v.3 was used to process raw sequencing data.<br>Seurat package v3.1.1 was used for scRNA-seq analysis in conjunction with mvoutlier R package v2.0.8 and gProfileR v0.6.4 .<br>Cell communication analysis was performed with CellphoneDB v2.0<br>Trajectory analysis with UMAP and approximate graph abstraction was performed with Monocle3.<br>For microCT analysis, reconstruction of three-dimensional (3D) isosurfaces of skulls for image analysis was performed using Avizo 2019.3 and variation in global skull shape was assessed by principal components analysis using SAS 9.4 (SAS Institute). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data for single-cell and bulk RNA-seq libraries reported in this study are available in the Gene Expression Omnibus (GEO) database and as part of the Transcriptome Atlases of the Craniofacial Sutures FaceBase2 project in the FaceBase data repository (facebase.org). The GEO accession number is GSE178899 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178899>). The FaceBase accession numbers are FB00000970 (<https://doi.org/10.25550/3TYP>) (single-cell RNA-

seq) and FB00000903 (<https://doi.org/10.25550/TJC>), FB00000902 (<https://doi.org/10.25550/TJY>), FB00000805 (<https://doi.org/10.25550/VHE>), FB00001076 (<https://doi.org/10.25550/1-71HY>), and FB00000998 (<https://doi.org/10.25550/1-3XOM>) (bulk RNA-seq). The CellPhoneDB default database is available at <https://www.cellphonedb.org/>. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For single-cell experiments two replicates were performed at each age, as considered sufficient in the field. For wild type versus Hhip-/- comparisons, a minimum of 3 of each genotype were used, as considered standard in the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | For scRNA-seq experiments two independent libraries at each age were generated. Qualitative validation of RNA expression patterns in histological sections was performed in a minimum of 3 samples of the indicated genotypes. For quantification in histological sections the sample size of n=3 or 6 each for wild type and Hhip-/- genotypes is given in the text or figure legends and included mice from different litters. For microCT experiments a minimum of 4 samples of each genotype were used, as indicated in the figure legend. All qualitative findings could be replicated. The significance of quantitative differences between the indicated n for each genotype are as reported in the figure legends. |
| Randomization   | For single-cell RNA-seq experiments only wild type mice were used and all mice in a litter were used at the time of library preparation. For in situ hybridization/immunohistochemical assays and microCT assays the reported experiments did not consist of treatment/non-treatment groups. Rather, samples (mice) were distinguished by genotype (wild type versus Hhip-/-) and assessed for the same experimental measure (e.g., cell proliferation, immunohistochemical staining, distance between landmarks).                                                                                                                                                                                                         |
| Blinding        | For single-cell RNA-seq experiments only wild type mice were used and blinding was not an issue. Due to the obvious phenotype differences between wild type and Hhip-/- samples, blinding during data collection was not feasible for in situ hybridization/immunohistochemical assays. For microCT analysis, the researcher was blinded to wild type and Hhip-/- genotypes.                                                                                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-RUNX2, Sigma-Aldrich, Cat# HPA022040, Lot# B97117; anti-SP7/Osterix, Abcam, Cat# ab22552, Lot # GR3357012-1; anti-phospho-P42/44 MAPK (ERK1/2), Cell Signaling Technology, Cat# 4376, Lot# 17; anti-phospho-p38 MAPK, Cell Signaling Technology, Cat# 4631, Lot# 7; anti-phospho-SMAD2, Cell Signaling Technology, Cat# 3108, Lot# 10; and anti-phospho-SMAD1/5/8(9), Cell Signaling Technology, Cat# 9511, Lot# 11.                                                                                     |
| Validation      | Antibodies used are commercially available.<br><br>The anti-RUNX2 antibody is validated by Sigma for immunoblotting, immunofluorescence, and immunohistochemistry. As a Prestige Antibody it is tested in the following ways: IHC tissue array of 44 normal human tissues and 20 of the most common cancer type tissues, and protein array of 364 human recombinant protein fragments.<br><br>The anti-SP7 antibody is validated by Abcam for immunohistochemistry and reacts with mouse, rat, and human SP7. |

The anti-pERK1/2 antibody is validated by Cell Signaling for immunohistochemistry and reacts with Human, Mouse, Rat, Hamster, Monkey, Mink, *D. melanogaster*, Zebrafish, Pig, *S. cerevisiae*. The antibody does not cross-react with the corresponding phosphorylated residues of either JNK/SAPK or p38 MAP kinase.

The anti-pP38 antibody is validated by Cell Signaling for immunohistochemistry and reacts with Human, Mouse, Rat, Monkey, *D. melanogaster*. This antibody does not cross-react with the phosphorylated forms of either p42/44 MAPK or SAPK/JNK.

The anti-pSMAD2 antibody is validated by Cell Signaling to react with Human, Mouse, Rat, and Mink. This antibody does not cross-react with other Smad-related proteins.

The anti-pSMAD1/5/8(9) antibody is validated by Cell Signaling for immunohistochemistry and reacts with Human, Mouse, Mink, and *Xenopus*. This antibody does not cross-react with other Smad-related proteins.

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse procedures were in compliance with animal welfare guidelines mandated by the Institutional Animal Care and Use Committee (IACUC) of the Icahn School of Medicine at Mount Sinai and the Pennsylvania State University. C57BL/6J mice (The Jackson Laboratory, 000664), Hhiptm1Amc/J mice (The Jackson Laboratory, 006241), Hhip-EGFP_T2A_CreERT2 mice (European Mouse Mutant Archive, 12335) and Ai14 mice (The Jackson Laboratory, 007914) were used in this study. Water and food were available ad libitum, and mice were maintained on a 12:12 hour light:dark cycle at a temperature of 20-22 degrees Celsius and 30-70% humidity. Data was collected from embryos at E16.5 and E18.5 or post-natal mice at various ages as specified in the manuscript. Embryos or postnatal mice of both sexes were included in all experiments. No sex difference is expected in the parameters studied at the reported ages. |
| Wild animals            | Not applicable to this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | Not applicable to this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | Mouse procedures were in compliance with animal welfare guidelines mandated by the Institutional Animal Care and Use Committee (IACUC) of the Icahn School of Medicine at Mount Sinai and the Pennsylvania State University.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

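Bulk RNA sequencing measured the SM and the OFs of the coronal, frontal, lambdoid and sagittal sutures of wild-type mouse embryos at E16.5 and E18.5. The authors captured each region by laser microdissection, amplified its RNA, made Nextera XT libraries and sequenced them on a HiSeq 2500. The authors aligned the reads to mm10 and deposited, for each library, the count of read pairs on each of 55487 GENCODE genes, as written by featureCounts without regard to strand. These count values are whole numbers without normalization. The authors also deposited a table of log2 values for 17080 genes, which holds ratios between groups computed by the authors from normalized libraries of a larger series. Of its columns, 12 compare SM with OF of the sutures and ages studied here and were set against the fitted fold changes, and 50 concern other comparisons and were not used. Single-cell RNA sequencing measured dissociated coronal sutures, with 2 libraries per age. The authors deposited count values of UMIs per gene and cell, for the barcodes that Cell Ranger had kept. The genome build behind these single-cell values is not stated in the labels.

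The labels gave 5 embryos for each of 20 groups of a region, suture and age. All regions of 1 embryo share a litter label, and the replicate numbers follow it, so that SM and OF of the same number are paired. Across genes, the residuals of SM and OF libraries of the same number had a median correlation of 0.0442 over 60 pairs, against -0.0124 for other numbers, and 15 of the 60 exceeded 0.1. The embryo was therefore not a term in the model and served as an alternative, as a replicate block. The first library of each embryo and region entered the tests. Second libraries exist for 18 coronal samples, and the labels do not say how they were made. They entered only the alternatives and a comparison with the first libraries. The 16 libraries of complete sutures carry 1 replicate number per suture and were reported as values. Total counts of the first libraries had medians of 26943759 and 22696696 in the coronal suture at E16.5 and E18.5, and of 8598662 (lambdoid suture at E18.5) to 15519560 (sagittal suture at E16.5) in the other sutures.

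Counts were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. In R 4.3.3, genes with at least 1 CPM in over 10% of the first libraries were kept, which gave 19768 genes, and scaled by the TMM method of edgeR 4.0.16. A quasi-likelihood negative binomial model with 1 mean per group was fitted to all groups at once. Tests were two-sided with Benjamini-Hochberg adjustment within each comparison, at a threshold of 0.05. The comparisons were SM against each OF (12), the mean of the 4 coronal comparisons less the mean of the other 8 (coronal specificity), the coronal frontal OF against the parietal OF, the difference between the ages in the coronal comparisons, and coronal against frontal SM. Single genes were also tested by exact permutation of 5 against 5 libraries (252 arrangements) with scipy 1.17.1. The authors used TMM and the voom method of limma. The alternatives were DESeq2 1.42.0, voom of limma 3.58.1, median-ratio size factors, total counts without TMM, no low-count filter, the filterByExpr function, the replicate block, a model of each suture and age by itself, second coronal libraries added to or in place of the first, and each replicate number left out in turn. For each comparison, 100 splits of its libraries into groups of the same sizes, the real split included, were fitted with limma-voom on those libraries alone, or, for coronal specificity, the changes between the ages and coronal against frontal SM, with limma on log2 CPM or on its differences per embryo.

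Single cells with more than 800 detected genes were kept, as in the paper. The authors removed outlying cells with a package whose limits are not given, and in its place cells more than 3 median absolute deviations from the median of their library in log10 UMIs or log10 detected genes, or above it in mitochondrial share, were left out. Counts were scaled to equal totals, logged, restricted to 2000 variable genes and clustered by the Leiden method (scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2) with 13 principal components, 100 neighbours and a resolution of 0.8. The cells of suture classes were clustered again with 13 (E16.5) or 15 (E18.5) components and 50 neighbours. Each age was clustered by itself, since the capture chemistry differs between the ages. The 22 genes under test took no part in the clustering or in the naming of the clusters of suture cells. In the first clustering they could stand among the leading genes that decided which cells counted as suture cells. A cluster took the name of a class when at least 3 of the class's markers were detected and those of the class outnumbered the markers of all other classes among its leading 10 genes. The marker lists were written before the data were examined and the rule for the name after the clusters had been seen. Clusters without a name and without a class outside the suture were counted as suture cells. This was decided in the first clustering, and all clusters of the second stayed in the tests, also those placed outside the suture. UMIs were summed per cluster and library, for at least 10 cells, and genes with at least 10 UMIs were tested with edgeR, with library as a block. A cluster held by 1 library was assumed to vary like the others. A marker gene had an adjusted p under 0.05, a positive fold change and a natural-log fold of at least 0.1 over every other cluster in each library that holds the cluster. Gene lists of craniosynostosis came from Supplementary Data 2 (96 human and 31 mouse genes, and among these the 57 and 23 of the coronal suture, which were added after the plan was made), and overlaps were tested by Fisher's exact test (one-sided) with Bonferroni adjustment. Where several clusters share a name, the lowest adjusted p among them is given. Shares of cells with a UMI were taken after random thinning of each cell with at least 2500 UMIs to 2500, with 1500 UMIs as an alternative. Cells below that depth were left out of the shares. At 2500 UMIs these were 170 of 315 and 89 of 153 suture cells and 41 of 63 and 35 of 37 macrophage-like cells in libraries 1 and 2 of E16.5, and 0 at E18.5, so that the shares at E16.5 cover the deeper cells only. Further alternatives were minimums of 500 and 1000 genes, no outlier filter, resolutions of 0.4 and 1.2, 30 principal components, exchanged neighbour numbers, Scrublet, ComBat, another random seed, the named genes kept in the clustering, no replicate block, DESeq2 on the same sums, each library left out, and markers by adjusted p alone or at a log2 fold of 0.5.

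Genes were named in the text by a rule set before the data were examined. It takes every gene that the paper names for an experiment, the 19 genes among the leading 10 of CS6-4 or CS8-2 in Supplementary Data 1, and, for coronal specificity and for the frontal against the parietal OF, the 5 genes with the largest positive and the 5 with the largest negative change among those past 0.05, with a mean log2 CPM of at least 2 and the same sign in every comparison averaged. Mast cell genes beyond this rule, and other genes singled out, were chosen after their values were seen. The results of some genes under this rule are not reported here and are left out of the counts of single genes under the alternatives. Both tests were tested on simulated data before use. Simulated counts had the sizes of the libraries of coronal SM and frontal OF and lambdoid SM and parietal OF at E16.5. They held 200 changed genes. Each gene had 1 mean and 1 spread for both sutures, so the wider spread of the coronal libraries was not simulated. The numbers of false calls thus do not carry over to the model of all groups. For coronal SM against the frontal OF at E16.5, edgeR recovered 56 with 1 false call, limma-voom 65 with 5 and DESeq2 71 with 26. For the coronal less the lambdoid difference at E16.5, these were 26 with 4, 11 with 0 and 42 with 13, in the same order. Figures were drawn with matplotlib 3.10.9.

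Supplementary Data 1 was at hand in part, with 1999 of 2562 rows for all clusters, 1999 of 4183 for E16.5 and 1999 of 2765 for E18.5, so that no test of a full list of it was made. Enrichment of gene ontology terms, receptor and ligand pairs and pseudotime were not repeated, because the term and pair collections are not among the data, and mapping in sections and mutant embryos has no deposited counts in this series.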

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

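The tests of mast cell genes, front cells, preparation, the single Acta2 library, free RNA and other splits of the libraries were chosen only after the results were seen.

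Of 20 groups of 5 bulk libraries, 2 held a library whose total count lay apart from the others by more than Dixon's 95% critical value, where chance puts about 1 in 20 groups past that value. Replicate 5 of the coronal frontal OF at E16.5 had 34518477 counts, against 21553889 to 24724613 in the other libraries, and replicate 4 of the lambdoid interparietal OF at E18.5 had 9386647 counts, against 8467758 to 8636295. By the same test, Mmp13 in the coronal parietal OF at E16.5 was apart in replicate 1 (17.3 CPM, against 2.62 to 6.80 CPM), 1 of 4 groups examined for this gene. Acta2 was apart in the coronal SM at E16.5 in replicate 5 (80.3 CPM, against 15.9 to 33.7 CPM), also 1 of 4 groups. Hhip was apart in 0 of 20 groups. The design names nothing that separates these libraries from the others of their group, and neither a technical nor a biological explanation was tested for the totals and for Mmp13.

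The difference between SM and OF in the coronal suture was not that of the other sutures for 4109 genes by edgeR (2497 higher and 1612 lower). Among 100 splits of the embryos into sets of the same sizes, 1 gave as many genes by limma on log2 differences per embryo, the real one with 3850 genes, and the highest of the other splits gave 201, so that chance can be excluded. For Hhip the difference was 3.93. Cells of the OFs caught with the coronal SM would bring its Hhip up to that of the fronts but not above it. At E16.5 SM was above both fronts (498 CPM, against 272 and 202 CPM, without overlap of libraries), which argues against such cells as the whole source at that age. At E18.5 they stay open, since the libraries of SM (449 CPM) and of the frontal OF (324 CPM) overlapped. The difference was not past 0.05 by edgeR (0.47, adjusted p = 0.607). Of 10 alternatives, limma-voom alone put it past 0.05 (0.44, adjusted p = 0.0422). A peculiarity of 1 preparation of the coronal libraries is argued against by the second libraries, with which the value was 3.96. Second libraries exist for 18 coronal samples, and the other coronal samples kept their first library. Cells of a type other than OF cells that entered the captured SM were not tested for. A biological difference between the coronal and the other sutures stays open as an untested explanation.

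Hhip was also highest in the complete coronal sutures at E18.5, which the labels call controls for normalization and on which the paper's text does not report, with a median of 89.5 CPM (68.4 to 114 CPM over 4 libraries), against medians of 22.3 CPM in the frontal, 32.0 CPM in the lambdoid and 28.7 CPM in the sagittal suture. The 4 libraries of a suture carry 1 replicate number and count as 1 sample, so that neither this difference nor a technical or biological explanation of it was tested.

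Between E18.5 and E16.5, the difference between coronal SM and OF changed for 1507 genes and that between the coronal frontal and parietal OFs changed for 1158 genes by edgeR with all groups in 1 model. Limma on log2 differences per embryo gave 0 genes for each, with 1638 and 1476 genes at an unadjusted p under 0.05, and DESeq2 in 1 model gave 2094 and 1661. With 0 genes for the real ages, splits of the embryos cannot be compared by genes past the adjusted threshold. By genes at an unadjusted p under 0.05, 3 and 2 of 100 splits gave as many as the real ages (the real ones included), a share under 0.05, but the highest of the others gave more (1697 and 1512). This count was chosen after the adjusted one had given 0, so that it speaks only weakly against chance. Which genes changed is not established by it, and the 1507 and 1158 genes of edgeR were not tested by splits. The count of 1507 fell to 994 without replicate 1. The wider spread of the coronal libraries at E16.5 is open as an explanation of the difference between the methods, as is a biological difference between the ages, and neither was tested here.

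Acta2 was among the 1507 genes, with a difference between the ages of -1.69 (log2, standard error 0.39, adjusted p = 0.00319 from edgeR). It was higher in SM than in OF at E16.5 (log2 fold changes 0.98 and 0.67) and lower at E18.5 (-0.71 and -1.01). The adjusted p was 0.00111 to 0.0103 over 9 alternatives. Without replicate 5, whose SM library at E16.5 stood apart, the value was -1.20 (adjusted p = 0.0738 from edgeR), and over all replicates left out in turn it lay between -1.92 and -1.20. That library may account for part of the difference. Its share cannot be told apart from a difference between the ages, because with 4 embryos left the direction held while the threshold did not.

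Among genes that the paper does not discuss, the mast cell genes Cma1 and Cpa3 had coronal specificities of -4.91 (adjusted p = 8.49e-07 from edgeR, with 0.00875 the highest over the alternatives other than replicates left out) and -3.78 (adjusted p = 8.15e-05, at most 0.0327 over the same alternatives). In coronal SM at E16.5, replicate 1 alone held counts of Cma1, and without it the adjusted p was 1.00, as a group without counts leaves the model no usable estimate for the gene. Mean CPM in coronal SM, coronal OF, SM of the other sutures and OF of the other sutures were 0.162, 2.19, 45.6 and 14.8 for Cma1 and 2.16, 6.42, 91.1 and 27.6 for Cpa3. A candidate explanation is a lower share of mast cells in the coronal SM relative to its fronts. Of 6 other mast cell genes, 2 had a usable estimate, and both were negative and past 0.05, Tpsb2 (-4.72, adjusted p = 4.34e-06 from edgeR) and Kit (-1.78, adjusted p = 6.12e-06). Mcpt4 and Tpsab1 had no counts in the coronal SM and gave no usable estimate, and the remaining 2 were not among the genes tested. Hdc, a mast cell gene named for the OFs, was not past 0.05 (-1.87, adjusted p = 0.0542 from edgeR). Tpsb2 was also in the list that named single-cell clusters, and Kit is expressed by other cell types. Fewer mast cells and lower expression of these genes in the same cells cannot be told apart, as tissue was measured and not cells. A difference in the depth of capture between sutures would not act on these genes alone and was not tested.

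The 4 single-cell libraries, which pooled embryos of both sexes, differed in transcripts of the sex chromosomes, on which the paper does not report. Among cells with either Xist or Y-linked UMIs but not both, Xist alone was found in 47.2% of 248 cells (95% Wilson interval 41.1% to 53.4%) and 82.5% of 200 cells (76.6% to 87.1%) in libraries 1 and 2 of E16.5, and in 16.1% of 1842 cells (14.5% to 17.9%) and 82.1% of 1197 cells (79.9% to 84.2%) in libraries 1 and 2 of E18.5. Free RNA from other cells would give cells of 1 library both kinds alike. In library 1 at E18.5, 297 cells had Xist alone, 1545 had Y-linked transcripts alone and 237 had both, which argues against free RNA as the whole source. Different numbers of female and male embryos in the pools stay open as an explanation. The labels give no sexes, so that it was not tested.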

How the results depend on the processing

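The comparison of the authors' ratios with second coronal libraries, and the clustering without sex-linked and haemoglobin transcripts, were tests chosen only after the results were seen. All other alternatives were set before the data were examined.

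Of 624 values that answer a comparison under alternatives other than replicates left out, 548 kept their direction and side of the threshold or stayed within the spread, 3 lost the threshold, 2 gained it, 70 moved and 1 reversed. For single genes named among many, 560 of 605 did not change, 17 lost and 18 gained the threshold, 10 moved and 0 reversed. DESeq2, filterByExpr, median-ratio size factors, total counts without TMM and no low-count filter moved none of the total numbers of genes in the bulk comparisons by over 1.5 times, and no fold change of Hhip, Mmp13 or Acta2 across 0.05 or in direction, while DESeq2, median-ratio size factors and total counts did move the split into higher and lower genes, as given below for scaling. On single cells, the absence of an outlier filter was tried on the numbers of cells kept alone, and moved none of these 4 by over 1.5 times. DESeq2 on the same sums and no replicate block were tried on the numbers of named genes past 0.05 and on single named genes. They changed neither these numbers nor Hhip (for DESeq2, at E18.5 alone), but among the other named genes DESeq2 lost the threshold for 6 of 35, and no replicate block lost it for 2 and gained it for 2 of 38. Where a cause is not given, it was not tested. The coronal specificity of Hhip lay between 3.89 and 4.19 over 9 alternatives and its 8 negative differences in the other sutures stayed past 0.05.

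Counts of genes depended on which libraries set the spread. With the groups of each suture and age in a model of their own, the coronal comparisons at E16.5 fell to 602 (frontal OF) and 1032 (parietal OF) genes, the frontal OF against the parietal OF fell to 0 genes at E16.5 (edgeR, 1139 at an unadjusted p under 0.05) and to 712 at E18.5, and the lambdoid (5219 and 8151), sagittal (8873 and 8441) and frontal (5143 at E16.5) comparisons rose. The construction of this alternative shows the cause, as the wide spread of the coronal libraries at E16.5 no longer enters the other sutures' tests. With the embryo as a replicate block, the frontal OF against the parietal OF gave 1797 genes at E16.5 and its change between the ages 680, from 2852 and 1158. Limma-voom gave 1059 genes for coronal SM against the frontal OF at E18.5, 1912 for the frontal against the parietal OF at E18.5 and 1423 for the frontal suture at E18.5, from 683, 1076 and 2198. By limma-voom, Hhip in coronal SM against the frontal OF at E18.5 (0.44, adjusted p = 0.0422) and the change of Mmp13 between the ages (3.50, adjusted p = 0.0238) passed 0.05.

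With the second coronal libraries in place of the first, Hhip in SM against the frontal OF at E16.5 was 0.85 (adjusted p = 0.111 from edgeR), Mmp13 in the frontal against the parietal OF at E16.5 reversed from 0.13 to -0.15 (adjusted p = 0.944), and 3006 genes passed for SM against the frontal OF at E16.5, 677 for the frontal against the parietal OF, 448 for the change between the ages in SM against OF and 437 for that in the frontal against the parietal OF. With the second added to the first, Hhip was at 0.87 (adjusted p = 0.0512 from edgeR), and the last 3 counts were 1383, 765 and 532. The median correlation of the coronal fold changes with the authors' ratios rose from 0.617 to 0.824 (in place) and 0.731 (added).

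With replicates left out in turn, 203 of 228 such values did not change, 9 lost and 1 gained the threshold, 13 moved and 2 reversed. The ranges of those that changed were 325 (without replicate 2) to 589 genes for coronal SM against the frontal OF at E18.5, 1409 (without replicate 1, and 1421 without replicate 4) to 1903 for the lambdoid interparietal OF at E16.5, 1434 (without replicate 4, and 1447 without replicate 5) to 2259 for the frontal suture at E18.5, 1845 (without replicate 3) to 3279 for the frontal against the parietal OF at E16.5 and 589 (without replicate 1, with 700 and 662 without replicates 3 and 4) to 1088 at E18.5, and 994 (without replicate 1) to 2029 for the change between the ages. Hhip lay between 0.69 and 1.03 in coronal SM against the frontal OF at E16.5 and between 0.72 and 1.05 against the parietal OF at E18.5, each past 0.05 without 2 of the 5 replicates. Mmp13 lay between -0.31 (without replicate 3, and -0.14 without replicate 2) and 1.02 in the frontal against the parietal OF at E16.5, between 2.05 and 3.32 at E18.5 and between 1.69 and 3.46 for the change. The change of Acta2 lay between -1.92 and -1.20 (without replicate 5). In single cells, Hhip had log2 ratios of 0.87 to 1.39 at E16.5 and 2.90 to 2.92 at E18.5 in each library by itself, which stand on another scale than the fitted values of 1.69 and 3.22. Clec3b at E18.5 ran from -0.73 in library 1 to 5.64 in library 2.

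The cells kept in library 2 of E16.5 numbered 650 and 205 with minimums of 500 and 1000 genes. With 30 principal components, Hhip at E16.5 was at 1.55 (adjusted p = 0.876 from edgeR) in its highest cluster, 10 in place of 16 named genes passed 0.05 at E16.5, markers at E16.5 fell from 1057 to 365, matched pairs of clusters from 15 to 7 and the suture share at E16.5 from 58.3% to 36.0%. Pairs numbered 9 with 100 neighbours and 7 at a resolution of 0.4, and markers at E16.5 numbered 647 at a resolution of 1.2.

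The number of clusters enriched for craniosynostosis genes was the least stable result. At E16.5 it was 0 for each list. Both other criteria for a marker gave 2 clusters for all human, 2 for human coronal, 1 for all mouse and 2 for mouse coronal genes, and another random seed gave 1 for all human genes. At E18.5 it was 1 for the human coronal list and 0 for the others. It became 5, 5, 6 and 5 for all human, human coronal, all mouse and mouse coronal genes with both other criteria for a marker. In the same order of lists, with values that did not change left out, it became 2, 2, 1 and 1 with 100 neighbours and 1, 2, 1 and 1 with another random seed. For human coronal genes it became 0 with 30 principal components, ComBat or the named genes kept, for all human genes 1 without Scrublet's doublets and at resolutions of 0.4 and 1.2, for all mouse genes 1 with 30 principal components and 2 at a resolution of 1.2, and for mouse coronal genes 1 with 30 principal components, 1 with a minimum of 500 genes and 2 at a resolution of 1.2.

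Scaling shifted all genes together. Total counts without TMM moved the median fold change of all genes most in coronal SM against the parietal OF at E18.5, from 0.02 to 0.31 (log2), where genes higher and lower in SM changed from 1635 and 1932 to 2954 and 897. Splits also moved by over 10 points in coronal SM against the frontal OF at E16.5 (3053 and 2942 to 3750 and 2029), against the parietal OF (3755 and 3290 to 4772 and 2194), in the lambdoid suture at E16.5 (770 and 1443 to 898 and 921, 1914 and 2648 to 2867 and 1259) and E18.5 (1948 and 2912 to 2375 and 2035), for coronal specificity (2497 and 1612 to 3071 and 1046), for the frontal against the parietal OF at E18.5 (679 and 397 to 1102 and 148), for its change between the ages (671 and 487 to 764 and 252) and for coronal against frontal SM (4675 and 4026 to 3028 and 5368, median -0.22). Median-ratio factors moved the lambdoid splits to 1029 and 1062, 2357 and 2004, 1892 and 1952 (from 1450 and 2415) and 2506 and 2280 (medians 0.10, 0.14, 0.12 and 0.15), and coronal against frontal SM to 3954 and 4807 (median -0.11). DESeq2 moved them to 1214 and 1160, 2695 and 2149, 2155 and 2075, and 2876 and 2423, with 2233 and 1745 for the coronal parietal OF at E18.5 and 803 and 963 (from 545 and 1019) for the frontal suture at E16.5. Limma-voom moved the frontal suture to 877 and 984 at E16.5 and 783 and 640 (from 837 and 1361) at E18.5, the frontal against the parietal OF at E16.5 to 923 and 1252 (from 1554 and 1298) and coronal against frontal SM to 3932 and 6404 (median -0.27). For the frontal against the parietal OF over both ages, total counts moved the split from 1509 and 1253 to 2171 and 529, median-ratio factors to 1773 and 931, and limma-voom to 1385 and 1779.

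Depth limits the single cells. Thinned to 1500 in place of 2500 UMIs, the share of cells with a Hhip UMI fell from 36.0% to 15.5% in library 2 of E16.5 and from 49.3% to 32.4% in library 2 of E18.5. Library 1 of each age stayed within its interval. At E16.5 Erg and Ihh had fewer than 10 UMIs in the suture clusters and could not be tested.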

Differences from the paper's values

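The tests of the coronal lists of Supplementary Data 2, and the rule that takes the lowest adjusted p among clusters of 1 name, were chosen after the data were seen, and the other tests of this part were planned.

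The paper gives 941 and 1185 cells for libraries 1 and 2 of E16.5 (the paper's values), and 466 and 337 cells were kept here. For library 1, the alternative set before the data were examined with a minimum of 500 genes (642 cells) came within 1.5 times of the paper's value, and those with a minimum of 1000 genes (341 cells) and without an outlier filter (497 cells) did not. For library 2, none of them did (650, 205 and 359 cells).

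The enrichment of craniosynostosis genes was tested by Fisher's exact test in both cases, but on other clusters, markers and backgrounds. For the human coronal genes in the ectocranial mesenchyme at E16.5 the paper gives P = 0.013 (the paper's value), and the adjusted p here was 1. All alternatives set before the data were examined differed from the paper's value too, with 0.238 for both other criteria for a marker and 1 for the rest. At E18.5 the paper gives P = 0.007 (the paper's value) for this cell type, against 0.0414 here. Without Scrublet's doublets (0.00741) and with another random seed (0.00712) the value did not differ from the paper's. It differed with markers by adjusted p alone (0.000673) or at a log2 fold of 0.5 (0.000404), at resolutions of 0.4 (0.00417) and 1.2 (0.325), with 30 principal components (0.572), 100 neighbours (0.0269), a minimum of 500 genes (0.0591), ComBat (0.806) and the named genes kept in the clustering (1).

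For the human coronal genes in the Mmp13-expressing osteoblasts at E18.5 the paper gives P = 0.044 (the paper's value), against 1 here. All alternatives set before the data were examined differed from it, with 0.637 with 30 principal components, 0.641 and 0.874 with the other criteria for a marker, and 1 for the rest. For the periosteal cells at E18.5 the paper gives P = 0.029 (the paper's value), against 0.0721 here. All alternatives set before the data were examined that hold a cluster of that name differed from it. A resolution of 1.2 gave 0.00926, and so called the cluster as the paper does, the other criteria for a marker gave 0.188, and 30 principal components and ComBat gave 1.

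For all human genes in the Ibsp-expressing osteoblasts at E18.5 the paper gives P = 0.001 (the paper's value), against 0.0865 here. All alternatives set before the data were examined differed from it and none called the cluster, with 0.167 and 0.253 for the other criteria for a marker, 0.108 with a minimum of 500 genes, 0.483 and 0.110 at resolutions of 0.4 and 1.2, 1 with 30 principal components, 0.279 with 100 neighbours, 0.134 without Scrublet's doublets, 0.816 with ComBat, 0.133 with another random seed and 0.0975 with the named genes kept.

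For the mouse coronal genes in the ectocranial mesenchyme at E16.5 the paper gives P = 0.001 (the paper's value), against 1 here. All alternatives set before the data were examined differed from it, from 0.114 with a minimum of 500 genes to 1 with ComBat. For the mouse coronal genes in the Mmp13-expressing osteoblasts at E18.5 the paper gives P = 0.0002 (the paper's value), against 1 here. All alternatives set before the data were examined differed from it, but markers by adjusted p alone (0.00848), markers at a log2 fold of 0.5 (0.00553) and 30 principal components (0.00547) called the cluster as the paper does. The rest gave 1.

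The paper finds all human genes enriched in the populations enriched for the coronal ones. Here no cluster of either age passed for that list. The ectocranial mesenchyme-like cluster at E18.5 passed at a resolution of 0.4 (adjusted p = 0.0129), with 100 neighbours (0.0387), without Scrublet's doublets (0.00820), with another random seed (0.00781), and with markers by adjusted p alone (0.000202) or at a log2 fold of 0.5 (0.000102). The periosteal-like cluster passed at a resolution of 1.2 (0.00690) and with both other criteria for a marker (0.00860). The paper finds the mouse genes of any suture enriched in the Mmp13-expressing osteoblasts of both ages and in no other population. Here no cluster passed, and that cluster at E18.5 passed with markers by adjusted p alone (0.0268), at a log2 fold of 0.5 (0.0178) and with 30 principal components (0.0101). Each of these p-values is from Fisher's exact test.

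The paper marks a population of osteoblasts at E16.5 by Mmp13 and reports enrichment of human and mouse coronal genes in it. No cluster took that name here. The unnamed cluster, where Mmp13 was highest, had adjusted p = 1 for both coronal lists, and with markers by adjusted p alone it had 0.0233 for the human coronal, 0.0321 for all human and 0.0411 for the mouse coronal genes (Fisher's exact test).

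The paper assigns Sox6 and Erg at E16.5 to a suture mesenchyme population, which no cluster was named after here. Sox6 was highest in the unnamed cluster (adjusted p = 0.0501 from edgeR), and Erg had too few UMIs for a test. At E18.5 the paper places Mest in a mesenchyme population of its own, and here it was highest in an unnamed cluster with 713 CPM, with the ectocranial mesenchyme-like cluster at 711 CPM. The paper marks an osteoblast population at E18.5 by Mmp13. The gene's CPM was higher in the periosteal-like cluster (167, against 118), the fitted fold changes were 2.77 and 2.79, and with ComBat and with 30 principal components it was highest in the cluster of Mmp13-expressing osteoblasts. The paper matches the main suture mesenchyme populations between the ages, and here the suture mesenchyme-like cluster of E18.5 shared more markers than chance with the hypodermis-like cluster of E16.5 alone.

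The paper describes Hhip as unique in its direction among the mesenchymal marker genes. Of the 19 leading markers, Net1 and 2010111I01Rik had the same directions in all 12 comparisons, with coronal specificities of 1.41 and 1.07 against 3.93 for Hhip. The paper places Gli1 in the OFs of all sutures. It was lower in SM in all 12 comparisons, and 7 of these were past 0.05 by edgeR.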

Other observations

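The tests of depth, gene capture, embryos, second libraries, the offset between single-cell libraries and other splits of the libraries were chosen only after the results were seen, and that of sex-linked and haemoglobin transcripts was set before its result was seen, on an alternative that was added after the data had been seen.

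First libraries of the coronal suture at E16.5 varied more between embryos than those of the other sutures. The median SD of log2 CPM over 11326 genes was 0.681 in the frontal OF, 0.527 in the parietal OF and 0.612 in SM, against 0.163 to 0.244 in the E16.5 groups of the other sutures. At E18.5 the coronal groups had 0.331 to 0.371 and the other sutures 0.217 to 0.436. Lower sequencing depth is excluded as the cause, as the lowest median total of the coronal E16.5 groups was 24269409 and the highest of the other sutures at that age 15826796. Differences between the embryos themselves are argued against by the second libraries of the same embryos and regions, which varied less in 3 of 3 coronal groups at E16.5 (0.256 to 0.326, against 0.487 to 0.604 for the first libraries of the same 3 embryos per group). At E18.5 the second libraries varied less in 0 of 3 groups. This rests on the labels, since the correlation between a first and a second library was highest for the same embryo in 8 of 18 cases (median 0.863, against 0.856 for other embryos of the group). Fewer genes were detected in the coronal libraries. Thinned to 7000000 counts, the highest group median of detected genes in the coronal suture at E16.5 was 19419, and the lowest of the other sutures was 22738. The thinned total included mitochondrial counts, while mitochondrial genes were left out of the genes detected. A high mitochondrial share lowers this number by itself, so lower capture was not separated from it. A lower yield of the first coronal libraries is consistent with this, and a cause of that yield was not tested. Mitochondrial transcripts took a median of 31.5% to 36.3% of the counts in the first libraries of E16.5 that have a second, and 13.7% to 16.0% in the second.

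The authors' log2 ratios were compared with the fitted fold changes over 17061 genes, which are not independent replicates. Pearson's r was 0.942 and 0.851 in the frontal suture, 0.969 to 0.991 in the lambdoid and sagittal sutures and 0.597, 0.690, 0.578 and 0.636 in the coronal suture. With the second libraries in place of the first, an alternative chosen after seeing the data, r rose in 4 of 4 coronal comparisons, to 0.872, 0.896, 0.777 and 0.766. With limma-voom, the authors' method, on the first libraries, r also rose in 4 of 4, to 0.657, 0.778, 0.636 and 0.673. The method may thus account for part of the gap. The larger rise with the second libraries is what their use for the authors' coronal ratios would give. The labels do not say which libraries were used. In the authors' table the coronal ratios of Hhip were 0.53, 0.99, 0.06 and 0.28, and the specificity computed from it was 3.68, rank 6 of 17061 genes and first of the 19 leading markers.

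The coronal frontal OF and parietal OF differed in 2852 genes at E16.5 by edgeR with all groups in 1 model (1554 higher and 1298 lower in the frontal OF), and in 1845 without replicate 3. Limma-voom on the compared libraries alone gave 1 gene, with 1022 at an unadjusted p under 0.05, and 13 of 100 splits gave as many (37 of 100 by the unadjusted count), so that chance cannot be excluded for this comparison. EdgeR on the coronal E16.5 groups alone gave 0 genes, with 1139 at an unadjusted p under 0.05. Splits that part each embryo's libraries gave as many in 2 of 16 cases. At E18.5 there were 1076 genes in 1 model (589 without replicate 1, 700 without replicate 3 and 662 without replicate 4) and 699 by limma-voom on the compared libraries, where 1 of 100 splits gave as many, the real one, and the highest of the others gave 352. Chance can be excluded there. Over both ages, the largest positive changes by the rule for named genes included those of Prmt8 (2.86), Gstt3 (2.77), 1500015O10Rik (2.53) and Col14a1 (2.50). The largest negative changes were those of Hdc (-3.81), Lmx1a (-3.24), Tnmd (-2.98), Tnxb (-2.60) and Cma1 (-2.59). These values depend on single embryos for some genes. Without replicate 1, Hdc was at -6.82 and Cma1 at -5.31. Without replicate 3, Cma1 was at -1.52 (adjusted p = 0.146 from edgeR) and Tnxb at -2.27 (adjusted p = 0.0890), and without replicate 2, Tnxb was at -1.85 (adjusted p = 0.108). By limma-voom, Hdc (-3.66, adjusted p = 0.0511), Tnxb (-1.50, adjusted p = 0.401) and Cma1 (-3.37, adjusted p = 0.0569) were not past 0.05. Mmp13 was 0.13 higher (log2) in the frontal OF at E16.5 (adjusted p = 0.924 from edgeR, exact permutation p = 0.675, two-sided) and 2.42 higher at E18.5 (8.87 against 1.65 CPM, adjusted p = 0.0108 from edgeR, exact permutation p = 0.0159, two-sided). The change between the ages was 2.29 (adjusted p = 0.101 from edgeR, 0.0238 by limma-voom to 0.0960 over the alternatives other than replicates left out) and is not established. It was 3.46 (adjusted p = 0.0204 from edgeR) without replicate 2. Without replicate 4 the value at E18.5 was 2.05 (adjusted p = 0.122 from edgeR) and without replicate 5 it was 2.12 (adjusted p = 0.0757), while over the other alternatives its adjusted p lay between 0.00113 and 0.0461.

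In each of the 12 comparisons of SM with an OF, 1 of 100 splits of the libraries gave as many genes past 0.05 by limma-voom, the real one, with 338 to 9017 genes in the real splits, so that chance can be excluded. The same held for coronal SM against frontal SM, where the real split gave 7744 genes by limma and the highest of the others 172. This last comparison runs across sutures and shares their differences in depth and capture.

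Acta2, which the paper discusses for the frontal suture, was higher in frontal SM than OF, at 1.81 at E16.5 (200 against 57.0 CPM) and 3.10 at E18.5 (181 against 21.1 CPM), both with an exact permutation p of 0.00794 (two-sided), the smallest that 5 against 5 libraries allow. Coronal SM lay below frontal SM by a log2 difference of -1.51 for Acta2 and above it by 6.83 for Hhip. The difference between SM and OF for Hhip did not change detectably between the ages in the coronal suture (-0.39, adjusted p = 0.626 from edgeR, 0.123 to 0.889 over the alternatives). In complete sutures at E18.5, median CPM in the coronal, frontal, lambdoid and sagittal suture was 429, 33.7, 224 and 16.3 for Mmp13 and 142, 185, 112 and 281 for Acta2.

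Of the 11 suture clusters at E18.5, 5 drew at least 90% of their cells from 1 library (1642 of 3308 cells). With sex-linked and haemoglobin transcripts left out of the clustering, 3 of 12 clusters did so (698 cells), and after ComBat, which removes an offset between the libraries, 2 of 12 (370 cells). Both numbers of clusters fell, but over the other alternatives, which do not bear on either explanation, the number ran from 2 to 5. By cells both lay below these alternatives (1017 to 1562 cells), so that each may account for part of the pattern. Such transcripts, an offset between the libraries and a difference in the tissue captured still cannot be told apart, because ComBat also removes a difference in tissue between the libraries, and because the number of clusters moved as far under alternatives that bear on none of them. At E16.5 the hypodermis-like cells came from library 1. An offset between the libraries is argued against for these cells, since after ComBat 107 of the 109 cells of that cluster still came from library 1. A difference in the tissue dissected may account for it and was not tested.

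Scrublet called 2, 2, 31 and 5 doublets among the cells of libraries 1 and 2 of E16.5 and 1 and 2 of E18.5.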
